# Linker histone variant H1.2 is a brake on white adipose tissue browning

**DOI:** 10.1038/s41467-023-39713-w

**Published:** 2023-07-06

**Authors:** Yangmian Yuan, Yu Fan, Yihao Zhou, Rong Qiu, Wei Kang, Yu Liu, Yuchen Chen, Chenyu Wang, Jiajian Shi, Chengyu Liu, Yangkai Li, Min Wu, Kun Huang, Yong Liu, Ling Zheng

**Keywords:** Endocrinology, Fat metabolism, Mechanisms of disease

## Abstract

Adipose-tissue is a central metabolic organ for whole-body energy homeostasis. Here, we find that highly expressed H1.2, a linker histone variant, senses thermogenic stimuli in beige and brown adipocytes. Adipocyte H1.2 regulates thermogenic genes in inguinal white-adipose-tissue (iWAT) and affects energy expenditure. Adipocyte H1.2 deletion (H1.2AKO) male mice show promoted iWAT browning and improved cold tolerance; while overexpressing H1.2 shows opposite effects. Mechanistically, H1.2 binds to the promoter of *Il10rα*, which encodes an Il10 receptor, and positively regulates its expression to suppress thermogenesis in a beige cell autonomous manner. Il10rα overexpression in iWAT negates cold-enhanced browning of H1.2AKO male mice. Increased H1.2 level is also found in WAT of obese humans and male mice. H1.2AKO male mice show alleviated fat accumulation and glucose intolerance in long-term normal chow-fed and high fat diet-fed conditions; while Il10rα overexpression abolishes these effects. Here, we show a metabolic function of H1.2-Il10rα axis in iWAT.

## Abstract (web summary)

Thermogenic adipocytes are ideal targets to counteract obesity and associated metabolic disorders. Here, the authors show a regulatory role of linker histone variant H1.2 on iWAT browning and thermogenesis through an H1.2-IL10rα axis.

## Introduction

Fat tissue is a highly plastic and dynamic organ, including white adipose tissue (WAT) and brown adipose tissue (BAT), which are responsible for energy storage and dissipation, respectively^1^. Dysfunctions of adipose tissue are closely associated with increased risk of metabolic diseases such as obesity and type 2 diabetes^2^. Adipocyte is the principal cell type in fat tissue. Adipocyte has two major forms, white adipocyte and brown adipocyte; and under cold exposure or β_3_-adrenergic stimulation, a third form, beige adipocyte with a brown-adipocyte-like thermogenic phenotype, is induced in WAT in a process termed browning^3^. Inducing the number of thermogenic brown and beige adipocytes activates energy expenditure, prevents high-fat diet (HFD) induced obesity, ameliorates hyperlipidemia, and improves systemic glucose homeostasis and insulin sensitivity in mice^4,5^. Thus, understanding the mechanisms controlling browning shall help to develop new therapies against obesity and associated metabolic complications.

Besides mature adipocytes, there are adipocyte precursor cells, endothelial cells, neural cells, and immune cells that reside within fat tissue^6^. Immune cells play important roles in adipose tissue inflammation and the resultant metabolic dysfunctions^2^. Recently, pronounced effects of immune cell-adipocyte crosstalk on the expansion and activation of beige adipose tissue have been suggested^7^. Il10, an anti-inflammatory cytokine secreted by immune cells including macrophages, B cells, and T cells^8^, inhibits adrenergic signaling and adipose thermogenesis through its receptor Il10rα (Il10 receptor subunit alpha) expressed in mature adipocytes^9,10^, indicating that thermogenesis is regulated by signaling network between immune cells and adipocytes.

Many epigenetic factors are involved in the regulation of thermogenesis, including HDAC3, UTX, EHMT1, and TET1^11–15^. However, as key regulators of chromatin structure and dynamics^16^, the roles of histone variants in adipose tissue remain unclear. Previously, the critical role of macroH2A1.1 in white adipocyte differentiation has been reported^17^; and overexpression of a mutant of histone variant H3.3 (H3.3K4M) in BAT precursor cells has been shown to impair BAT development in mouse^18^, indicating that histone variants may involve in the regulation of metabolic homeostasis.

From *Caenorhabditis elegans* to humans, H1.2 is the most conserved variant among all five somatic histone H1 variants (H1.1-H1.5)^19^, implicating its evolutional and functional significance. H1.2 plays important functions in cellular processes like apoptosis, autophagy, and DNA damage^20–22^; and is associated with tumorigenesis, including lymphoma^23^, hepatic carcinoma^24^, and bladder cancer^25^. However, the function of H1.2 in metabolism, especially in adipose tissues, remains unknown.

Here, we find that in mature adipocytes, highly expressed H1.2 senses thermogenic stimuli in iWAT and BAT. Adipocyte-specific H1.2 knockout (H1.2AKO) mice show enhanced iWAT browning and energy expenditure under cold stimulation; while overexpressing H1.2 shows opposite effects. H1.2AKO mice also display improved metabolic status under long-term normal chow (NC)-fed and HFD-fed conditions. Overexpression of Il10rα in iWAT of H1.2AKO mice inhibits cold-induced browning, and alleviates the metabolic beneficial effect under long-term NC-fed or HFD-fed conditions. Thus, metabolic roles of H1.2-Il10rα axis in beige adipocytes are suggested.

## Results

### Adipocyte H1.2 senses temperature and adrenergic stimulations

Tissue expression profile of H1.2 was analyzed using adult C57BL/6 male mice. Among the tissues examined, the highest expression level of H1.2 was found in BAT and iWAT, while medium expression level was found in lung and heart, and low level in other tissues including eWAT (Fig. 1a). Meanwhile, the transcriptional level of *H1.2* in adipose tissues was in the rank order of BAT, iWAT, and eWAT (Fig. 1b). Moreover, the transcriptional levels of other somatic H1 variants were extremely low in both iWAT and BAT of mouse (Supplementary Fig. 1a, b), while higher *H1.2* level was also found in subcutaneous fat of human subjects (Supplementary Fig. 1c). Considering that iWAT and BAT are involved in adaptive thermogenesis, whether H1.2 senses stimulations of cold exposure or β_3_-adrenergic agonist was investigated. As expected, Ucp1 (uncoupling protein 1, a thermogenesis marker) was induced by cold exposure (6 °C for 3 days) or CL316,243 (a β_3_-adrenergic agonist) treatment in both iWAT and BAT; meanwhile, a significant increase of H1.2 was also detected (Fig. 1c, d and Supplementary Fig. 2a–c). Consistently, Ucp1 and H1.2 were downregulated in iWAT and BAT under thermoneutral environment (30 °C) in which the adaptive thermogenesis was inhibited (Fig. 1e, f).

**Fig. 1:**
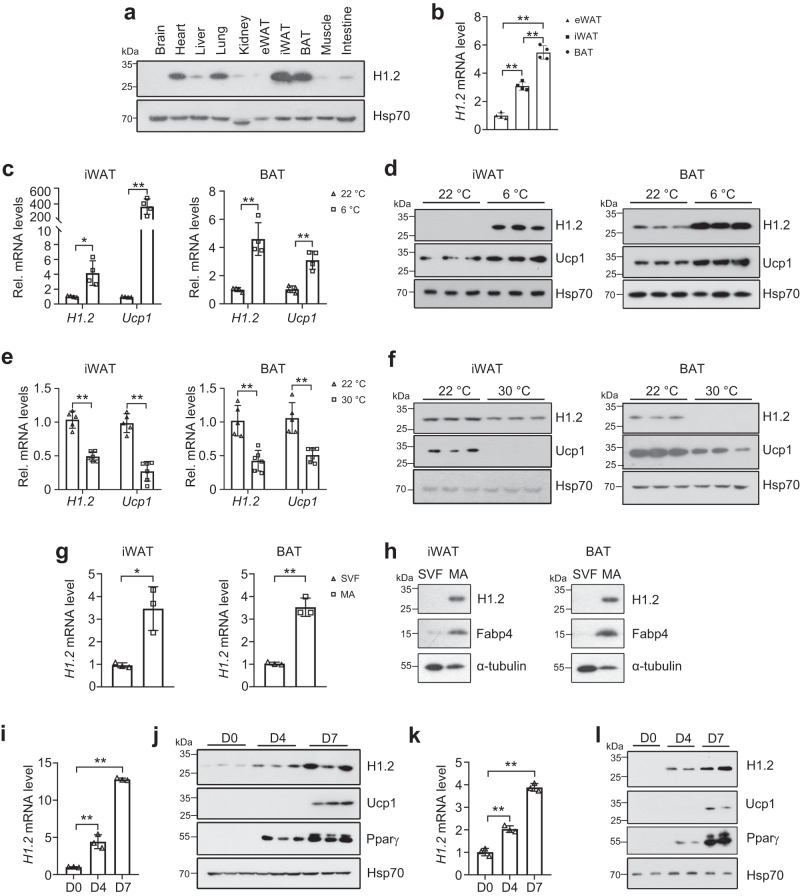
H1.2 is enriched in beige/brown adipocytes and senses temperature change. 10-week-old male mice were used in **a**–**d** and **g**–**l**; while 14-week-old male mice were used in **e** and **f**. **a** Representative mouse tissue expression profile of H1.2 (pooled samples from two individual mice for each lane; repeated three times independently with similar results obtained). **b** Relative *H1.2* mRNA level in different mouse fat pads (*n* = 4 per group; one-way ANOVA with Tukey’s multiple comparisons test). *P*_*H1.2* (eWAT vs iWAT)_ < 0.0001, *P*_*H1.2* (eWAT vs BAT)_ < 0.0001_,_ *P*_*H1.2* (iWAT vs BAT)_ < 0.0001_._ **c**, **d** *H1.2* and *Ucp1* mRNA (**c**) and protein (**d**) levels in mouse iWAT and BAT at 22 °C or for 3 days at 6 °C (*n* = 4 per group in **c**; *n* = 3 per group in **d**; unpaired two-tailed Student’s *t* test. **e** *H1.2* and *Ucp1* mRNA levels in mouse iWAT and BAT at 22 °C or for 4-week at 30 °C (22 °C group, *n* = 5; 30 °C group, *n* = 6; unpaired two-tailed Student’s *t* test). **f** H1.2 and Ucp1 protein levels in mouse iWAT and BAT at 22 °C or for 4-week at 30 °C (*n* = 3 per group). **g** Relative *H1.2* mRNA level in stromal vascular fraction (SVF) and mature adipocytes (MA) (*n* = 3; unpaired two-tailed Student’s *t* test; repeated three times independently with similar results). **h** Representative H1.2 protein level in SVF and MA (pooled samples from three individual mice for each lane; repeated three times independently with similar results obtained). **i**, **j** mRNA (**i**) and protein (**j**) levels of H1.2 during primary beige adipocytes differentiation at indicated time (*n* = 3 per group; unpaired two-tailed Student’s *t*-test). **k**, **l** Representative H1.2 mRNA (**k**) and protein (**l**) level during primary brown adipocytes differentiation at indicated time (*n* = 3 per time in **k**; *n* = 2 per time in **l**; unpaired two-tailed Student’s *t* test; repeated three times independently with similar results obtained). Data are mean ± S.D. *P < 0.05, **P < 0.01. Source data and exact *P* values are provided in a Source data file.

To compare H1.2 level in different cell types of adipose tissue, the stromal vascular fraction (SVF) and mature adipocytes were successfully isolated, with *Cd45* as the marker for SVF^26^ and *Adipoq*/*Plin1* as the markers for mature adipocytes^27^ (Supplementary Fig. 2d, e). In iWAT and BAT, H1.2 was preferentially expressed in mature adipocytes rather than in SVF (Fig. 1g, h). Consistently, low level of H1.2 was found in primary preadipocytes derived from iWAT or BAT at Day 0; while H1.2 was gradually increased during beige or brown adipocytes differentiation (Fig. 1i–l). Collectively, these data suggest that H1.2 may involve in adaptive thermogenesis in mature beige and brown adipocytes.

### Adipocyte-specific H1.2 deletion promotes energy expenditure

Since H1.2 is highly expressed in mature adipocytes (Fig. 1g, h), we generated adipocyte-specific H1.2 knockout mice (H1.2AKO; Supplementary Fig. 3a, b) to explore whether this temperature-responsive H1.2 alteration regulates adaptive thermogenesis. Significantly reduced H1.2 in eWAT, iWAT, and BAT, but not in liver and skeletal muscle, was found in H1.2AKO mice (Supplementary Fig. 3c–f). Immunofluorescent staining also confirmed the efficient and selective knockout of adipocyte H1.2 (Supplementary Fig. 3g). Meanwhile, transcriptional levels of the other somatic H1 variants were not affected in iWAT and BAT of H1.2AKO mice (Supplementary Fig. 3h, i).

Under NC-feeding, young (10-week-old) H1.2AKO mice showed no difference in body weight, fat mass, or lean mass compared with those of wildtype (WT) littermates (Fig. 2a, b). Moreover, anatomical results showed no difference in weights of eWAT/iWAT/BAT and liver, as well as in adipocyte size of iWAT/eWAT/BAT, between H1.2AKO mice and their WT littermates (Fig. 2c and Supplementary Fig. 4). Thus, we performed RNA sequencing (RNA-seq) to unbiasedly investigate altered genes or pathways in iWAT and BAT of H1.2AKO mice. 

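H1.2, the deleted gene, is named Hist1h1c (ENSMUSG00000036181) in the deposited table and lies on chromosome 13 of mm10 (GRCm38.p6) from 23738808 to 23740367 on the + strand. In iWAT its level was 23.7 and 24.2 FPKM in the WT libraries and 2.26 and 1.73 FPKM in the H1.2AKO libraries, a log2 fold change of -3.30 (standard error 0.53, adjusted p = 0.366 from limma). In BAT it was 36.8 and 43.3 FPKM in WT and 0.177 and 1.97 FPKM in H1.2AKO, a log2 fold change of -4.97 (standard error 0.53, adjusted p = 0.0717 from limma). Both H1.2AKO libraries lay below both WT libraries in each tissue. With limma-voom on reads recovered from the deposited values, the adjusted p was 0.0428 in iWAT and 0.0429 in BAT. Over all alternatives it ranged from 0.0140 to 1 in iWAT and from 0.00171 to 0.284 in BAT.
RNA-seq covered iWAT and BAT of 10-week-old male mice kept at 22 °C, with 2 libraries per tissue and genotype, 8 in all. WT mice are littermates with the floxed H1.2 alleles and no Cre. Each library is a pool of RNA from several mice. The paper's methods give 2 mice per pool and the notes deposited with the data give 3, so n counts pools. An exact 2-sided permutation test of 2 pools against 2 cannot go below p = 0.333, and tests of single genes used limma's moderated fit over all tested genes. The authors deposited FPKM for 44422 genes. The submitters' processing notes name HISAT2 2.0.5, and the read counter and the FPKM tool are not given in the sources used here. Each FPKM value above 0, multiplied by the listed gene length and the library's denominator, came to a whole number of reads within 0.01. The reads over the listed genes numbered 16258936 and 16118634 in the iWAT WT libraries, 17480325 and 16263239 in iWAT H1.2AKO, 16152205 and 16327012 in BAT WT, and 16211103 and 16800395 in BAT H1.2AKO. The authors' denominators were 0.873 to 1.33 times these sums, so the values hold a scaling between libraries that the sources do not describe. FPKM values were used as deposited, on a log2(FPKM + 0.5) scale that understates the fold change of low genes. A gene was tested in a tissue where its mean over the 4 libraries was at least 0.5 FPKM, which left 14349 genes in iWAT and 13190 in BAT.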

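Genes of sterol synthesis were higher and most clock genes lower in H1.2AKO mice in both tissues. Of 25 sterol synthesis genes, 24 were higher in iWAT (median log2 fold change 0.64) and 24 in BAT (median 0.49). The list's adjusted p from limma's camera test was 1.95e-13 in iWAT and 5.77e-07 in BAT, and the adjusted p with an estimated correlation was 0.735 and 0.778. That estimate, 0.711 in both tissues, is made over all 8 libraries, so spread in iWAT enters the BAT value. The iWAT median was 0.26 without iWAT WT replicate 2 and 1.06 without WT replicate 1. Fdps, which makes farnesyl diphosphate, was at 42.1 ± 12.4 FPKM (SD, n = 2 pools) in WT and 78.6 ± 17.7 in H1.2AKO iWAT, and at 43.3 ± 8.75 and 73.6 ± 8.32 in BAT. Of 15 clock genes, 12 were lower in iWAT (median -0.43) and 13 in BAT (median -0.35). The camera adjusted p was 8.87e-06 in iWAT and 0.00198 in BAT. The adjusted p with an estimated correlation was 0.430 and 0.484 (0.00632 and 0.0213 before adjustment). Without BAT H1.2AKO replicate 1 the BAT median was -0.22. Adjusted over the list alone, limma called 7 clock genes lower and 2 higher in iWAT, and 4 lower and 1 higher in BAT. Dbp, a transcription factor of clock output, was at 46.1 ± 4.54 FPKM in WT and 20.8 ± 0.636 in H1.2AKO iWAT, and at 41.5 ± 8.78 and 23.3 ± 3.61 in BAT. Arntl, a core activator of the clock, had log2 fold changes of 0.76 in iWAT and 0.83 in BAT.

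**Figure D1:**
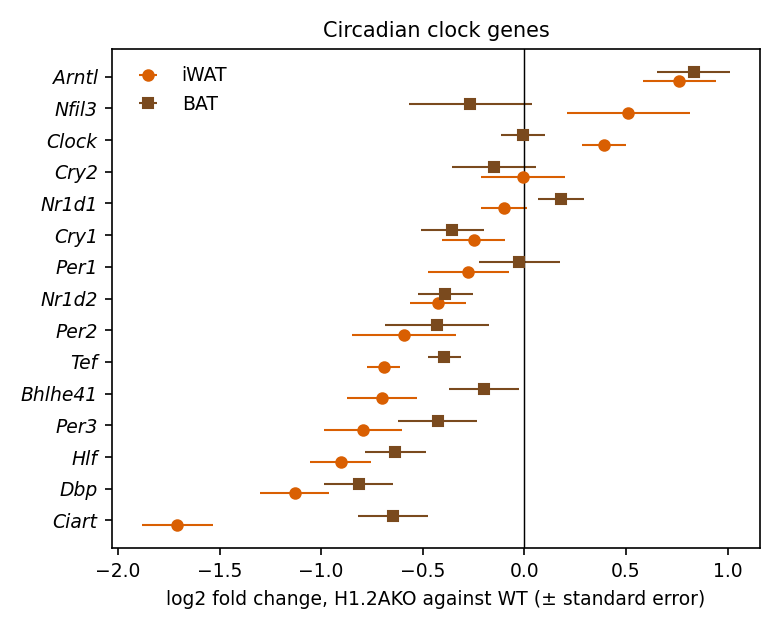
Log2 fold change of the 15 clock genes in H1.2AKO against WT mice, on the log2(FPKM + 0.5) scale, in iWAT (circles) and BAT (squares). Bars are standard errors from limma. 12 of the 15 genes have the same sign in both tissues, and Dbp, Tef and Hlf lie opposite to Arntl.

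Of 27 genes of de novo lipogenesis, 23 were higher in iWAT (median log2 fold change 0.37, camera adjusted p = 1.19e-05) and 22 in BAT (median 0.43, adjusted p = 0.00129). The adjusted p with an estimated correlation was 0.798 in both. Immediate early and heat shock genes, a sign of handling, moved with sterol synthesis and lipogenesis over the iWAT libraries. Their mean log2 levels were 3.65 and 2.80 in WT and 3.61 and 3.89 in H1.2AKO, against 3.57, 2.90, 3.66 and 4.02 for sterol synthesis and 7.30, 6.64, 7.20 and 7.53 for lipogenesis. In BAT they moved with neither list, at 4.67 and 3.53 in WT and 3.52 and 4.66 in H1.2AKO. The BAT levels were 3.28, 3.22, 3.71 and 3.82 for sterol synthesis and 7.16, 7.34, 7.56 and 7.77 for lipogenesis. Without iWAT WT replicate 2 the iWAT lipogenesis median was -0.01 (adjusted p = 0.946), and without BAT WT replicate 1 the BAT adjusted p was 0.0615. Scd2, a fatty acid desaturase, had log2 fold changes of 1.37 in iWAT and 1.49 in BAT (standard error 0.38 in each). Of the glycolysis genes, 22 of 24 were higher in iWAT (median 0.27, adjusted p = 7.33e-05) and 19 of 25 in BAT (median 0.35, adjusted p = 0.000358). The adjusted p with an estimated correlation was 0.735 in both, and without iWAT H1.2AKO replicate 2 the iWAT median was 0.12 (adjusted p = 0.0626), and without BAT H1.2AKO replicate 2 the BAT median was 0.23. Pfkp, a phosphofructokinase, had log2 fold changes of 0.49 and 0.63. The BAT libraries also differed in skeletal muscle RNA, with a mean log2 level of the muscle list of 5.89 and 6.17 in WT and 1.56 and 4.94 in H1.2AKO. With that level as a covariate, an alternative added after the values were seen, the BAT adjusted p was 0.0224 for sterol synthesis, 0.0130 for the clock, 0.000190 for glycolysis and 0.375 for lipogenesis. The BAT medians became 0.32, -0.33, 0.37 and 0.19 in that order. The muscle level follows genotype in BAT, so the covariate cannot tell muscle from genotype there. It also has 1 slope over all 8 libraries. In BAT H1.2AKO, lipogenesis was higher in the library with more muscle (7.77 against 7.56). In iWAT WT, with muscle at 1.63 and 4.67, it was lower in the library with more muscle (6.64 against 7.30). The lipogenesis value with the covariate therefore leans on the iWAT WT pair.
Gene by gene, limma called 0 of the 14349 genes tested in iWAT and 0 of the 13190 in BAT at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 371 genes higher and 484 lower in iWAT, 823 higher and 831 lower in BAT, and 238 in both tissues. On the recovered reads, limma-voom called 5 genes in iWAT, all lower, and 20 in BAT, of which 17 were lower. The 2 in both lists were Hist1h1c and Svep1, an extracellular matrix gene named here after its values were seen. Leaving out 1 library of the tissue gave 9 calls in iWAT without WT replicate 1, 3 without WT replicate 2, 1 without H1.2AKO replicate 1 and 8 without H1.2AKO replicate 2, and in BAT 0, 1, 3 and 20 in the same order. Without iWAT H1.2AKO replicate 2, the unadjusted counts were 525 in iWAT and 116 in both tissues.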

Deficiency of H1.2 in iWAT and BAT led to 731 and 987 differentially expressed genes, among which, 201 genes were found in both tissues (Fig. 2d). Further analysis of these commonly altered genes showed a strong enrichment for PPARα signaling pathway (Fig. 2e), indicating that H1.2 in adipocyte may regulate energy catabolism. Therefore, O_2_ consumption and CO_2_ production were monitored with metabolic cages to calculate energy expenditure. 

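Ppara, which encodes the nuclear receptor that drives fatty acid oxidation genes, was at 1.65 ± 0.243 FPKM (SD, n = 2 pools) in WT and 1.03 ± 0.168 in H1.2AKO iWAT, and at 30.2 ± 3.45 and 17.3 ± 0.422 in BAT. Its log2 fold changes were -0.49 (standard error 0.13, adjusted p = 0.628 from limma) and -0.78 (standard error 0.13, adjusted p = 0.161). In BAT, limma-voom gave it an adjusted p of 0.0478, and over all alternatives this ranged up to 0.299. Because 0 genes were called in both tissues, enrichment was tested on the 238 genes at an unadjusted p under 0.05 in both. They held 4 of the 55 PPAR signaling genes tested in both tissues, with 1.04 expected (Fisher's exact test, 1-sided, p = 0.02). The fatty acid transporter Slc27a1 and Ppara had lower values in H1.2AKO mice in both tissues, with log2 fold changes of -0.72 and -0.68 for Slc27a1. The lipid droplet protein Plin2 (0.62 and 0.49) and Scd2 had higher values in both. Within the list, 36 of 59 genes were lower in iWAT and 31 of 59 in BAT, and the median log2 fold changes of -0.07 and -0.01 did not pass camera (adjusted p = 0.159 and 0.320). Adjusted over the list alone, limma called 0 PPAR signaling genes in iWAT and 3 higher and 5 lower in BAT. In BAT, Ehhadh, an enzyme of peroxisomal beta-oxidation, had a log2 fold change of -0.99 and the acyl-CoA thioesterase gene Acot1 one of -1.50.
Among 32 beta-oxidation genes, 25 were lower in iWAT (median log2 fold change -0.12, camera adjusted p = 0.00863), and among 24 genes of branched-chain amino acid degradation, 22 (median -0.14, adjusted p = 1.19e-05). The adjusted p with an estimated correlation was 0.798 and 0.778. Mitochondrially encoded genes ranked the iWAT libraries in the same order as beta-oxidation. Their mean log2 levels were 6.00 and 5.19 in WT and 5.36 and 5.44 in H1.2AKO, against 5.02, 4.78, 4.81 and 4.85 for beta-oxidation. That mean weighs each gene alike, tRNA genes with few reads included. By their share of the FPKM (13.5% and 11.1% in WT, 11.5% and 11.4% in H1.2AKO) the H1.2AKO libraries changed order. Without iWAT WT replicate 1 the median of beta-oxidation was 0.02 (adjusted p = 0.493) and the adjusted p of branched-chain amino acid degradation was 0.219, and without H1.2AKO replicate 1 the adjusted p of beta-oxidation was 0.242. iWAT WT replicate 1 also stood apart in skeletal muscle RNA (mean log2 level of the muscle list 1.63, against 4.67, 4.30 and 4.12), and with that level as a covariate the median of beta-oxidation was -0.05 (adjusted p = 0.154) and that of branched-chain amino acid degradation -0.09 (adjusted p = 0.00122). Neither list passed in BAT (adjusted p = 0.864 and 0.229), though with the muscle covariate beta-oxidation did there, its median turning from 0.04 to -0.07 (adjusted p = 0.0190), nor did the pentose phosphate pathway in iWAT or BAT (adjusted p = 0.241 and 0.362). Of 22 thermogenic genes, 16 were higher in iWAT (median 0.10, adjusted p = 0.00540, or 0.735 as the adjusted p with an estimated correlation), and 13 of 28 in BAT (median -0.01, adjusted p = 0.267). Without iWAT WT replicate 2 the iWAT adjusted p was 0.0565. Ucp1 was at 1.28 ± 1.03 FPKM in WT and 2.87 ± 0.767 in H1.2AKO iWAT, and at 2645 ± 220 and 2730 ± 179 in BAT, where these values overlapped. By Fisher's exact test, the PPAR enrichment had p = 0.0830 with median-ratio scaling, 0.0853 without a filter on low values and 0.0514 without BAT H1.2AKO replicate 2, and over all alternatives from 2.94e-05 to 0.0853. From the enrichment of PPARα signaling among the commonly altered genes (Fig. 2e), the paper proposes that adipocyte H1.2 may regulate energy catabolism.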

Elevated O_2_ consumption and energy expenditure, especially during light (resting) phase, were observed in NC-fed young H1.2AKO mice, indicating that H1.2 in adipocyte may upregulate basal metabolic rates (Fig. 2f, g). Consistently, significantly upregulated Ucp1 was found in iWAT of H1.2AKO mice (Fig. 2h, i).

**Fig. 2:**
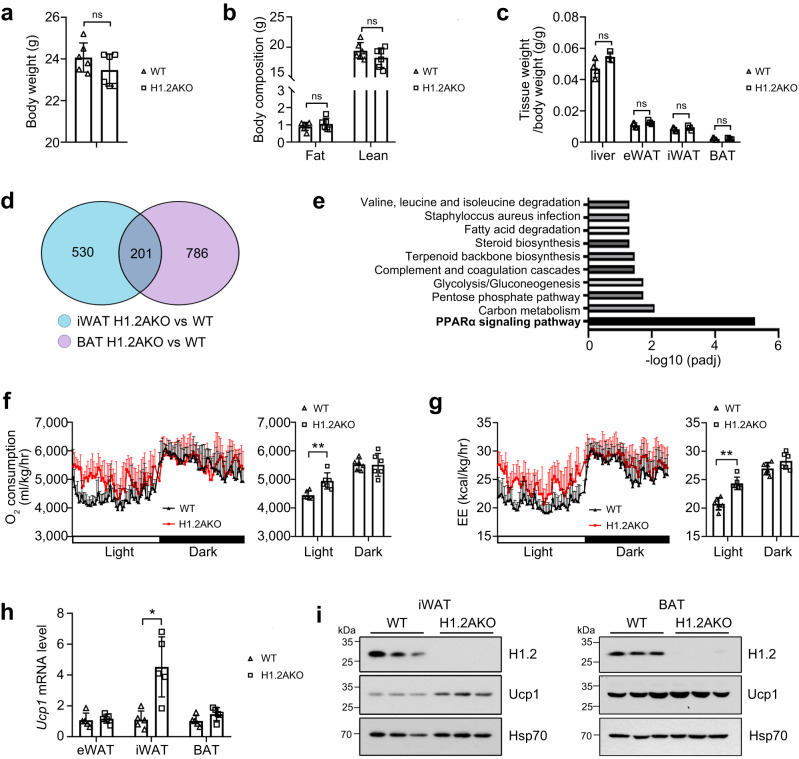
Normal chow-fed young H1.2AKO mice show enhanced energy expenditure. 10-week-old male mice were used in this figure. **a** Body weight of wildtype (WT) and H1.2AKO mice (*n* = 6 per group; unpaired two-tailed Student’s *t* test). **b** Fat and lean mass of WT and H1.2AKO mice (*n* = 6 per group; unpaired two-tailed Student’s *t* test). **c** Different tissue weights of WT and H1.2AKO mice (WT mice, *n* = 4; H1.2AKO mice, *n* = 3; unpaired two-tailed Student’s *t* test). **d**, **e** Venn diagram (**d**) and KEGG pathway analysis (**e**) of differentially expressed genes in iWAT and BAT of WT and H1.2AKO mice (two samples per group, each sample was a pool of two individual mice). **f**, **g** Oxygen consumption (**f**) and energy expenditure (EE) (**g**) with quantitative results of WT and H1.2AKO mice (*n* = 6 per group; two-tailed ANCOVA with body weight as a covariate). **h** *Ucp1* mRNA level in eWAT/iWAT/BAT of WT and H1.2AKO mice (*n* = 5 per group; unpaired two-tailed Student’s *t* test). **i** Ucp1 and H1.2 protein levels in iWAT and BAT of WT and H1.2AKO mice (*n* = 3 per group). Data are mean ± S.D. *P < 0.05, **P < 0.01; ns not significant. Source data and exact *P* values are provided in a Source data file.

### H1.2 in adipocyte regulates cold-induced iWAT browning

Upregulated Ucp1 in iWAT of NC-fed young H1.2AKO mice inspired us to investigate the role of adipocyte H1.2 in cold-induced browning. Housing young H1.2AKO and WT mice at 6 °C for 3 days, higher core body temperature, increased O_2_ consumption, and energy expenditure were found in H1.2AKO mice (Fig. 3a–c). Histological examination revealed more multilocular adipocytes (demonstrated by H&E staining) with increased Ucp1 staining in iWAT of cold-exposed H1.2AKO mice (Fig. 3d). Consistently, qPCR revealed upregulated thermogenic genes such as *Ucp1*, *Dio2* (deiodinase type 2), and *Cidea* (cell death inducing DFFA like effector a), as well as lipid β-oxidation related genes like *Cpt1b* (carnitine palmitoyltransferase 1b), *Acot1* (acyl-CoA thioesterase 1) and *Acsl1* (acyl-CoA synthetase long-chain family member 1) in iWAT of cold-challenged H1.2AKO mice (Fig. 3e). Meanwhile, transcriptional levels of other somatic H1 variants were not altered in iWAT of cold-challenged H1.2AKO mice (Supplementary Fig. 5a). In addition to Ucp1-mediated canonical thermogenesis, Ucp1-independent thermogenic mechanisms, such as creatine and calcium cycling signaling, are also involved in beige adipocyte thermogenesis^28,29^. Thus, mRNA levels of *Gatm* (glycine amidinotransferase), *Gamt* (guanidinoacetate *N*-methyltransferase) and *Ckmt1* (mitochondrial creatine kinase 1) (key genes involved in creatine signaling-mediated thermogenesis^28^), and *Serca2b* (cardiac sarcoplasmic reticulum Ca^2+^-ATPase, a key gene involved in calcium cycling-mediated thermogenesis^29^), were examined in iWAT of cold-challenged H1.2AKO mice with no change observed (Supplementary Fig. 5b), indicating that the enhanced thermogenesis in beige adipose tissue of H1.2AKO mice predominantly rely on Ucp1. However, no significant change in adipocyte morphology, Ucp1 expression, or transcriptional levels of thermogenic genes and other somatic H1 variants was found in BAT of cold-challenged H1.2AKO mice (Supplementary Fig. 6). Together, these data indicated H1.2 as a negative regulator of adaptive thermogenesis through acting on beige adipocyte in iWAT, rather than in BAT, under cold exposure.

**Fig. 3:**
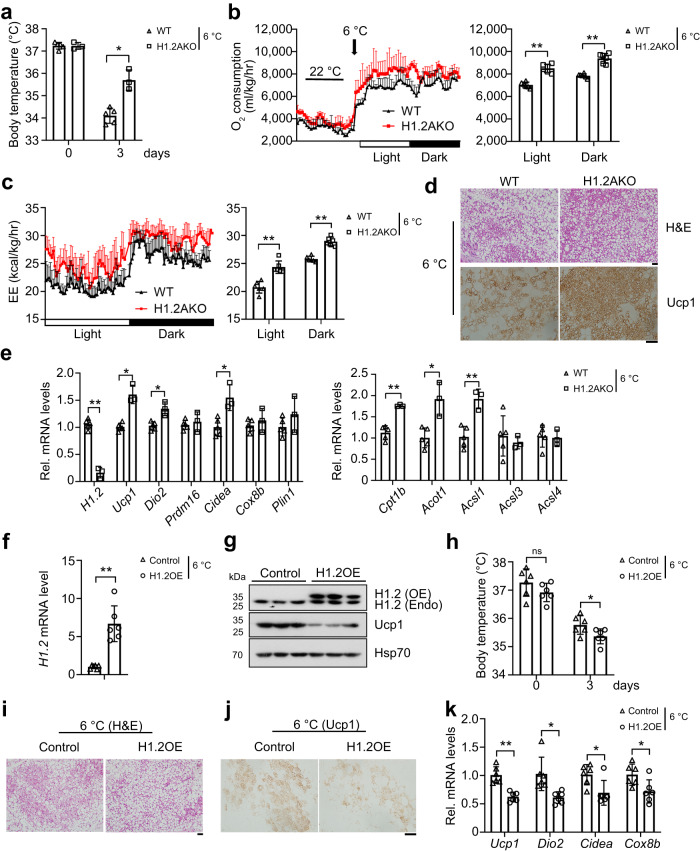
H1.2 regulates iWAT browning under cold exposure. In all, 10–11 weeks-old male mice were used in this figure. **a** Rectal temperature of WT and H1.2AKO mice before and after cold exposure (6 °C for 3 days; WT mice, *n* = 5; H1.2AKO mice, *n* = 3; unpaired two-tailed Student’s *t* test). **b**, **c** Oxygen consumption (**b**) and energy expenditure (EE) (**c**) with quantitative results of WT and H1.2AKO mice upon cold exposure (*n* = 6 per group; two-tailed ANCOVA with body weight as a covariate). **d** Representative images of H&E and Ucp1 staining of iWAT upon cold exposure (*n* = 6 per group). Scale bar = 50 μm. **e** qPCR analysis of thermogenic genes and lipid β-oxidation genes in iWAT of WT and H1.2AKO mice upon cold exposure (WT mice, *n* = 5; H1.2AKO mice, *n* = 3; unpaired two-tailed Student’s *t* test). **f** *H1.2* mRNA level in iWAT injected with AAV-Vehicle (control) or AAV-H1.2 (H1.2OE) after cold exposure (*n* = 6 per group; unpaired two-tailed Student’s *t* test). **g** H1.2 and Ucp1 protein levels in iWAT of control and H1.2OE mice upon cold exposure (*n* = 3 per group). **h** Rectal temperature of control and H1.2OE mice before and after cold exposure (*n* = 6 per group; unpaired two-tailed Student’s *t* test). **i**, **j** Representative images of H&E (**i**) and Ucp1 staining (**j**) in iWAT of control and H1.2OE mice after cold exposure (*n* = 6 per group). Scale bar = 50 μm. **k** qPCR analysis of thermogenic genes in iWAT of control and H1.2OE mice after cold exposure (*n* = 6 per group; unpaired two-tailed Student’s *t* test). Data are mean ± S.D. *P < 0.05, **P < 0.01. Source data and exact *P* values are provided in a Source data file.

To further verify its role in cold-induced iWAT browning, H1.2 was overexpressed by in situ injection of adeno-associated virus-packed mouse H1.2 (AAV-H1.2) into iWAT pads of both sides. Successful H1.2 overexpression in iWAT was achieved at 3 weeks after the injection (H1.2OE mice; Fig. 3f, g). H1.2 overexpression in iWAT did not affect body weight (Supplementary Fig. 7a), but repressed O_2_ consumption and energy expenditure during light (resting) phase in normal conditions (Supplementary Fig. 7b, c), which was consistent with those of young H1.2AKO mice (Fig. 2f, g). Consistently, after housing at 6 °C for 3 days, H1.2OE mice showed decreased cold tolerance as demonstrated by lower core body temperature compared with those of the control mice (Fig. 3h). Histological examination also revealed inhibited browning with reduced Ucp1 staining in iWAT of H1.2OE mice after cold exposure (Fig. 3i, j). Furthermore, decreased transcriptional levels of thermogenic genes, with unaffected transcriptional levels of other somatic H1 variants, were found in iWAT of H1.2OE mice after cold challenge (Fig. 3k and Supplementary Fig. 7d).

### Adipocyte H1.2 deficiency represses Il10rα level in iWAT

Since H1.2 in iWAT regulated cold-induced browning, differentially expressed genes in iWAT of H1.2AKO mice were further analyzed to identify factors that may responsible for this phenotype. 

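In H1.2AKO iWAT, immunoglobulin genes were lower and T cell genes higher than in WT. Of 178 immunoglobulin genes tested, 143 were lower (median log2 fold change -0.52, adjusted p = 2.59e-12 from limma's camera test), and the adjusted p with an estimated correlation was 0.476. Without iWAT WT replicate 2 the median was -0.34 (adjusted p = 0.000641). Adjusted over the list alone, limma called 2 lower and 0 higher. The kappa variable segment Igkv2-137 was at 8.95 ± 1.39 FPKM (SD, n = 2 pools) in WT and 2.35 ± 0.0702 in H1.2AKO, and Igkv2-112 at 3.51 ± 0.557 and 1.03 ± 0.0949. Variable segments resemble one another and can share reads, so values of single segments are uncertain. Of 20 T cell genes, 18 were higher (median 0.27, camera adjusted p = 2.57e-06), and the adjusted p with an estimated correlation was 0.735. Without iWAT WT replicate 1 the median was 0.16, and without H1.2AKO replicate 1 it was 0.15. Trac, the constant segment of the T cell receptor alpha chain, was at 39.1 ± 6.44 FPKM in WT and 55.9 ± 3.14 in H1.2AKO. All 18 B cell genes were lower (median -0.17, camera adjusted p = 0.000225, or 0.735 as the adjusted p with an estimated correlation), and without iWAT WT replicate 2 the adjusted p was 0.254. Cd79b, part of the B cell receptor, was at 98.3 ± 3.44 FPKM in WT and 72.6 ± 0.568 in H1.2AKO. Of the markers the paper measured, Cd22 (log2 fold change -0.13, adjusted p = 0.996 from limma) and Ptprc, which encodes Cd45 (0.11, adjusted p = 0.996), had overlapping values, and Cd3e had a log2 fold change of 0.44 (adjusted p = 0.904).

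**Figure D2:**
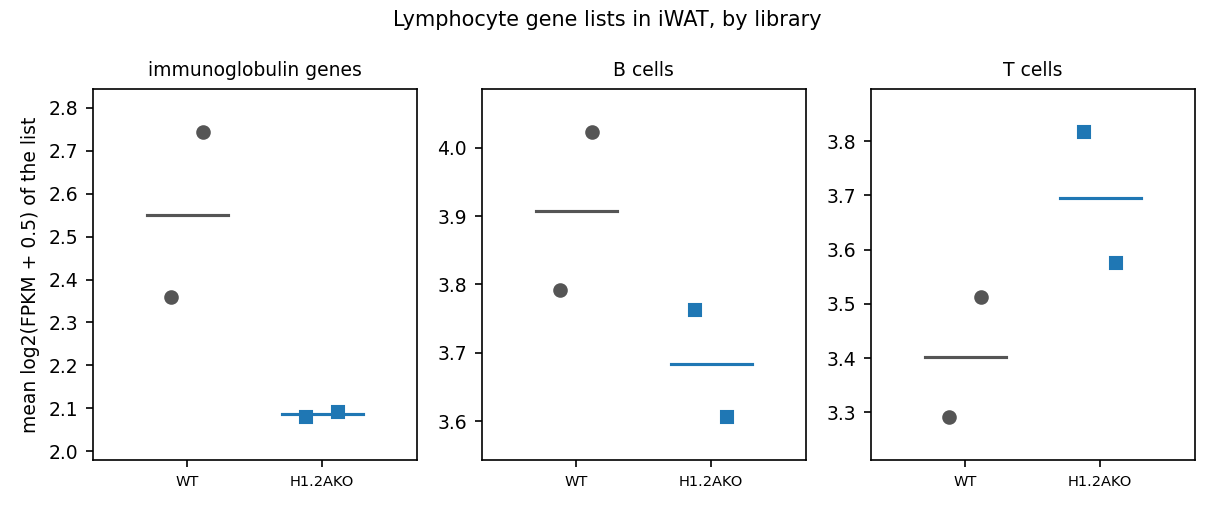
Mean log2(FPKM + 0.5) of the immunoglobulin, B cell and T cell lists in the 2 WT (circles) and 2 H1.2AKO (squares) libraries of iWAT, each panel on its own axis that does not start at 0. Points are libraries and bars are group means. Immunoglobulin libraries lie at 2.36 and 2.74 in WT and at 2.08 and 2.09 in H1.2AKO.

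Among markers of lymph node stroma, 12 of 14 were lower (median -0.18, camera adjusted p = 0.00553), as were 17 of 17 macrophage genes (median -0.22, adjusted p = 0.00390) and 8 of 10 genes of neutrophils and monocytes (median -0.59, adjusted p = 0.0194). Of 19 interferon response genes, 17 were higher (median 0.27, adjusted p = 1.19e-05). The adjusted p with an estimated correlation was 0.735 for lymph node stroma and interferon response and 0.798 for macrophages and for neutrophils and monocytes. Each of these 4 calls ended without iWAT WT replicate 2 (adjusted p = 0.106, 0.201, 0.202 and 0.0565 in the order given), and lymph node stroma also without H1.2AKO replicate 2 (0.0636), and macrophages and neutrophils and monocytes without H1.2AKO replicate 1 (0.0900 and 0.537). Glycam1, a gene of lymph node venules, was at 42.8 ± 7.43 FPKM in WT and 27.3 ± 0.492 in H1.2AKO. The stroma list shares Fcer2a with the B cell list, so these 2 lists are not independent. Complement and coagulation (28 of 35 lower, adjusted p = 0.110), plasma cells (7 of 9 lower, adjusted p = 0.154) and the chemokines and cytokines of the humoral response (7 of 12 lower, adjusted p = 0.943) did not pass. With the skeletal muscle level as a covariate, complement and coagulation did (median -0.15, camera adjusted p = 0.0224), as it did with the replicate number as a block (camera adjusted p = 0.0358). At an unadjusted p under 0.05, iWAT held 39 immunoglobulin genes with 10.6 expected (Fisher's exact test, 1-sided, p = 8.20e-13). That test treats genes as independent, though variable segments can share reads. At the adjusted threshold limma called 0 genes and so 0 immunoglobulin genes, and limma-voom 0 immunoglobulin genes among 5 calls.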

Surprisingly, GO (gene ontology) analysis implicated significantly altered biological processes including humoral immune response (Fig. 4a), indicating that adipocyte H1.2 may regulate thermogenic remodeling through affecting immune cells in iWAT. Thus, several biomarkers of B cell, T cell, and chemokines associated with these cells were examined by qPCR. No change was found in B cell surface marker *Cd22* and *Cd45*, as well as in T cell surface marker *Cd3*, indicating that maturation and the number of immune cells related to humoral immune response were unaffected (Fig. 4b). However, in iWAT of H1.2AKO mice, we found significantly downregulated Il10 (Fig. 4b), a cytokine produced by multiple immune cells and reported to regulate beige adipocyte activation in a paracrine manner^8,9^.

**Fig. 4:**
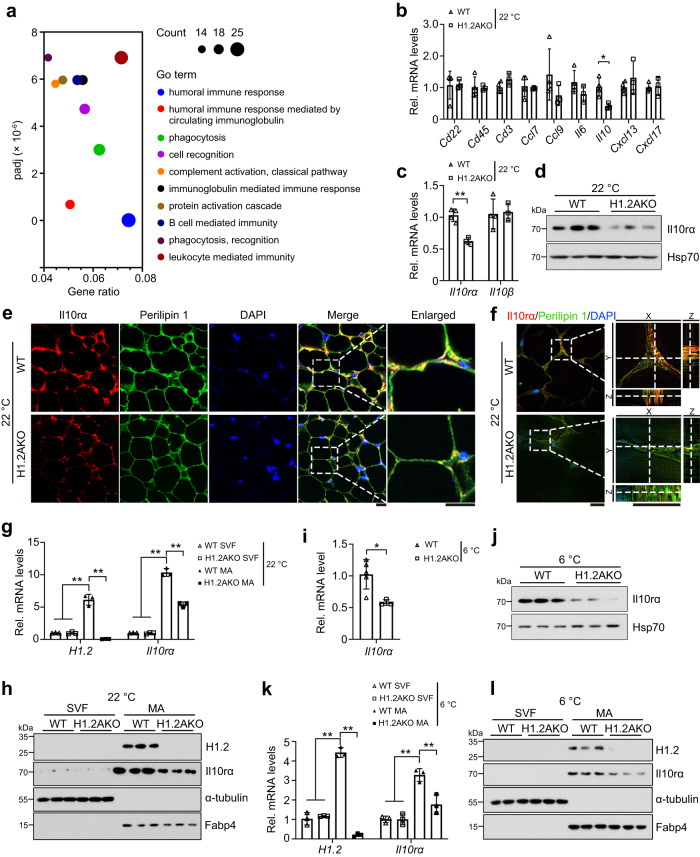
Il10rα is downregulated in mature adipocytes of H1.2AKO mice. 10-week-old male mice were used in this figure. **a** Enrichment of differentially expressed genes in iWAT of H1.2AKO mice (two samples for each group, each sample was a pool of two individual mice). **b**, **c** qPCR analysis of genes related to humoral immune pathways (**b**), and *Il10rα* or *Il10rβ* (**c**) in iWAT of WT and H1.2AKO mice (WT mice, *n* = 4; H1.2AKO mice, *n* = 3). **d**, **e** Il10rα protein level (**d**) and representative immunofluorescence staining of Il10rα (red) and Perilipin 1 (green) (**e**) in iWAT of WT and H1.2AKO mice (*n* = 3 per group). Scale bar = 20 μm. **f** Representative images of colocalized Il10rα (red) and Perilipin 1 (green) in iWAT of WT and H1.2AKO mice; magnified orthogonal sectioning view of regions in the insert boxes (*n* = 3 per group). Scale bar = 10 μm. **g**, **h** H1.2 and Il10rα mRNA (**g**) and protein levels (**h**) in stromal vascular fraction (SVF) and mature adipocytes (MA) fractionated from iWAT of WT and H1.2AKO mice (*n* = 3 per group). In **g**: *P*_*H1.2/Il10rα* (WT SVF vs WT MA)_ < 0.0001, *P*_*H1.2/Il10rα* (H1.2AKO SVF vs WT MA)_ < 0.0001, *P*_*H1.2/Il10rα* (WT MA vs H1.2AKO MA)_ < 0.0001. **i** *Il10rα* mRNA level in iWAT of WT and H1.2AKO mice after cold exposure (WT mice, *n* = 5; H1.2AKO mice, *n* = 3). **j** Il10rα protein level in iWAT of WT and H1.2AKO mice after cold exposure (*n* = 3 per group). **k**, **l** H1.2 and Il10rα mRNA (**k**) and protein (**l**) levels in SVF and MA fractionated from iWAT of WT and H1.2AKO mice after cold exposure (*n* = 3 per group). In **k**: *P*_*H1.2* (WT SVF vs WT MA)_ < 0.0001, *P*_*H1.2* (H1.2AKO SVF vs WT MA)_ < 0.0001, *P*_*H1.2* (WT MA vs H1.2AKO MA)_ < 0.0001; *P*_*Il10rα* (WT SVF vs WT MA)_ = 0.0002, *P*_*Il10rα* (H1.2AKO SVF vs WT MA)_ = 0.0002, *P*_*Il10rα* (WT MA vs H1.2AKO MA)_ = 0.0026. Data are mean ± S.D. Unpaired two-tailed Student’s *t* test in **b**, **c** and **i**; one-way ANOVA with Tukey’s multiple comparisons test in **g** and **k**. *P < 0.05, **P < 0.01. Source data and exact *P* values are provided in a Source data file.

Il10 functions through a heterotetramer receptor complex, which consists of two Il10rα that bind Il10 and tissue-specifically initiate signaling, as well as two ubiquitously expressed Il10rβ which do not bind Il10, but sense the Il10-Il10rα binding^30^. Since both receptors exist in adipocytes^10^, the levels of Il10rα and Il10rβ in iWAT were first examined. Significantly reduced mRNA level of Il10rα, but not Il10rβ, was found in iWAT of H1.2AKO mice under normal conditions (Fig. 4c). Consistently, the protein level of Il10rα was also reduced in iWAT of H1.2AKO mice (Fig. 4d). Immunofluorescence staining further confirmed that H1.2 deficiency greatly reduced Il10rα expression in adipocytes of iWAT (Fig. 4e, f). The level of Il10rα was also examined in mature adipocytes and SVF isolated from iWAT of WT and H1.2AKO mice under normal conditions. Higher levels of H1.2 and Il10rα were found in mature beige adipocytes of WT mice; while decreased Il10rα levels were found in mature beige adipocytes of H1.2AKO mice (Fig. 4g, h). After cold stimulation, downregulated Il10rα levels were also found in iWAT, especially in mature beige adipocytes, of H1.2AKO mice (Fig. 4i–l).

In H1.2AKO mice, GO pathway analysis of RNA-seq in BAT showed a different enrichment of altered biological processes compared with those in iWAT (Supplementary Fig. 8a). Furthermore, under normal or cold exposure conditions, neither the transcriptional levels of genes related to humoral immune response, nor the transcriptional levels of *Il10* and *Il10rα*/*Il10rβ*, was changed in BAT of H1.2AKO mice (Supplementary Fig. 8b–f). These data indicated that adipocyte H1.2 deficiency represses Il10rα expression specifically in iWAT.

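In BAT of H1.2AKO mice, all 30 tested skeletal muscle genes were lower, with a median log2 fold change of -2.86 (adjusted p = 3.06e-11 from limma's camera test, or 0.778 as the adjusted p with an estimated correlation). The 2 H1.2AKO libraries differed from each other in these genes. Acta1, skeletal muscle actin, named here after its values were seen, was at 954 and 1049 FPKM in the WT libraries and at 26.4 and 470 FPKM in the H1.2AKO libraries. Without H1.2AKO replicate 1 the BAT median was -1.04, and without H1.2AKO replicate 2 it was -4.70. Between the 2 H1.2AKO pools the muscle genes differed by a median of 3.60 on the log2 scale. In iWAT, 23 of 25 muscle genes were higher (median 1.64, adjusted p = 0.000752, or 0.798 as the adjusted p with an estimated correlation), and without iWAT WT replicate 1 the median was -0.54 (adjusted p = 0.15).

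**Figure D3:**
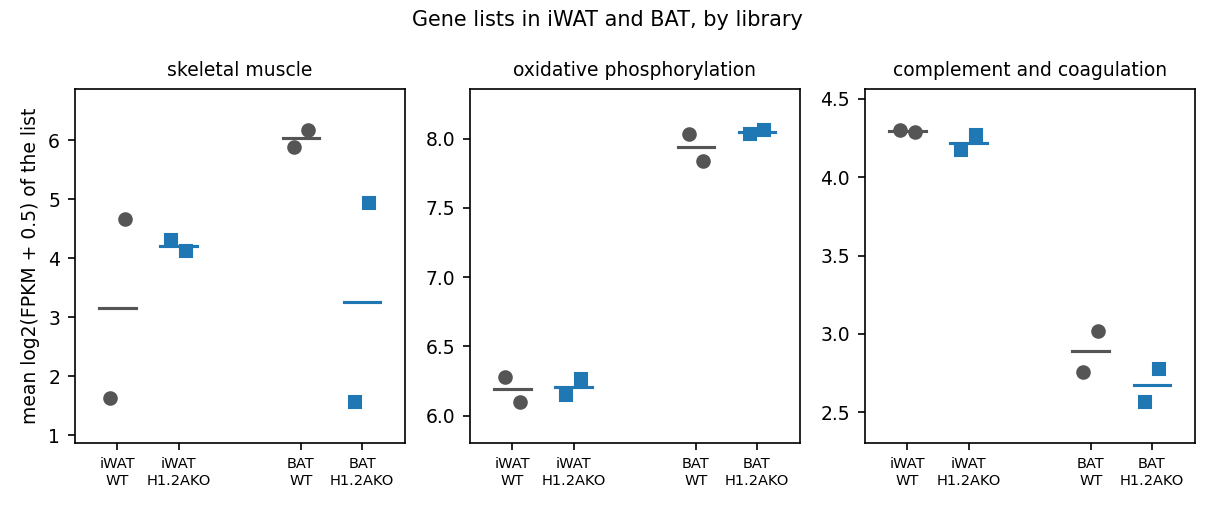
Mean log2(FPKM + 0.5) of the skeletal muscle, oxidative phosphorylation and complement lists in each library of iWAT and BAT, WT as circles and H1.2AKO as squares, with bars at the group means and axes that do not start at 0. The muscle list lies at 1.56 and 4.94 in the BAT H1.2AKO libraries and at 1.63 and 4.67 in the iWAT WT libraries.

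Of 82 genes of oxidative phosphorylation, 76 were higher in H1.2AKO BAT (median log2 fold change 0.16, camera adjusted p = 2.16e-06). Complement and coagulation genes were lower in 27 of 31 (median -0.25, adjusted p = 0.000398), and genes of adipocyte progenitors and fibroblasts in 15 of 16 (median -0.39, adjusted p = 0.00110). The adjusted p with an estimated correlation was 0.798, 0.778 and 0.798. C3, the central complement component, was at 194 ± 42.0 FPKM (SD, n = 2 pools) in WT and 132 ± 4.89 in H1.2AKO, and Ly6a, a marker of progenitors, at 84.2 ± 8.97 and 62.4 ± 6.77. Each of these 3 calls ended with the muscle level as a covariate (adjusted p = 0.403, 0.198 and 0.795) and without BAT WT replicate 2 (0.159, 0.478 and 0.566), and the last 2 also without H1.2AKO replicate 1 (0.187 and 0.629). The muscle level was lower in both H1.2AKO BAT libraries, so a call that ends with it cannot tell muscle from genotype. The covariate has 1 slope over all 8 libraries. In the H1.2AKO BAT pair, with muscle at 1.56 and 4.94, oxidative phosphorylation lay at 8.04 and 8.06. In the iWAT WT pair, with muscle at 1.63 and 4.67, it lay at 6.28 and 6.10. The end of that call therefore leans on the iWAT WT pair. Mitochondrially encoded genes, 29 of 35 higher in BAT (median 0.18, camera adjusted p = 0.108), ranked the BAT libraries as oxidative phosphorylation did. Lpl, lipoprotein lipase, had a log2 fold change of -0.84 (standard error 0.12, adjusted p = 0.128 from limma), and Dio2, the deiodinase that activates thyroid hormone, one of -1.11 (standard error 0.21, adjusted p = 0.185).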

### H1.2 regulates thermogenesis in primary beige adipocytes via Il10rα

Next, we explored whether H1.2 affected thermogenesis in a cell autonomous manner. SVF cells isolated from iWAT or BAT of *H1.2*^*flox/flox*^ mice were differentiated into mature beige or brown adipocytes, respectively; and *H1.2* knockout was achieved by infecting adenovirus-packed Cre recombinases (Fig. 5a and Supplementary Fig. 9a). Notably, depletion of H1.2 in mature beige adipocytes or brown adipocytes did not affect adipocyte differentiation and lipid accumulation, as well as transcriptional levels of key adipogenic genes, including *Adipoq, Fabp4* (fatty acid binding protein 4) and *Pparγ* (peroxisome proliferator activated receptor gamma; Fig. 5b, c and Supplementary Fig. 9b, c). However, transcriptional levels of thermogenic genes, such as *Ucp1*, *Dio2*, *Cidea*, and *Cox8b (cytochrome c oxidase, subunit VIIIb)*, as well as lipid β-oxidation related genes, such as *Ppara* (peroxisome proliferator-activated receptor alpha), *Acox1* (acyl-Coenzyme A oxidase 1), *Acsl1* and *Cpt1b*, were increased in H1.2 deficient primary beige adipocytes (Fig. 5d, e). Meanwhile, the protein level of Ucp1 was upregulated in H1.2 deficient primary beige adipocytes (Fig. 5f). In contrast, transcriptional levels of *Ucp1*, *Dio2*, *Cidea*, and *Cox8b*, as well as the protein level of Ucp1, were unchanged in H1.2 deficient primary brown adipocytes (Supplementary Fig. 9d, e). These data indicated that H1.2 was crucial for the thermogenic capacity of beige adipocytes, but dispensable for maintenance of beige and brown adipocyte features.

**Fig. 5:**
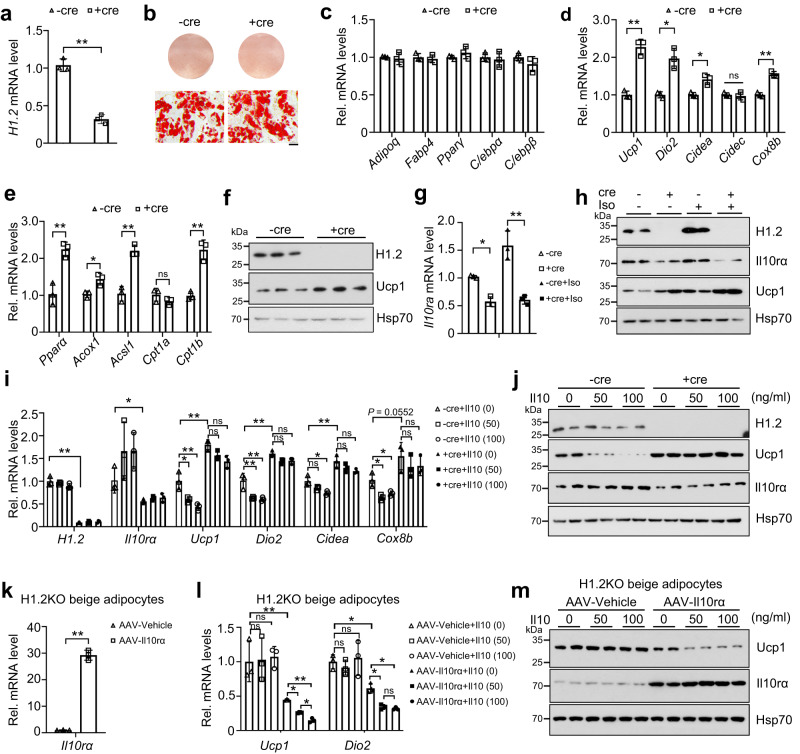
H1.2 regulates Il10rα and thermogenesis in beige adipocytes in vitro. **a**, **b** *H1.2* mRNA level (**a**) and representative Oil red O staining (**b**) in differentiated beige adipocytes isolated from *H1.2*^*flox/flox*^ mice treated with adenovirus-packed Cre recombinase ( + Cre) or vehicles (-Cre) (*n* = 3, repeated three times independently with similar results obtained). Scale bar = 50 μm. **c–f** mRNA levels of genes related to adipogenesis (**c**), thermogenesis (**d**) and lipid β-oxidation (**e**), and protein levels of H1.2 and Ucp1 (**f**) of differentiated beige adipocytes isolated from *H1.2*^*flox/flox*^ mice treated with or without Cre (*n* = 3). **g**, **h** *Il10rα* mRNA level (**g**) and representative Il10rα and Ucp1 protein levels (**h**) in differentiated beige adipocytes isolated from *H1.2*^*flox/flox*^ mice, with or without Cre/10 μM isoprenaline (Iso) treatments (*n* = 3 in **g**; *n* = 2 in **h**; repeated three times independently with similar results obtained). **i** qPCR of thermogenic genes of differentiated beige adipocytes isolated from *H1.2*^*flox/flox*^ mice, with or without Cre/Il10 treatments (*n* = 3). *P*_*H1.2* (-cre+Il10-0 vs -cre+Il10-50)_ = 0.8879, *P*_*H1.2* (-cre+Il10-0 vs -cre+Il10-100)_ = 0.1621, *P*_*H1.2* (-cre+Il10-0 vs +cre+Il10-0)_ < 0.0001; *P*_*Il10ra* (-cre+Il10-0 vs -cre+Il10-50)_ = 0.2056, *P*_*Il10ra* (-cre+Il10-0 vs -cre+Il10-100)_ = 0.1964, *P*_*Il10ra* (-cre+Il10-0 vs +cre+Il10-0)_ = 0.0433; *P*_*Ucp1*(-cre+Il10-0 vs -cre+Il10-50)_ = 0.0105, *P*_*Ucp1* (-cre+Il10-0 vs -cre+Il10-100)_ = 0.0007, *P*_*Ucp1* (-cre+Il10-0 vs +cre+Il10-0)_ < 0.0001, *P*_*Ucp1* (+cre+Il10-0 vs +cre+Il10-50)_ = 0.4609, *P*_*Ucp1* (+cre+Il10-0 vs +cre+Il10-100)_ = 0.0639; *P*_*Dio2*(-cre+Il10-0 vs -cre+Il10-50)_ = 0.0005, *P*_*Dio2* (-cre+Il10-0 vs -cre+Il10-100)_ = 0.0002, *P*_*Dio2* (-cre+Il10-0 vs +cre+Il10-0)_ < 0.0001, *P*_*Dio2* (+cre+Il10-0 vs +cre+Il10-50)_ = 0.1604, *P*_*Dio2* (+cre+Il10-0 vs +cre+Il10-100)_ = 0.2028; *P*_*Cidea* (-cre+Il10-0 vs -cre+Il10-50)_ = 0.3045, *P*_*Cidea* (-cre+Il10-0 vs -cre+Il10-100)_ = 0.0276, *P*_*Cidea* (-cre+Il10-0 vs +cre+Il10-0)_ = 0.0005, *P*_*Cidea* (+cre+Il10-0 vs +cre+Il10-50)_ = 0.3547, *P*_*Cidea* (+cre+Il10-0 vs +cre+Il10-100)_ = 0.0737; *P*_*Cox8b* (-cre+Il10-0 vs -cre+Il10-50)_ = 0.0296, *P*_*Cox8b* (-cre+Il10-0 vs -cre+Il10-100)_ = 0.0236, *P*_*Cox8b* (-cre+Il10-0 vs +cre+Il10-0)_ = 0.0552, *P*_*Cox8b* (+cre+Il10-0 vs +cre+Il10-50)_ = 0.6737, *P*_*Cox8b* (+cre+Il10-0 vs +cre+Il10-100)_ = 0.7483. **j** Ucp1 and Il10rα levels of differentiated beige adipocytes isolated from *H1.2*^*flox/flox*^ mice, with or without Cre/Il10 treatments. **k** *Il10rα* level in differentiated beige adipocytes isolated from H1.2AKO mice, with or without AAV-Il10rα treatments (*n* = 3; repeated three times independently with similar results obtained). **l** *Ucp1* and *Dio2* levels in differentiated beige adipocytes isolated from H1.2AKO mice, with or without AAV-Il10rα/Il10 treatments (*n* = 3). *P*_*Ucp1*(AAV-Vehicle+Il10-0 vs AAV-Vehicle+Il10-50)_ = 0.9997, *P*_*Ucp1* (AAV-Vehicle+Il10-0 vs AAV-Vehicle+Il10-100)_ = 0.9839, *P*_*Ucp1* (AAV-Vehicle+Il10-0 vs AAV-Il10rα+Il10-0)_ = 0.0043, *P*_*Ucp1* (AAV-Il10rα+Il10-0 vs AAV-Il10rα+Il10-50)_ = 0.0467, *P*_*Ucp1* (AAV-Il10rα+Il10-0 vs AAV-Il10rα+Il10-100) =_ 0.0019, *P*_*Ucp1* (AAV-Il10rα+Il10-50 vs AAV-Il10rα+Il10-100)_ = 0.0141; *P*_*Dio2* (AAV-Vehicle+Il10-0 vs AAV-Vehicle+Il10-50)_ = 0.8793, *P*_*Dio2* (AAV-Vehicle+Il10-0 vs AAV-Vehicle+Il10-100)_ = 0.9737, *P*_*Dio2* (AAV-Vehicle+Il10-0 vs AAV-Il10rα+Il10-0)_ = 0.0104, *P*_*Dio2* (AAV-Il10rα+Il10-0 vs AAV-Il10rα+Il10-50)_ = 0.0451, *P*_*Dio2* (AAV-Il10rα+Il10-0 vs AAV-Il10rα+Il10-100) =_ 0.0228, *P*_*Dio2* (AAV-Il10rα+Il10-50 vs AAV-Il10rα+Il10-100)_ = 0.9999. **m** Ucp1 and Il10rα levels of differentiated beige adipocytes isolated from H1.2AKO mice, with or without AAV-Il10rα/Il10 treatments (*n* = 2; repeated three times independently with similar results). Data are mean ± S.D. Unpaired two-tailed Student’s *t* test in **a**, **c**–**f**, **k**; one-way ANOVA with Tukey’s multiple comparisons test in **g**, **i** and **l**. *P < 0.05, **P < 0.01; ns not significant. Source data and exact *P* values are provided in a Source data file.

We next examined whether H1.2 inhibited beige adipocyte thermogenesis via regulating Il10rα in vitro. Il10rα levels were decreased in differentiated H1.2 deficient beige adipocytes, with or without isoproterenol treatment (a β-adrenergic receptor agonist to stimulate thermogenesis^31^) (Fig. 5g, h). To examine whether Il10-Il10rα signaling-mediated thermogenesis was affected in H1.2 deficiency beige adipocytes, recombinant mouse Il10 was used. Decreased mRNA levels of *Ucp1*, *Dio2*, *Cidea*, and *Cox8b*, as well as Ucp1 protein level were found in Il10-treated differentiated beige adipocytes; however, upon knockout of H1.2, this thermogenic inhibitory effect of Il10 was attenuated, associated with decreased Il10rα levels (Fig. 5i, j). Furthermore, overexpression of Il10rα downregulated transcriptional levels of thermogenesis-related genes (*Ucp1* and *Dio2*), as well as protein level of Ucp1 in H1.2 knockout beige adipocytes treated with Il10 (Fig. 5k–m). These results suggested that H1.2 plays an important role in Il10-Il10rα signaling-mediated thermogenesis in beige cells.

To investigate whether H1.2 directly binds to the promoter of *Il10rα*, chromatin immunoprecipitation (ChIP) assay was performed. H1.2 bound to the promoter of *Il10rα*, but not the promoter of *Gapdh*, in iWAT of WT mice, but this binding was abolished in H1.2AKO mice (Supplementary Fig. 10a). Moreover, consistent with cold-induced H1.2 upregulation (Fig. 1c, d), cold challenge promoted the binding of H1.2 on *Il10rα* promoter in iWAT of WT mice, while the binding of H1.2 on *Nrp2* (recombinant neuropilin 2) promoter was unchanged (Supplementary Fig. 10b). Luciferase reporter assay was further performed to study the transcriptional regulation of full-length and different domain-deleted H1.2 on *Il10rα* expression in HEK293T cells. Knockdown of H1.2 downregulated *Il10rα* transcription, while overexpression of H1.2 increased *Il10rα* transcription, predominantly depending on its globular or C-terminal domain (Supplementary Fig. 10c–e). Moreover, among several clinical *H1.2* mutations identified by cancer genome sequencing^23,32^, mutations P118S and A171P affected the transcriptional level of *Il10rα* (Supplementary Fig. 10f).

To investigate the chromatin distribution and additional potential roles of H1.2 in iWAT function, chromatin immunoprecipitation sequencing (ChIP-seq) was performed in iWAT of C57BL/6 mice under normal conditions and upon cold exposure. Overall, 10,418 and 12,547 genes were detected under normal conditions or upon cold exposure, respectively. Of these genes, more than 50% of H1.2 binding sites were found in intergenic regions, while 13-15% were found in promoters and transcription start sites (Supplementary Fig. 11a), which were similar to those found in histone H3.3 or H3K9me3 ChIP-seq assay^33,34^. Furthermore, cold stimulation caused higher intensity of H1.2 peaks on genomes, especially on promoter regions (Supplementary Fig. 11a, b). GO analysis revealed a significant H1.2 enrichment on genes in biological processes including lipid metabolism, oxidative phosphorylation, and immune response after cold stimulation (Supplementary Fig. 11c). Meanwhile, stronger H1.2 binding on *Il10rα* gene upon cold exposure was also detected (Supplementary Fig. 11d).

### H1.2 affects cold-induced iWAT browning through regulating Il10rα

To investigate whether downregulated Il10rα is responsible for H1.2 deficiency enhanced browning under cold stimulation, Il10rα was overexpressed in WT and H1.2AKO mice by in situ injection of AAV-Il10rα in the left iWAT pad, with the control AAV injected into the right iWAT pad (Fig. 6a). Mice were challenged with cold at three weeks after injection. Significantly overexpressed Il10rα was found in AAV-Il10rα injected iWAT, without affecting iWAT weights, after cold stimulation (Fig. 6b, c and Supplementary Fig. 12a). Overexpression of Il10rα showed no obvious effect on the transcriptional levels of pro-inflammatory or anti-inflammatory cytokines examined in iWAT of WT or H1.2AKO mice (Supplementary Fig. 12b). However, overexpression of Il10rα reduced cold-induced iWAT browning in WT mice, as demonstrated by histological analysis, Ucp1 staining, and transcriptional levels of thermogenic genes; moreover, Il10rα overexpression completely abrogated the enhanced iWAT browning in cold-challenged H1.2AKO mice (Fig. 6d–g). Collectively, these data demonstrated that H1.2 suppressed cold-induced beige adipocyte thermogenesis via Il10rα.

**Fig. 6:**
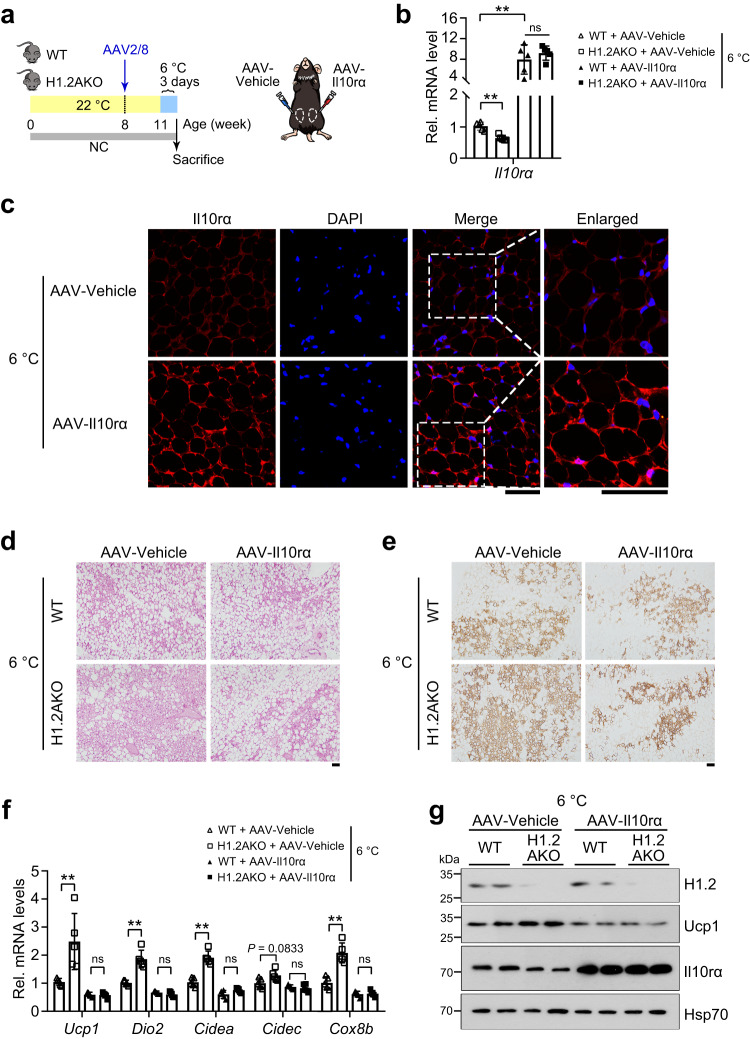
H1.2 regulates cold-induced iWAT browning through Il10rα. **a** Experimental design. WT and H1.2AKO mice were injected with AAV-Il10rα (left iWAT pad) and AAV-Vehicle (right iWAT pad) at 8-week-old, 3 weeks later, then exposed under 6 °C for 3 days. **b** *Il10rα* mRNA level in iWAT after cold exposure (6 °C for 3 days) in the indicated groups (*n* = 5 per group; one-way ANOVA with Tukey’s multiple comparisons test). *P*_*Il10ra* (WT+AAV-Vehicle vs H1.2AKO+AAV-Vehicle)_ < 0.0001, *P*_*Il10ra* (WT+AAV-Vehicle vs WT+AAV-*Il10ra*)_ < 0.0001_,_ *P*_*Il10ra* (WT+AAV-Il10rα vs H1.2AKO+AAV-Il10rα)_ = 0.6088. **c** Representative Il10rα staining of iWAT injected with AAV-Il10rα or AAV-Vehicle after cold exposure (*n* = 5 per group). Scale bar = 50 μm. **d**, **e** Representative H&E (**d**) and Ucp1 staining (**e**) of iWAT in WT and H1.2AKO mice injected with AAV-Il10rα or AAV-Vehicle after cold exposure (*n* = 5 per group). Scale bar = 50 μm. **f** mRNA levels of thermogenic genes in iWAT of WT and H1.2AKO mice injected with AAV-Il10rα or AAV-Vehicle after cold exposure (*n* = 5 per group; one-way ANOVA with Tukey’s multiple comparisons test). *P*_*Ucp1* (WT+AAV-Vehicle vs H1.2AKO+AAV-Vehicle)_ = 0.0019, *P*_*Ucp1* (WT+AAV-Il10rα vs H1.2AKO+AAV-Il10rα)_ > 0.9999, *P*_*Dio2* (WT+AAV-Vehicle vs H1.2AKO+AAV-Vehicle)_ < 0.0001, *P*_*Dio2* (WT+AAV-Il10rα vs H1.2AKO+AAV-Il10rα)_ = 0.9264, *P*_*Cidea* (WT+AAV-Vehicle vs H1.2AKO+AAV-Vehicle)_ < 0.0001, *P*_*Cidea* (WT+AAV-Il10rα vs H1.2AKO+AAV-Il10rα)_ = 0.6903, *P*_*Cidec* (WT+AAV-Vehicle vs H1.2AKO+AAV-Vehicle)_ = 0.0833, *P*_*Cidec* (WT+AAV-Il10rα vs H1.2AKO+AAV-Il10rα)_ = 0.8226, *P*_*Cox8b* (WT+AAV-Vehicle vs H1.2AKO+AAV-Vehicle)_ < 0.0001, *P*_*Cidea* (WT+AAV-Il10rα vs H1.2AKO+AAV-Il10rα)_ = 0.9988. **g** Representative H1.2, Ucp1 and Il10rα protein levels in iWAT of WT and H1.2AKO mice injected with AAV-Il10rα or AAV-Vehicle after cold exposure (*n* = 3 per group). Data are mean ± S.D. **P < 0.01; ns not significant. Source data and exact *P* values are provided in a Source data file.

### H1.2AKO mice have better metabolic status after long-term NC-feeding

Involvement of adipocyte H1.2 in thermogenesis enables us to hypothesize that H1.2AKO mice may attenuate fat accumulation under physiological or pathological conditions. Although comparable body weights were found between NC-fed young WT and H1.2AKO mice (Fig. 2a), they started to show difference in body weight at 18-week-old, which became more obvious at 28-week-old, with H1.2AKO mice gained less fat mass and lean mass (Fig. 7a, b). Moreover, anatomical results showed reduced eWAT and BAT weights, but no change in iWAT and liver weights, as well as smaller adipocyte size in eWAT and iWAT of 28-week-old H1.2AKO mice under normal conditions (Fig. 7c–e). Importantly, in 28-week-old H1.2AKO mice under normal conditions, elevated O_2_ consumption and energy expenditure, as well as improved glucose tolerance and insulin sensitivity, were observed (Fig. 7f–i). Downregulated lipogenic genes, and upregulated thermogenic and lipid β-oxidation genes were found in iWAT of 28-week-old H1.2AKO mice (Fig. 7j); while upregulated Ucp1 and downregulated Il10rα were consistently observed (Fig. 7k).

**Fig. 7:**
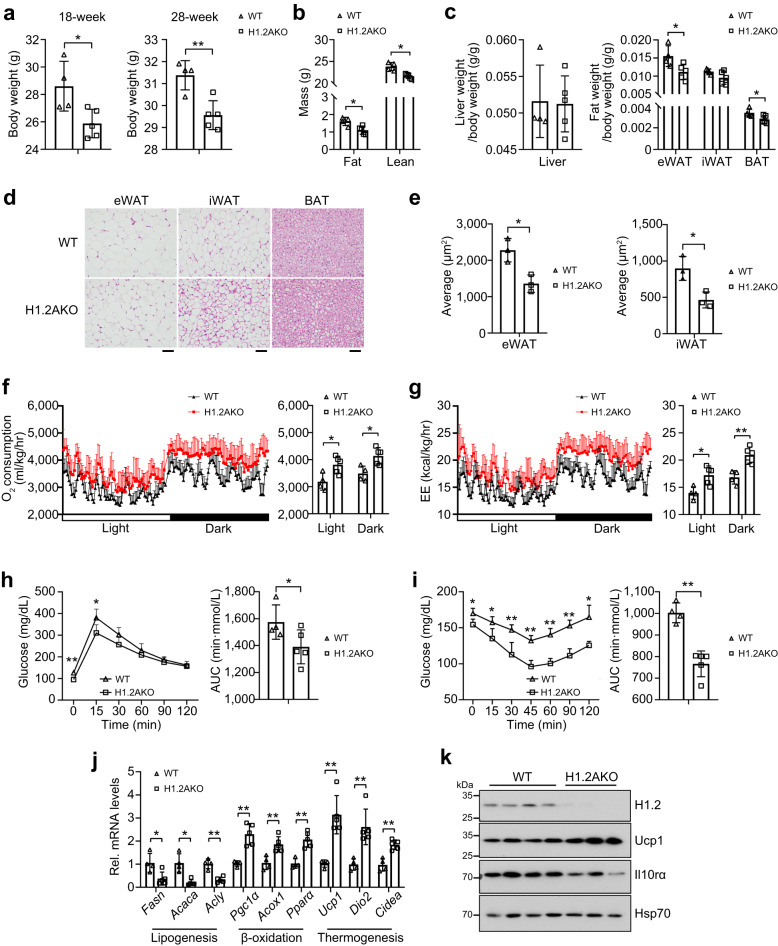
H1.2AKO mice have a better metabolic status after long-term normal chow-feeding. **a** Body weight of normal chow (NC)-fed WT and H1.2AKO mice at 18-week-old and 28-week-old (WT mice, *n* = 4; H1.2AKO mice, *n* = 5; unpaired two-tailed Student’s *t* test). **b**, **c** Fat mass or lean mass (**b**) and different tissue weights (**c**) of 28-week-old NC-fed WT and H1.2AKO mice (WT mice, *n* = 4; H1.2AKO mice, *n* = 5; unpaired two-tailed Student’s *t* test). **d** Representative H&E staining of eWAT/iWAT/BAT of 28-week-old NC-fed WT and H1.2AKO mice (WT mice, *n* = 4; H1.2AKO mice, *n* = 5). Scale bar = 50 μm. **e** Average adipocyte area of eWAT and iWAT of 28-week-old NC-fed WT and H1.2AKO mice (*n* = 3 per group; unpaired two-tailed Student’s *t* test). **f**, **g** Oxygen consumption (**f**) and energy expenditure (EE) (**g**) of 28-week-old NC-fed WT and H1.2AKO mice (WT mice, *n* = 4; H1.2AKO mice, *n* = 5; two-tailed ANCOVA with body weight as a covariate). **h**, **i** glucose tolerance test (**h**) and insulin tolerance test (**i**) of 28-week-old NC-fed WT and H1.2AKO mice (WT mice, *n* = 4; H1.2AKO mice, *n* = 5; unpaired two-tailed Student’s *t* test). **j** qPCR of genes associated with lipogenesis, lipid β-oxidation and thermogenesis in iWAT of 28-week-old NC-fed WT and H1.2AKO mice (WT mice, *n* = 4; H1.2AKO mice, *n* = 5; unpaired two-tailed Student’s *t* test). **k** H1.2, Ucp1, and Il10rα levels in iWAT of 28-week-old NC-fed WT and H1.2AKO mice (WT mice, *n* = 4; H1.2AKO mice, *n* = 3). Data are mean ± S.D. *P < 0.05, **P < 0.01. Source data and exact *P* values are provided in a Source data file.

Recent studies suggested that housing in normal conditions (room temperature, 22 °C) presents a mild cold stimulation for mice compared to thermoneutral conditions (30 °C)^35^. To investigate whether adrenergic signaling-induced adaptive thermogenesis contributes to the metabolic phenotype of long-term NC-fed H1.2AKO mice, we housed mice at 30 °C for four months to minimize adaptive thermogenesis (Fig. 8a). The body weight, eWAT/iWAT/liver weights showed no difference, and lower BAT weight was found in H1.2AKO mice (Fig. 8b–e). Comparable adipocyte sizes of eWAT/iWAT/BAT, transcriptional levels of lipogenic, thermogenic, and lipid β-oxidation genes were found in iWAT of WT and H1.2AKO mice under thermoneutral conditions (Fig. 8f, g). These data indicated adaptive thermogenesis as a key player mediating the functions of adipocyte H1.2 on weight gain or adipocyte morphology.

**Fig. 8:**
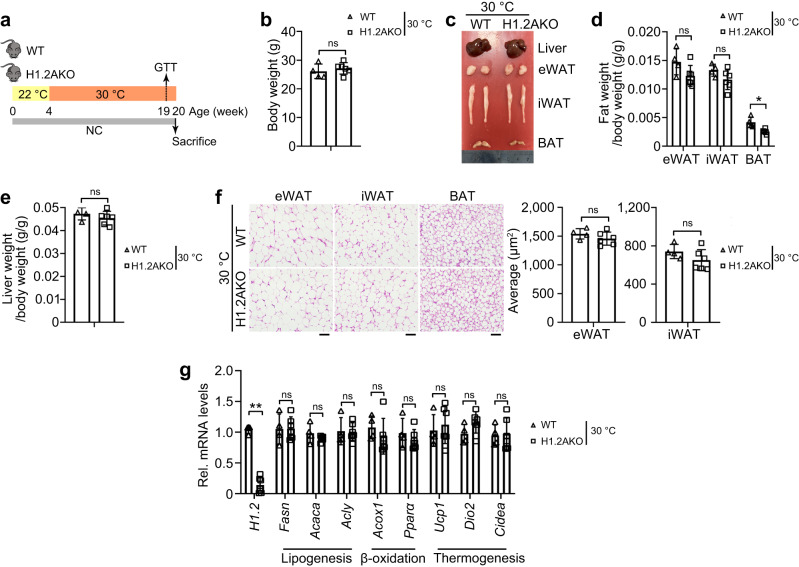
Adipocyte H1.2 deficiency reduces weight gain through adaptive thermogenesis. **a** Experimental design. Normal chow (NC)-fed WT mice and H1.2AKO mice were housed at 30 °C from 4-week-old for 15 weeks. **b**–**e** Body weight (**b**), anatomy (**c**) and different tissue weights (**d**, **f**) of NC-fed WT and H1.2AKO mice housed at 30 °C (WT mice, *n* = 4; H1.2AKO mice, *n* = 6; unpaired two-tailed Student’s *t* test). **f** Representative H&E staining of eWAT/iWAT/BAT and average adipocyte area of eWAT and iWAT of WT and H1.2AKO mice housed at 30 °C (WT mice, *n* = 4; H1.2AKO mice, *n* = 6). Scale bar = 50 μm. **g** qPCR of genes related to lipogenesis, lipid oxidation and thermogenesis in iWAT of WT and H1.2AKO mice housed at 30 °C (WT mice, *n* = 4; H1.2AKO mice, *n* = 6; ns not significant; unpaired two-tailed Student’s *t* test). Data are mean ± S.D. *P < 0.05, **P < 0.01; ns not significant. Source data and exact *P* values are provided in a Source data file.

### Deletion of H1.2 in adipocytes protects against HFD-induced obesity

Overnutrition is related to adipose dysfunction and thermogenesis impairment, which results in obesity and metabolic syndrome. We next examined whether HFD feeding affects H1.2 expression in thermogenic adipose tissues. After six months of HFD stress, the mRNA and protein levels of H1.2 were increased in both iWAT and BAT compared with those in NC-fed mice (Fig. 9a, b). To determine the clinical relevance between H1.2 and obesity, subcutaneous WATs were collected from human subjects with different body mass index (BMI). Upregulated H1.2 protein level in subcutaneous WAT of obese subjects was found (Fig. 9c). Consistently, significantly increased mRNA level of *H1.2* was observed in subcutaneous WAT of obese subjects (Fig. 9d). Regression analysis revealed a positive correlation between BMI and the *H1.2* mRNA level in subcutaneous WAT (Fig. 9e). Therefore, we hypothesized that highly expressed H1.2 may result in thermogenic adipose tissue dysfunction during HFD-induced obesity.

**Fig. 9:**
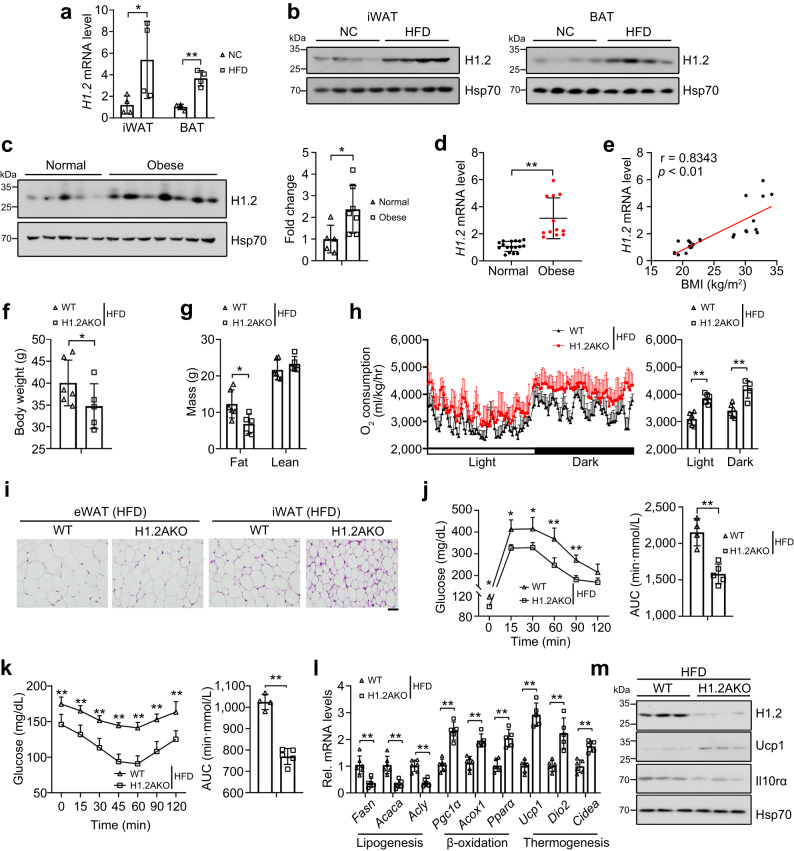
H1.2AKO mice are resistant to HFD-induced obesity. **a**, **b** mRNA (**a**) and protein (**b**) levels of H1.2 in iWAT and BAT of normal chow (NC)-fed or six-month HFD-fed WT mice (*n* = 4 per group; unpaired two-tailed Student’s *t* test). **c** H1.2 level in human subcutaneous adipose tissues (*n* = 5 for normal and *n* = 7 for obese; unpaired two-tailed Student’s *t* test). **d**, **e** qPCR of *H1.2* in human subcutaneous adipose tissues (**d**) and correlation of *H1.2* mRNA level with body mass index (BMI) (**e**) (*n* = 17 for normal and *n* = 12 for obese; unpaired two-tailed Student’s *t* test). **f**, **g** body weight (**f**), fat mass and lean mass (**g**) of 21-week HFD-fed WT and H1.2AKO mice (WT mice, *n* = 6; H1.2AKO mice, *n* = 5; unpaired two-tailed Student’s *t* test). **h** Oxygen consumption of HFD-fed WT and H1.2AKO mice (WT mice, *n* = 6; H1.2AKO mice, *n* = 5; two-tailed ANCOVA with body weight as a covariate). **i** Representative H&E staining of eWAT/iWAT/BAT of HFD-fed WT and H1.2AKO mice (WT mice, *n* = 6; H1.2AKO mice, *n* = 5). Scale bar = 50 μm. **j**, **k** glucose tolerance test (**j**) and insulin tolerance test (**k**) of HFD-fed WT and H1.2AKO mice (WT mice, *n* = 4; H1.2AKO mice, *n* = 5; unpaired two-tailed Student’s *t* test). **l** qPCR of genes associated with lipogenesis, lipid β-oxidation and thermogenesis in iWAT of HFD-fed WT and H1.2AKO mice (WT mice, *n* = 6; H1.2AKO mice, *n* = 5; unpaired two-tailed Student’s *t* test). **m** H1.2, Ucp1, and Il10rα protein levels in iWAT of HFD-fed WT and H1.2AKO mice (*n* = 3 per group). Data are mean ± S.D. *P < 0.05, **P < 0.01. Source data and exact *P* values are provided in a Source data file.

After 21 weeks of HFD challenge, H1.2AKO mice showed resistance to obesity compared with WT mice, as indicated by significantly lower body weight, even with higher amount of food intake (Fig. 9f and Supplementary Fig. 13a, b). Reduced fat mass but not lean mass, as well as reduced iWAT and BAT weights, were observed in H1.2AKO mice under HFD stress (Fig. 9g and Supplementary Fig. 13c, d). Moreover, HFD-fed H1.2AKO mice showed elevated O_2_ consumption and energy expenditure, and decreased adipocyte size of iWAT and eWAT (Fig. 9h, i and Supplementary Fig. 13e, f). Furthermore, HFD-fed H1.2AKO mice showed significantly decreased non-fasted blood glucose level (Supplementary Fig. 13g), as well as significantly improved glucose tolerance and insulin tolerance (Fig. 9j, k). Lipogenic genes were downregulated, whereas thermogenic and lipid β-oxidation genes were significantly upregulated in iWAT of HFD-fed H1.2AKO mice (Fig. 9l). Consistently, increased Ucp1 and reduced Il10rα level were found in iWAT of HFD-fed H1.2AKO mice (Fig. 9m). These results suggested that adipocyte H1.2 ablation elicits metabolic benefits against overnutrition caused obesity.

### H1.2AKO mice protect against adiposity through Il10rα

Next, we assessed whether H1.2 inhibits fat accumulation Il10rα-dependently. NC-fed H1.2AKO mice were in situ injected with AAV-Il10rα in iWAT pads of both sides at 10-week-old, and kept for another 15 weeks under normal conditions (Fig. 10a, b). Il10rα overexpression attenuated the effects of the adipocyte H1.2 deletion on reducing body weight, fat mass, and eWAT/iWAT/BAT weights under long-term NC-feeding (Fig. 10c–e). Downregulated blood glucose level, improved glucose tolerance, and insulin sensitivity in H1.2AKO mice were also abrogated upon Il10rα overexpression (Fig. 10f–h). Importantly, the elevated O_2_ consumption and energy expenditure, and the smaller adipocyte sizes in eWAT and iWAT, of H1.2AKO mice were also reversed by Il10rα overexpression (Fig. 10i–k). Consistently, qPCR showed the upregulations of thermogenic and lipid β-oxidation genes in H1.2AKO mice were also inhibited after Il10rα overexpression (Fig. 10l). Similarly, when overexpressing Il10rα in iWAT pads of both sides of HFD-fed WT and H1.2AKO mice, the differences observed in HFD-fed WT and H1.2AKO mice, including body weight, fat weight, glucose tolerance, and insulin sensitivity, as well as the thermogenic genes expression, were abolished (Supplementary Fig. 14). Collectively, these data demonstrated that adipocyte H1.2 promotes adiposity and metabolic disorder via Il10rα.

**Fig. 10:**
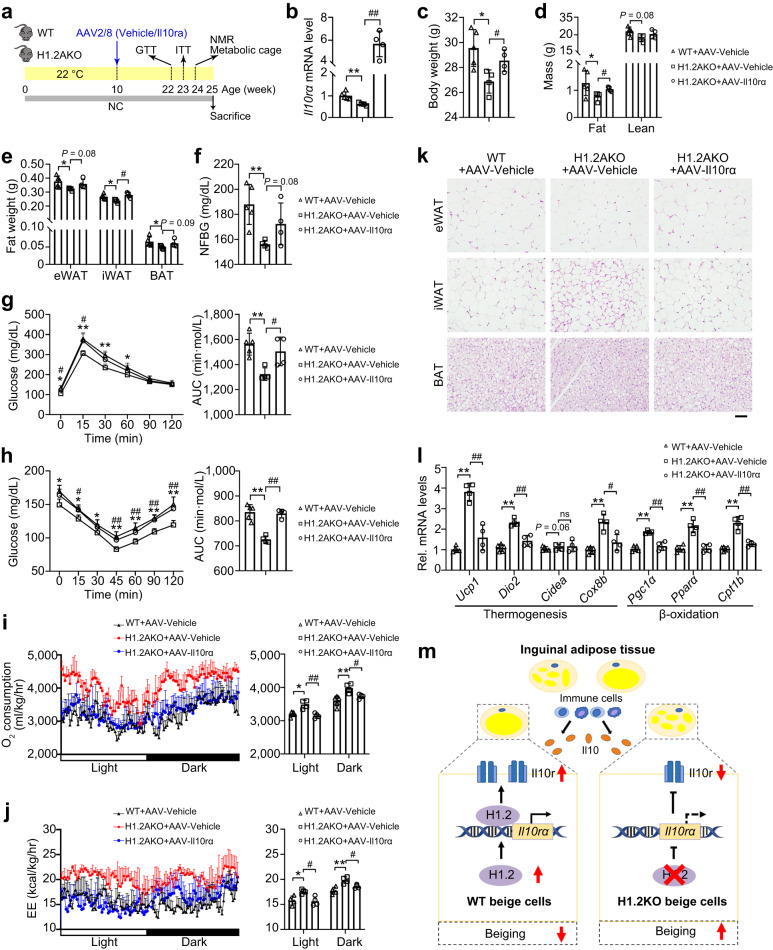
Overexpression of Il10rα abolishes the metabolic improvement of H1.2AKO mice. **a** Experimental design. Normal chow (NC)-fed WT and H1.2AKO mice were injected with AAV-Vehicle or AAV-Il10rα at 10-week-old, and maintained on NC-fed conditions until 25-week-old. **b** *Il10rα* level in iWAT of AAV-Vehicle or AAV- Il10rα injected NC-fed WT and H1.2AKO mice. **c**–**e** Body weight (**c**), fat mass (**d**), and tissue weights (**e**) of AAV-Vehicle or AAV-Il10rα injected NC-fed WT and H1.2AKO mice. **f**–**h** Blood glucose (**f**), glucose tolerance test (**g**), insulin tolerance test (**h**) of AAV-Vehicle or AAV-Il10rα injected NC-fed WT and H1.2AKO mice. **i**, **j** Oxygen consumption (**i**) and energy expenditure (EE) (**j**) of AAV-Vehicle or AAV-Il10rα injected NC-fed WT and H1.2AKO mice. **k** Representative H&E staining of eWAT/iWAT of WT and H1.2AKO mice. Scale bar = 50 μm. **l** qPCR of genes related to thermogenesis and lipid β-oxidation in iWAT of AAV-Vehicle or AAV-Il10rα injected NC-fed WT and H1.2AKO mice. For panels **a**–**l**, *n* = 5 for AAV-Vehicle injected WT mice, *n* = 4 for AAV-Vehicle or AAV-Il10rα injected H1.2AKO mice. Two-tailed ANCOVA with body weight as a covariate was used in **i** and **j**; otherwise, unpaired two-tailed Student’s *t* test was used for comparing two indicated groups. Data are mean ± S.D. *P < 0.05, **P < 0.01, AAV-Vehicle injected H1.2AKO mice compared with AAV-Vehicle injected WT mice; ^#^*P* < 0.05, ^##^*P* < 0.01, AAV-Il10rα injected H1.2AKO mice compared with AAV-Vehicle injected H1.2AKO mice. Source data and exact *P* values are provided in a Source data file. **m** Summary of our findings. In WT beige adipocytes, H1.2 binds to *Il10rα*, thus upregulating *Il10rα* transcription. Increased Il10rα reduces iWAT browning. While in H1.2 deletion beige adipocytes, reduced *Il10rα* level and increased browning are observed.

## Discussion

Obesity, resulting from a chronic imbalance between energy intake and expenditure, is closely associated with cardiovascular diseases and type 2 diabetes^36^. Beige adipocytes possess thermogenic characteristics of brown adipocytes and contribute to whole-body energy expenditure^3^, which makes them ideal targets to counteract obesity and associated metabolic disorders. Here, we provide evidence that linker histone H1.2 is a negative modulator of browning in iWAT and affects thermogenesis in a beige adipocyte autonomous manner. In addition, we demonstrate a mechanistic link between H1.2 and Il10rα, showing that H1.2 activates Il10rα expression and manipulation of Il10rα level is sufficient to negate the anti-thermogenic effects of H1.2.

Some physiological functions of histone H1 variants have been reported in literature. H1.2/H1.3/H1.4 triple knockout mice are embryonic lethal, while single or double knockout of H1.2/H1.4 shows no developmental phenotype, suggesting that individual somatic H1 variant is dispensable for mouse development^20,37,38^. Whereas H1.2/H1.4 double knockout mice develop aggressive lymphomas^23^, H1.2 whole-body knockout mice are resistant to DEN-induced hepatocarcinogenesis^24^. However, the role of a single histone variant in a specific tissue has not been reported in literature, herein, by studying adipocyte-specific H1.2 knockout mice, we revealed some effects of linker histone H1.2 on metabolic functions.

We demonstrated that linker histone 1.2 is enriched in mouse BAT and iWAT (Fig. 1a, b). Each histone H1 variant has a distinct expression profile in different cell types and tissues^39^. Here, abundant *H1.2* with extremely low levels of other somatic H1 variants were found in mouse iWAT and BAT (Supplementary Fig. 1a, b), implying a functional significance of H1.2 in adipose tissue. It is noteworthy that the level of H1.2, as an essential nucleosome component, is affected by environmental temperature (Fig. 1), which let us reason that cold-induced H1.2 may be a modulator of thermogenesis.

We also provided evidence that linker histone H1.2 is a brake of browning. Adipocyte-specific H1.2 deletion mice showed improved cold tolerance and enhanced iWAT browning; while mice in situ overexpressing H1.2 in iWAT showed attenuated cold tolerance and reduced iWAT browning (Fig. 3), these findings suggested the critical role of adipocyte H1.2 in regulating thermogenesis. Furthermore, higher energy expenditure in adipocyte-specific H1.2 knockout mice was associated with an improved metabolic phenotype, which disappeared when housed at 30 °C (Fig. 8), suggesting the metabolic effects of H1.2 were through its role in thermogenesis. Our results also suggest that H1.2 is an indicator of metabolic states, because both the mRNA and protein levels of H1.2 were increased in iWAT and BAT of HFD-fed mice, and upregulated H1.2 in subcutaneous WAT of obese human subjects was positively correlated with BMI (Fig. 9).

ChIP-seq results of cold-exposed iWAT showed that, compared with untreated iWAT, different H1.2 bindings were enriched in the promoter regions of genome (Supplementary Fig. 11). It has been reported that H1.2 may regulate gene transcription by affecting epigenetic marks on core histones^40^. We previously reported that H1.2 upregulates histone deacetylases, SIRT1 and HDAC1, to maintain the deacetylation status of H4K16, which increases transcriptions of autophagy-related genes that promotes autophagy in retinal cells^22^. Mass-spectrometry study also has reported distinct change in H3K27me3 and H3K36me3 levels after H1.2 knockout in human acute myeloid leukemia cells^23^. Furthermore, several epigenetic enzymes have been reported to bind with H1.2, including DNA methylase DNMT3a and histone deacetylase HDAC3, which play critical roles in browning and thermogenesis^11,41^. Whether adipocyte H1.2 affects histone modifications and whether these modifications contribute to thermogenesis await further investigation.

Mechanistically, we found that loss of H1.2 in adipocytes downregulates Il10rα expression in iWAT (Fig. 4). By using adipocytes fractionated from iWAT and primary beige adipocyte, we found that H1.2 regulated Il10rα and thermogenesis in a beige cell autonomous manner (Figs. 4 and 5). H1.2 promoted *Il10rα* transcription via binding to its promoter, and this effect depends on the globular domain and C-terminal domain of H1.2 (Supplementary Fig. 10a–e). However, other factors that directly regulate Il10rα in adipocytes remain unclear. Published ChIP-seq data suggested PPARγ enrichment at the enhancer region of the *Il10rα* gene locus in adipocytes but without further experimental verification^42^. It has been reported that the transcriptional level of *l10rα* is upregulated in Bcl6 KO lymphoma cells^43^, whether this regulation exists in adipocyte is unknown. Besides *Il10rα*, ChIP-seq suggested that there are more than 10000 genes bind with H1.2, and more than 1000 genes show altered H1.2 binding affinity after cold exposure (Supplementary Fig. 11). Whether these genes are direct targets of H1.2 and whether/how these contribute to browning need further investigation.

Interestingly, the effect of H1.2 on thermogenesis is observed in iWAT, but not BAT. In RNA-seq, 201 genes are commonly changed in iWAT and BAT of H1.2AKO mice, which only account for 27% or 20% of all altered genes in iWAT or BAT, respectively (Fig. 2d), indicating that H1.2 affects many different genes in these two fat pads. 

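Of the 238 genes at an unadjusted p under 0.05 in both tissues, 210 had the same direction in both, a share that depends on 1 library. Without iWAT WT replicate 2 it was 137 of 284, and with the skeletal muscle level as a covariate 123 of 199. Among the 238, 96 were higher and 114 lower in both tissues, 9 were higher in iWAT and lower in BAT, and 19 the reverse. They made up 27.8% of the 855 iWAT genes and 14.4% of the 1654 BAT genes. Over the 12594 genes tested in both tissues, independent lists would share 85.4 genes (Fisher's exact test, 1-sided, p = 7.95e-55), 17.4 of them higher and 25.3 lower in both. All 8 libraries share 1 estimate of each gene's spread, which by itself raises the overlap. Fisher's exact test also treats genes as independent, whereas genes vary together in real libraries, and this holds for each such p here. The sources do not state whether pools of the 2 tissues came from the same mice, which could also raise the overlap. With each tissue fitted alone there were 196 shared genes, with 78.3 expected, of which 72 were higher and 101 lower in both. The shared genes held 7 of 25 sterol synthesis genes (0.472 expected, Fisher's exact test, 1-sided, p = 2.83e-07), 6 of 15 clock genes (0.283 expected, p = 1.86e-07) and 10 of 79 immunoglobulin genes (1.49 expected, p = 2.21e-06). The 7 sterol synthesis genes were higher in both tissues, and of the 6 clock genes 5 were lower and 1 higher in both. Of the 10 immunoglobulin genes, 4 were lower in both and 6 were lower in iWAT and higher in BAT. At an adjusted p under 0.05, limma called 0 genes in both tissues and limma-voom 2.
The interaction of tissue and genotype passed for 0 of 14945 genes in limma. Its smallest adjusted p was 0.167, for the microRNA gene Mir1932, at 2.22 and 1.03 FPKM in iWAT WT, listed at 0 in iWAT H1.2AKO and in BAT WT, and at 1.53 and 1.52 FPKM in BAT H1.2AKO. These values rest on 4 and 2 reads in iWAT WT and 2 and 2 in BAT H1.2AKO, and those of Mirlet7i on 0 to 5 reads per library, so both genes are uncertain. The others of the 5 smallest were Mirlet7i, Cldn1, Iglv1 and Gm11808. Cldn1, a tight junction protein, was at 5.10 ± 0.720 FPKM (SD, n = 2 pools) in BAT WT and 1.20 ± 0.0813 in BAT H1.2AKO, and at 0.631 ± 0.0212 and 0.715 ± 0.0497 in iWAT. By camera on the interaction, chosen after the values were seen, 14 of 35 lists differed between the tissues at an adjusted p under 0.05, and 0 with an estimated correlation (smallest adjusted p = 0.423). Over the 12594 genes tested in both tissues, 9 of 33 lists did, and 0 with an estimated correlation. The 5 lists that also passed without each of the 8 libraries were skeletal muscle, immunoglobulin genes, branched-chain amino acid degradation, red blood cells and thermogenic genes. The lists of sterol synthesis, the clock and lipogenesis did not pass over all genes (adjusted p = 0.457, 0.111 and 0.933).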

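In BAT, 55 of 79 tested immunoglobulin genes were higher in H1.2AKO mice, with a median log2 fold change of 0.32 that did not pass limma's camera test (adjusted p = 0.117). Only these 79 of the 178 immunoglobulin genes tested in iWAT reached the level tested in BAT, and over them the change in iWAT minus that in BAT had a median of -0.81 (camera on the interaction, chosen after the values were seen, adjusted p = 8.33e-10, or 0.749 as the adjusted p with an estimated correlation). Leaving out 1 library moved this median between -1.13 and -0.61, with adjusted p up to 9.40e-06. The lambda segment Iglv1 was at 78.5 ± 19.1 FPKM (SD, n = 2 pools) in WT and 54.0 ± 3.11 in H1.2AKO iWAT, and at 5.08 ± 0.729 and 15.8 ± 0.938 in BAT. At an unadjusted p under 0.05, BAT held 15 immunoglobulin genes with 9.91 expected (Fisher's exact test, 1-sided, p = 0.0645). At the adjusted threshold limma called 0 genes in BAT, and limma-voom 0 immunoglobulin genes among 20 calls. Without BAT WT replicate 1 the BAT list had an adjusted p of 0.00167, with its genes higher in H1.2AKO mice, and over all alternatives it ranged from 0.00167 to 0.966. The 10 T cell genes tested in both tissues did not pass the interaction test (median difference 0.11, adjusted p = 0.338), and only 2 of 18 B cell genes were tested in BAT.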

Humoral immune response was enriched by GO analysis in iWAT but not in BAT (Fig. 4a and Supplementary Fig. 8a). The different thermogenic effect on iWAT *vs* BAT probably because that H1.2 binds to different factors in beige and brown adipocytes, therefore exhibiting different gene regulatory patterns.

In this work, we report a function of H1.2 as a brake on beige adipocyte, and the effects of adipocyte H1.2-Il10rα axis on browning and metabolic states (Fig. 10m), which may involve in the pathogenesis of obesity related metabolic diseases and warrant future study.

## Methods

### Study approval

Human subcutaneous fat depots from both genders were obtained during surgery in Affiliated Tongji Hospital of Tongji Medical College (Wuhan, China), and approved by the ethics committee of Tongji Medical College in accordance with the principle of the Helsinki Declaration. Informed consent from all participants was obtained. Analysis of patient samples were not disaggregated reported for gender due to limited number of participants. Obese or normal subjects were defined as body mass index (BMI) ≥ 27 or 18 ≤ BMI ≤ 23, respectively^44^. Animals were handled according to the Guidelines of the China Animal Welfare Legislation, as approved by the Committee on Ethics in the Care and Use of Laboratory Animals of College of Life Sciences, Wuhan University.

### Animals

LoxP-flanked H1.2 (*H1.2*^*flox/flox*^) mice in C57BL/6 background, constructed by Saiye Inc. (Suzhou, China), and *adiponectin*-Cre mice (JAX, No.010803) were used to generate adipocyte-specific H1.2 knockout (H1.2AKO) mice. Genotyping was performed (primers listed in Supplementary Table 1), and male *H1.2*^*flox/flox*^ mice with or without Cre recombinase identified as H1.2AKO or WT controls were used in this study; while female mice were used for breeding. C57BL/6 male mice were purchased from Hubei Provincial Center for Disease Control and Prevention. All mice were maintained in a specific-pathogen-free, temperature-controlled (22 ± 2 °C), humidity-controlled (55 ± 5 %) animal facility with a 12-h light/dark cycle, and free access to water and normal chow (#1025; HFK Bio., Beijing, China), which was defined as normal conditions. The mice were euthanized by CO_2_ inhalation.

### Diets and treatments

For cold-exposure, 10 weeks-old mice were single-housed at 6 °C for 3 days. Core body temperature was monitored using BAT-12 Microprobe Thermometer (Physitemp Inc., Clifton, NJ). For thermoneutral experiments, mice were housed at 30 °C for one month starting at 10-week-old, or for four months starting at 4-week-old. For β_3_-adrenergic receptor agonist treatment, 10 weeks-old mice were intraperitoneally injected daily with CL316,243 (0.5 mg/kg body weight; Sigma, Saint Louis, MO), and sacrificed at day 1, 3, or 7 after first injection^31^. For diet-induced obesity, mice were fed with a HFD (60% Kcal fat, D12492; Research Diets, New Brunswick, NJ) at 4-week-old for 5–6 months. For adeno-associated virus (AAV) injections, 2.0 × 10^11^ vg virus-packed mouse Il10rα (AAV-Il10rα), mouse H1.2 (AAV-H1.2) or control (AAV-Vehicle) (Obio Tech., Shanghai, China) was injected at multiple sites on the inguinal fat pads. Three weeks after injection, mice were challenged with 6 °C for 3 days; otherwise, the injected mice were maintained on NC or HFD for indicated time.

### Metabolic studies

Body composition was scanned by a mini-spec LF-50 analyzer (Bruker, Rheinstetten, Germany)^45^. For energy expenditure measurement, single-housed mice were acclimated for 24 h to the metabolic chamber of Comprehensive Laboratory Animal Monitoring System (CLAMS, Columbus Instruments, Columbus, OH) at room temperature. O_2_ consumption and CO_2_ production were monitored and data were collected by Oxymax (Columbus, OH). Energy expenditure (EE) was calculated as EE = (3.185 + 1.232 × VO_2_/VCO_2_) × VO_2_^46^. Mice were kept in metabolic chamber at 22 °C or 6 °C for 3 days^47^.

### Glucose tolerance test and insulin tolerance test

For glucose tolerance test (GTT), mice were fasted for 16 hours, then injected intraperitoneally with d-glucose (1.5 g/kg body weight; Amresco, Solon, OH). Blood glucose was measured using a OneTouch blood glucose meter (Life Scan) at 0, 15, 30, 60, 90, and 120 min after injection^48^. For insulin tolerance test (ITT), mice were fasted for 6 hours and then injected intraperitoneally with insulin (0.75 unit/kg body weight; Lily, France). Blood glucose was measured at 0, 15, 30, 45, 60, 90, and 120 min after injection^48^.

### Histological, immunohistochemical and immunofluorescent staining analysis

For adipocyte size analysis, tissues sections were stained with hematoxylin-eosin (H&E), and pictures of 4–10 different fields per sample were taken under an Olympus BX60 microscope equipped with a digital CCD. The area of adipocytes was manually traced and 400–1000 adipocytes for each sample were measured and analyzed using Image J software (Version 1.53)^47^. For immunohistochemical studies, sections of iWAT and BAT were incubated overnight with primary antibodies (information provided in Supplementary Table 2), then incubated with biotinylated goat anti-rabbit secondary antibody (BA-1000, 1:1000 dilution; Vector laboratories, Burlingame, CA). Positive staining was visualized using DAB substrate (Vector laboratories, Burlingame, CA). For immunofluorescent staining, primary antibodies (Supplementary Table 2) were applied overnight, and sections were then incubated with Alexa Fluor 488-conjugated rabbit anti-goat (A11078, 1:1000 dilution; Thermo Fisher Scientific, Waltham, MA) and/or Alexa Fluor 594-conjugated goat anti-rabbit (A11012, 1:1000 dilution; Thermo Fisher Scientific) secondary antibodies followed by DAPI staining^49^. Images were taken with a confocal microscopy (Leica SP8, Germany) or a HiS-SIM (High Sensitivity Structured Illumination Microscope, Computational Super-resolution Biotech, Guangzhou, China). For HiS-SIM, Z-stacks with a thickness of 4.1 μm (41 images) were collected.

### Cell culture and transfection

HEK293T cells (CL-0005, Procell Biotech, Wuhan, China) were cultured in DMEM media (Hyclone, South Logan, UT) plus 10% FBS (Lonsera, Shanghai, China). To knockdown H1.2, cells were transfected with pSuper vector containing scrambled shRNA or shRNAs targeting *H1.2* (primers provided in Supplementary Table 1). Flag-tagged H1.2, H1.2ΔN, H1.2ΔG-Flag, pRK-H1.2ΔN, H1.2A17V, H1.2K81N, H1.2G83A, H1.2S102F, H1.2P118S, and H1.2A171P were constructed into pRK vector with standard procedures, and transfected into cells.

### Isolation of mouse SVF and mature adipocytes

Minced iWAT and BAT were digested at 37 °C in digestion buffer containing collagenase D (Sigma) and Dispase II (Roche, Mannheim, Germany), then filtered through a 70 µm mesh, mature adipocytes, and SVF cells were separated by centrifugation^15^. Some SVF cells were cultured for in vitro differentiation experiments, while some SVF cells and mature adipocytes were collected for further analysis.

### Primary adipocyte differentiation, infection, treatment, and Oil Red O staining

Mouse SVF cells were grown in DMEM/F12 media (Hyclone) supplemented with 10% FBS. For beige or brown adipocyte differentiation, confluent cells (D0) were changed to medium A containing 0.5 mM IBMX, 1 µM dexamethasone, 125 nM indomethacin, 850 nM insulin, 1 nM T3 and 1 µM rosiglitazone (all from Sigma, Saint Louis, MO) for 2 days, then changed to medium B containing 850 nM insulin, 1 nM T3 and 1 µM rosiglitazone for another 5 days. H1.2 knockout or Il10rα overexpression was achieved by infecting differentiated SVF cells which were isolated from *H1.2*^*flox/flox*^ mice with adenovirus-packed Cre-GFP or AAV packed Il10rα (Obio Tech.; MOI = 100) at D2. At D7, differentiated beige adipocytes were incubated with or without 10 µM isoproterenol (Sigma) for 4 h. For Il10 stimulation, 50 ng/ml or 100 ng/ml recombinant mouse Il10 (Peprotech, Rocky Hill, NJ) was added to differentiated beige adipocytes for 12 h. For Oil Red O staining, differentiated cells were fixed with 4% formaldehyde, and stained with 0.5% Oil Red O (Sigma) dissolved in propylene glycol at D7^15,17,31^.

### Quantitative real-time PCR

Total RNA was extracted using RNAiso Plus (Takara Biotech., Dalian, China). Equal amount of RNA of each sample was reverse transcribed into cDNA using M-MLV (Invitrogen, Grand Island, NE)^50^. Quantitative real-time PCR (qPCR) was performed using target-specific primers (Supplementary Table 1) and SYBR Green probes (Yeasen Biotech., Shanghai, China). Relative transcripts were calculated using the comparative C_T_ method and *Rn18s* was used as the internal control^50^.

### RNA-sequencing

Total RNA of iWAT and BAT of WT and H1.2AKO mice was isolated individually. Equal amount of RNA (*n* = 4) from the same group was combined into 2 samples/group for RNA-seq as previously reported^51^. Sequencing and data analysis were performed by Novogene Bioinformatics (Beijing, China) as previously reported^52^.

### Chromatin immunoprecipitation sequencing and ChIP-qPCR analysis

iWAT tissues were cut and fixed with 1% formaldehyde and stopped by adding glycine. Pellets were homogenized and resuspended in RIPA buffer (Beyotime Biotech.), and crosslinked chromatin was sheared into 200-1000 bp (for ChIP-qPCR) or 200-500 bp fragments (for ChIP-seq) with a sonicator (Scientz Biotech., Ningbo, China) or Bioruptor Sonication System UCD-300 (Diagenode, Denville, NJ), respectively. 200 μg DNA from each sample was resuspended in RIPA buffer containing 2 μg H1.2 antibody (ab181973; Abcam, Cambridge, UK) plus protein G magnetic beads (Bio-Rad, Hercules, CA) for overnight. Immune complexes were collected, washed, and eluted. The DNA-protein crosslinks were then incubated overnight at 65 °C for extracting DNA for qPCR analysis or high through-put sequencing. For qPCR analysis, 4 different regions of *Il10rα*, or *Nrp2*, or *Gapdh* promoter (Supplementary Table 1) were used, with the input samples used as internal controls. High through-put sequencing and analysis were conducted by Seqhealth Tech. (Wuhan, China) using DNBSEQ-T7 sequencer (MGI Tech., China) with PE150 model. Raw data were filtered by Trimmomatic (Version 0.36). The clean reads were mapped to mouse genome (GRCm38) using STAR software (Version 2.5.3a). The RSeQC (Version 2.6) was used for reads distribution analysis. The MACS2 software (Version 2.1.1) was used for peak calling. The bedtools (Version 2.25.0) was used for peaks annotation and peak distribution analysis. The differentially binding peaks were identified by a python script, using fisher test. Visualization of mapping results was achieved by IGV (Version 2.16.1).

### Western Blots

Cells or tissues were harvested and sonicated in RIPA buffer (Beyotime Biotech., Shanghai, China) supplemented with protease inhibitor cocktail (Roche). 20–50 μg protein per sample was separated by SDS-PAGE and electroblotted onto PVDF membrane (Millipore, Billerica, MA). Primary antibodies (Supplementary Table 2) were incubated overnight, then blots were incubated with HRP-conjugated goat anti-rabbit (1706515, 1:5000 dilution; Bio-Rad) or HRP-conjugated goat anti-mouse (1706516, 1:10000 dilution; Bio-Rad) secondary antibodies. Targeted protein bands were visualized by enhanced chemiluminescence reagent (Beyotime Biotech.) and evaluated using Quantity One (Version 4.6.2)^53,54^.

### Luciferase reporter assay

Luciferase reporter assays were performed using a dual-specific luciferase assay kit (Promega, Madison, WI) as previously reported^24,55^. *Il10rα* promoter from −2000 to TSS (transcription start site) was cloned into pGL3-basic firefly luciferase reporter vector. HEK293T cells were transiently co-transfected with the reporter plasmid, Renilla luciferase plasmid, and indicated plasmid. Cells were lysed 24 hours after transfection, firefly luciferase activity were determined and normalized by Renilla luciferase activity.

### Statistics and reproducibility

All the results were expressed as the mean ± S.D. (standard deviation). The exact sample size (*n*) for each experimental group was indicated in figure legends. For correlation analysis, linear regression was performed. All statistical analyses were performed using GraphPad Prism 8 (La Jolla, CA). For comparisons between two unpaired independent groups, two-tailed Student’s *t* test was used; for comparisons of multiple groups, one-way ANOVA (analysis of variance) with Tukey’s or Dunnet’s test was used. Two-tailed ANCOVA (analysis of covariance) was used to compare the metabolic studies with body weight as a covariate. *P* < 0.05 was considered statistically significant. * and ** correspond to *P* values of <0.05 and <0.01, respectively.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All data relating to this study can be found in the main text, figures, or supplementary information. RNA-seq data described in this study are available in NCBI GEO database under accession code GSE215412. ChIP-seq data generated in this study are accessible in NCBI GEO database through accession code GSE232530. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Linker histone variant H1.2 is a brake on white adipose tissue browning
**Source:** Nat Commun. 2023 Jul 6;14:3982. doi: 10.1038/s41467-023-39713-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

for

Linker histone variant H1.2 is a brake on white adipose tissue browning

Yangmian Yuan¹, Yu Fan¹, Yihao Zhou¹, Rong Qiu¹, Wei Kang¹, Yu Liu¹, Yuchen Chen², Chenyu Wang¹, Jiajian Shi², Chengyu Liu³, Yangkai Li⁴, Min Wu¹, Kun Huang², Yong Liu¹, Ling Zheng^{1*}

Supplementary information includes 2 Supplementary Tables and 14 Supplementary Figures.

Supplementary Table 1. Primers used in the present study.

Supplementary Table 2. Primary antibodies used in the present study.

Supplementary Fig. 1. The transcriptional levels of somatic histone H1 variants in fat tissues of mouse and human.

Supplementary Fig. 2. H1.2 is increased upon adrenaline stimulation in iWAT and BAT.

Supplementary Fig. 3. Construction and identification of adipocyte specific H1.2 knockout mice.

Supplementary Fig. 4. Normal adipocyte morphology in young H1.2AKO mouse under normal chow-feeding.

Supplementary Fig. 5. No alteration in transcriptional levels of other somatic H1 variants and Ucp1-independent thermogenic genes in H1.2AKO mice after cold exposure.

Supplementary Fig. 6. No alteration in BAT of WT and H1.2AKO mice after cold exposure.

Supplementary Fig. 7. Normal chow-fed mice with H1.2 overexpression in beige adipocytes show reduced energy expenditure.

Supplementary Fig. 8. Similar *Il10ra* expression level in BAT of WT and H1.2AKO mice.

Supplementary Fig. 9. H1.2 knockout does not affect brown adipocyte thermogenesis *in vitro*.

Supplementary Fig. 10. H1.2 binds to *Il10ra* promoter and promotes *Il10ra* transcription.

Supplementary Fig. 11. Identification of whole-genome DNA-binding sites for H1.2 by ChIP-seq.

Supplementary Fig. 12. AAV-Il10ra treatment does not affect iWAT weights or inflammation under cold exposure.

Supplementary Fig. 13. H1.2AKO mice show improved metabolic status under HFD feeding.

Supplementary Fig. 14. Overexpression of Il10ra abolishes the metabolic improvement in HFD-fed H1.2AKO mice.

Supplementary Table 1. Primers used in the present study

Gene	Forward	Reverse
**Primer sequences for qPCR**		
<i>H1.0</i>	CTGCAACCCTTTGCCCATT	GGTCTGTTTGCTGTCCTTGC
<i>H1.1</i>	TCGTGCAGGCAGTTTCTTCT	AGGCTTTTCAGCCCCAGTTT
<i>H1.2</i>	AAGGCGGCTTCTGGCGAGGCCA	CAGCACCAGTCGCCTTCTTA
<i>H1.3</i>	GAAGGCAGCAAAGAGTCCAG	CAGGACGCACCACTCTACTTC
<i>H1.4</i>	GCCAAGGCGAAAACGGTAAA	TGGGCTTCTAAGCAGTTGGC
<i>H1.5</i>	TGTAGAGAAGTCTCCCGCCA	GCGCTCCTTAGAGGCAGAAA
<i>Fasn</i>	TCTGGGCCAACCTCATTGGT	GAAGCTGGGGGTCCATTGTG
<i>Acly</i>	GGCCAGAGAGCTGGGTTTGA	CCCGAGCACAGATGATGGTG
<i>Acaca</i>	CCAGCTGATCCTGCGAACCT	GAACATTCCC CGAAGCCATC
<i>Cidea</i>	AGGGACAGAAATGGACACCG	GGTGACTCTGGCTATTCCCG
<i>Cidec</i>	GCTGAAGGGGCAGAAGTGGA	GCGCTTGGCCTTGTAGCAGT
<i>Pgc1a</i>	GAAATCCGAGCGGAGCTGAA	GAATAGGGCTGCGTGCCATC
<i>Ucp1</i>	GGCAACAAGAGCTGACAGTAAAT	GGCCCTTGTAACAACAAAATAC
<i>Cox8b</i>	GAACCATGAAGCCAACGACT	GCGAAGTTCACAGTGGTTCC
<i>Dio2</i>	AGTCAAGAAGGTGGCATTCTGA	ACAGCTTCCTCCTAGATGCCT
<i>Prdm16</i>	CAGCACGGTGAAGCCATT	GCGTGCATCCGCTTGTG
<i>Plin1</i>	AGTCAGCGACAGCTTCTTCC	GGAAAGGCCCTTGACGAGAA
<i>Cpt1a</i>	CCATGATGGACCCCAACA	TGGTCAACCTCCATGGCTCA
<i>Cpt1b</i>	ATCTTGGTGGCATGGCTGGT	GGGACTGGTTCGATTGCATCC
<i>Acox1</i>	GGGAGTGCTACGGGTACATG	CCGATATCCCCAACAGTGATG
<i>Ppara</i>	AGAGGGCTGAGCGTAGGTAA	ATTGGGCCGGTTAAGACCAG
<i>Acot1</i>	AGTGCTGATTCAAGGGCTGG	TTCTCGCAGCTGGATTGAAC
<i>Acs11</i>	AGGACTCGGCATGTGACAAA	ACACCGCAGCAGAATCAGAA
<i>Acs13</i>	GGTTGCTGAGTGGATTGCCA	AGCTTCATGGTTGATGGTGTT
<i>Acs14</i>	CTTCCTCTTAAGGCCGGGAC	TGCCATAGCGTTTTTAGATTTCTT
<i>Il4</i>	CCATATCCACGGATGCGACA	CGTTGCTGTGAGGACGTTTG
<i>Il6</i>	CCACGGCCTTCCCTACTTC	TTGGGAGTGGTATCCTCTGTGA
<i>Il10</i>	GCTATGCTGCCTGCTCTTACT	CCTGCTGATCCTCATGCCA
<i>Il10ra</i>	CCAGGATGTTGTGCGGTTTG	GCAGTTCTGTCCCGTATGCAA
<i>Il10rβ</i>	CTTCTGGTGCCAGCTCTAGG	AGCAGGTACCTCCCACTGTA
<i>Cd22</i>	GCCAAGCGTGTGAGACTTTT	CCATCATTTCTCCCTGGCA
<i>Cd45</i>	GGCGCATCAGAAGGGGATAA	CCAGCAAAGAGCAACAGAACC
<i>Cd3</i>	AAGTAATGAGCTGGCTGCGT	CAGGATGCCCCAGAAAGTGT
<i>Il1b</i>	TGCCACCTTTTGACAGTGATG	GTGCTGCTGCGAGATTTGAA
<i>Arg1</i>	CTCCAAGCCAAAGTCCTTAGAG	GGAGCTGTCATTAGGGACATCA
<i>Cd206</i>	GTGGGGACCTGGCAAGTATC	CACTGGGGTTCCATCACTCC
<i>Ccl7</i>	AAGAAGGGCATGGAAGTCTG	TCAAGGCTTTGGAGTTGGG
<i>Ccl9</i>	GCCCAGATCACACATGCAAC	AGGACAGGCAGCAATCTGAA
<i>Cxcl13</i>	ATTCAAGTTACGCCCCCTG	TTGGCACGAGGATTCACAC

<i>Cxcl17</i>	TGTGATCACGTCAAGGGCAG	CTGGAGGGTCTTTGCGACTT
<i>Cebpa</i>	CCTGCTGATCCTCATGCCA	CCCCAGCCGTTAGTGAAGAG
<i>Cebpb</i>	TTGATGCAATCCGGATCAAACG	CAGTTACACGTGTGTTGCGTC
<i>Fabp4</i>	GTCACCATCCGGTCAGAGAG	TCGACTTTCCATCCCACCTC
<i>Pparγ</i>	ACCCAGAGCATGGTGCCTTC	CCATCACGGAGAGGTCCACA
<i>Adipoq</i>	GCACTGGCAAGTTCTACTGCAAA	GTAGGTGAAGAGAACGGCCTT
<i>Gatm</i>	CTCCAACACCAGTCATCCCC	TCTACCATCACGCGCTTCTC
<i>Gamt</i>	ACTCCCCCTACTATGCCTTC	AACTGAGGGACAGTGGAGA
<i>Ckmt1</i>	TCAGCCTTCATCGTGACCC	CTGGCGCAAGTCAGGAACCTA
<i>Serca2b</i>	TTTGTGGCCCGAACTACCT	TAATGAGCAGCACAAACGGC
<i>Rn18s</i>	CACCATCATGCAGAACCCACGAC	AGCCTCTCCAGGTCCCTCACGC

Primer sequences for ChIP

<i>mIl10ra P1</i>	AACGCAGCGCTCAAGTCTCA	AGATTTTAACAGTTTCTGGGA
<i>mIl10ra P2</i>	CCCAGTCCTCACAGACAAGC	GTGGCCTAGACAGAGGATGC
<i>mIl10ra P3</i>	AGGCAGTAGTGTCTTCCGTG	GTCAGTAGGATGCCCTTGCT
<i>mIl10ra P4</i>	CTCAAGGCGCCTATTGACAC	CCTGACTCTTGGTGGGAGTC
<i>mGapdh P1</i>	GGAGTGAAGAATCCCGGTCT	GGTGAGATCAGTGAGGGGAG
<i>mGapdh P2</i>	TGAGTCACTTGGAGCAGGAG	CTACCCAAAGAGCCCTTCCA
<i>mGapdh P3</i>	TGCACCCCAGAAAACATTCG	GTCATTTGCCAGTCTTCGGG
<i>mGapdh P4</i>	TGTTTGTGTGTGTGTGTGCA	GGTGGTTCTCTTGGGTGTCT
<i>mNrp2 P1</i>	CCAGTCATCTCTCTGCCCTT	ATGAAGGAAGAGGGGAAGCC
<i>mNrp2 P2</i>	GCCTCTAACTCCAGCCCTTT	TGGGTTCTTCTGGGTGGTTT
<i>mNrp2 P3</i>	TGTTGGAAGCTTGAAGGTGT	TGCGGTCTGGGTTAGGATTT
<i>mNrp2 P4</i>	CAGGTGGCATTGTGTTGGAT	TCAAAGTTAAGGTGCCACGC

Primer sequences for genotyping

<i>Flox</i>	TGAGACTTCTCGGATCCTTTACC	GCAGCAGGAGCAGCCTCAGACAT
<i>Adi-cre</i>	ACGGACAGAAGCATTTTCCA	GGATGTGCCATGTGAGTCTG

Sequences of shRNA

<i>H1.2 #1</i>	5'- TCTTAGCGCTCTTCTTCGG -3'
<i>H1.2 #2</i>	5'- GAAGCCAAGCCCAAGGTTA -3'

Supplementary Table 2. Primary antibodies used in the present study.

**Antigen**	**Vendor**	**Catalog number**	**Dilution**
H1.2 (IHC/IF/ChIP)	Abcam	ab181973	1:500 for IHC/IF;<br>2 µg/sample for ChIP
H1.2 (WB)	Abclonal	A0646	1:1000
Ppar γ (WB)	Cell Signaling Technology	2435	1:1000
Ucp1 (WB/IHC)	Abcam	ab10983	1:1000–1:10000
Il10r α (WB/IF)	Abcam	ab225820	1:1000
Perilipin 1 (IF)	Abcam	ab61682	1:2000
Fabp4 (WB)	Cell Signaling Technology	2120	1:5000
α -Tubulin (WB)	Beyotime Biotechnology	AF0001	1:10000
Hsp70 (WB)	BD Pharmingen	610607	1:10000

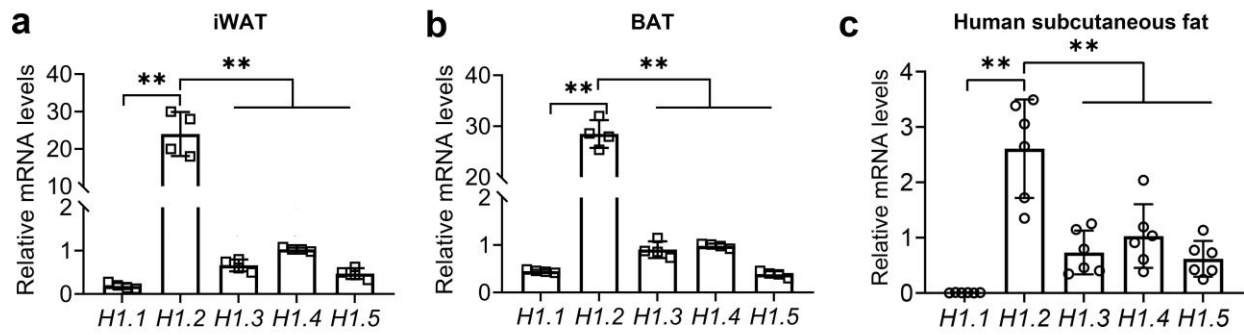

Supplementary Fig. 1. The transcriptional levels of somatic histone H1 variants in fat tissues of mouse and human. **a** Relative mRNA levels of histone *H1.1-H1.5* in iWAT of 10-week-old C57BL/6 male mice (n = 4). $P_{H1.2 \text{ vs } H1.1} < 0.0001$, $P_{H1.2 \text{ vs } H1.3} < 0.0001$, $P_{H1.2 \text{ vs } H1.4} < 0.0001$, $P_{H1.2 \text{ vs } H1.5} < 0.0001$. **b** Relative mRNA levels of histone *H1.1-H1.5* in BAT of 10-week-old C57BL/6 male mice (n = 4). $P_{H1.2 \text{ vs } H1.1} < 0.0001$, $P_{H1.2 \text{ vs } H1.3} < 0.0001$, $P_{H1.2 \text{ vs } H1.4} < 0.0001$, $P_{H1.2 \text{ vs } H1.5} < 0.0001$. **c** Relative mRNA levels of histone *H1.1-H1.5* in human subcutaneous fat (n = 6 for normal body mass index (BMI) subjects). $P_{H1.2 \text{ vs } H1.1} < 0.0001$, $P_{H1.2 \text{ vs } H1.3} < 0.0001$, $P_{H1.2 \text{ vs } H1.4} < 0.0001$, $P_{H1.2 \text{ vs } H1.5} < 0.0001$. Data are mean $\pm$ S.D.. One-way ANOVA with Dunnett's multiple comparisons test in **a-c**. $**P < 0.01$. Source data are provided in a Source data file.

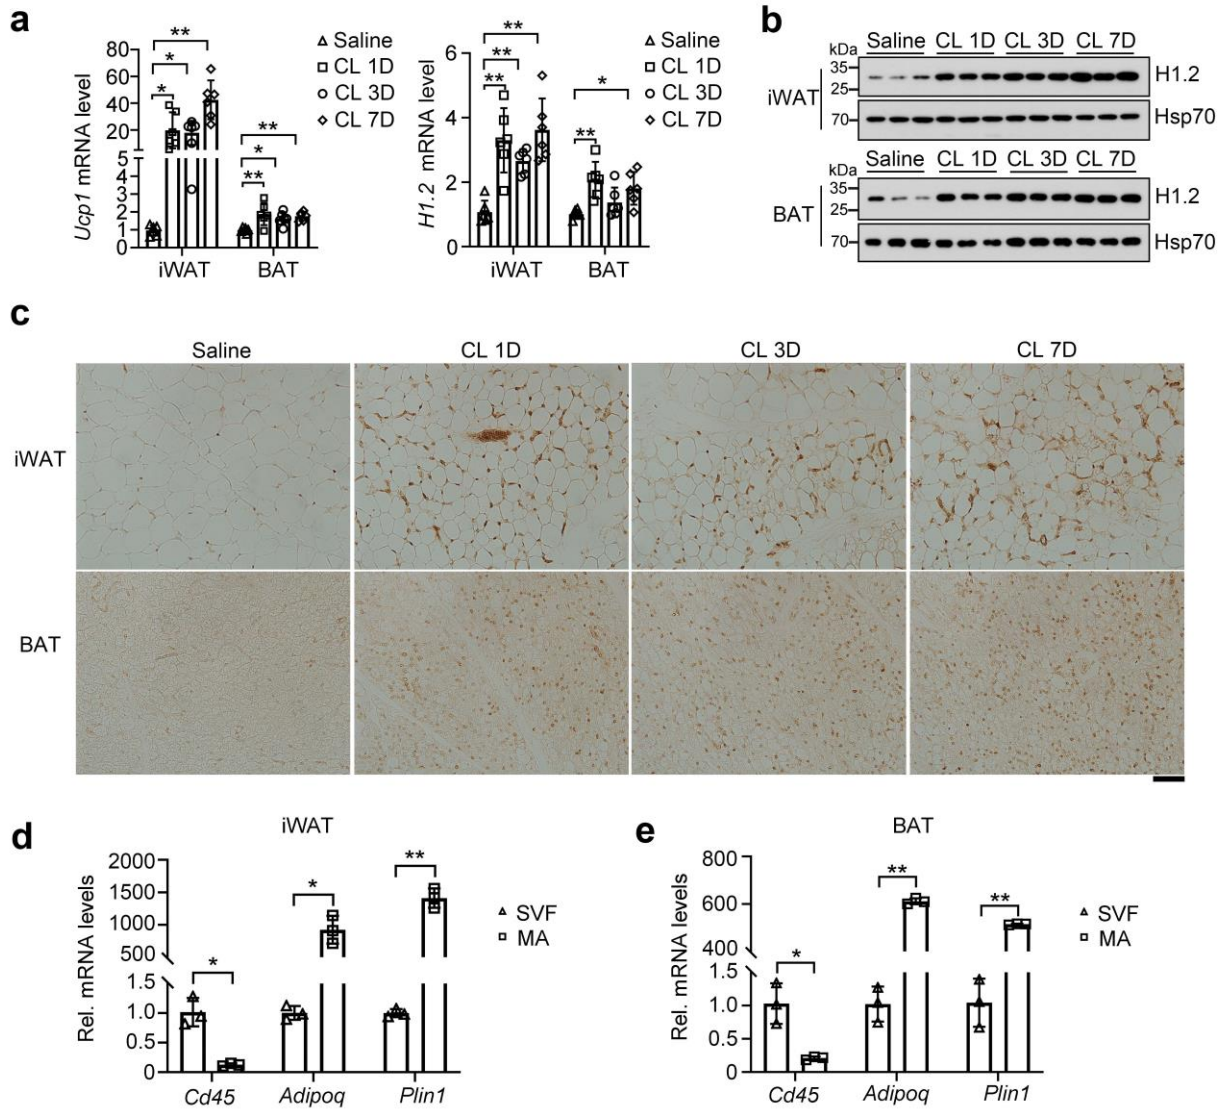

Supplementary Fig. 2. H1.2 is increased upon adrenaline stimulation in iWAT and BAT.

10-week-old male mice were used in this figure. **a** *Ucp1* and *H1.2* mRNA levels in iWAT and BAT of mice with CL316,243 (1 mg/kg, CL) treatment for 1 day (1D), 3 days (3D) and 7 days (7D) (n = 6 per group; one-way ANOVA with Tukey's multiple comparisons test). $P_{Ucp1-iWAT}$ (Saline vs CL 1D) = 0.0189, $P_{Ucp1-iWAT}$ (Saline vs CL 3D) = 0.0362, $P_{Ucp1-iWAT}$ (Saline vs CL 7D) < 0.0001, $P_{Ucp1-BAT}$ (Saline vs CL 1D) = 0.0016, $P_{Ucp1-BAT}$ (Saline vs CL 3D) = 0.0221, $P_{Ucp1-BAT}$ (Saline vs CL 7D) = 0.0052, $P_{H1.2-iWAT}$ (Saline vs CL 1D) = 0.0001, $P_{H1.2-iWAT}$ (Saline vs CL 3D) = 0.004, $P_{H1.2-iWAT}$ (Saline vs CL 7D) < 0.0001, $P_{H1.2-BAT}$ (Saline vs CL 1D) = 0.0014, $P_{H1.2-BAT}$ (Saline vs CL 3D) = 0.3855, $P_{Ucp1-BAT}$ (Saline vs CL 7D) = 0.0154. **b-c** Western blot analysis (b) and representative

immuno-histochemical staining (c) of H1.2 protein level in iWAT and BAT of mice with CL316,243 treatment for indicated time (n = 3 per group). Scale bar = 50 μ m. **d-e** Relative mRNA levels of markers of stromal vascular fraction (SVF) cells (*Cd45*) and mature adipocytes (MA; *Adipoq* and *Plin1*) in iWAT (d) and BAT (e) of WT mice (n = 3 per group; unpaired two-tailed Student's t-test). Data are mean $\pm$ S.D.. *P < 0.05, **P < 0.01. Source data and exact *P* values are provided in a Source data file.

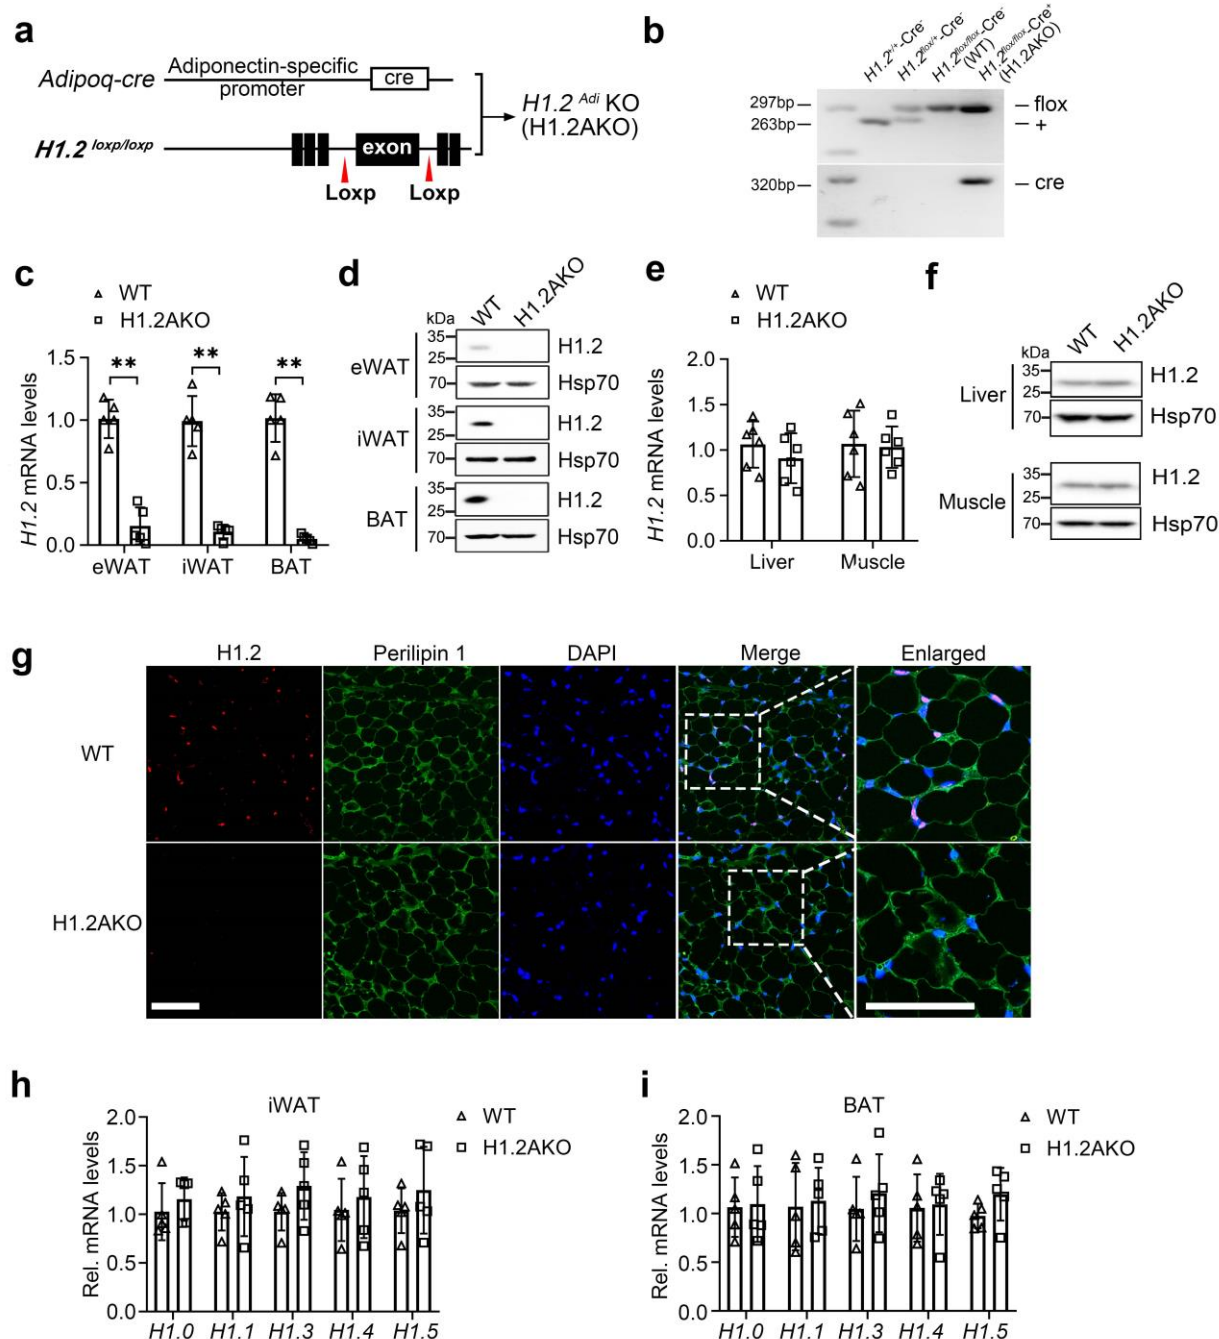

Supplementary Fig. 3. Construction and identification of adipocyte specific H1.2 knockout mice.

10-week-old male mice were used in this figure. **a** Schematic of the generation of adipocyte specific H1.2 knockout (H1.2AKO) mice. **b** Representative genotyping results of at least three independent experiments. **c** *H1.2* levels in eWAT/iWAT/BAT of WT and H1.2AKO mice (n = 5 per group; unpaired two-tailed Student's t-test). **d** Representative Western blots of H1.2 level in adipose tissues of WT and

H1.2AKO mice (pooled samples from two individual mice for each lane; repeated three independent experiments). **e** *H1.2* levels in the liver and muscle of WT and H1.2AKO mice (n = 6 per group; unpaired two-tailed Student's t-test). **f** Representative Western blots of H1.2 level in the liver and muscle of WT and H1.2AKO mice (pooled samples from two individual mice for each lane; repeated three times independently with similar results obtained). **g** Representative immunofluorescent results of H1.2 level in iWAT of WT and H1.2AKO mice (n = 3 per group). Scale bar = 50 μ m. **h-i** Relative mRNA levels of other somatic H1 variants in iWAT (h) and BAT (i) of WT and H1.2AKO mice (n = 5 per group; unpaired two-tailed Student's t-test). Data are mean $\pm$ S.D.. ** $P < 0.01$, Source data and exact P values are provided in a Source data file.

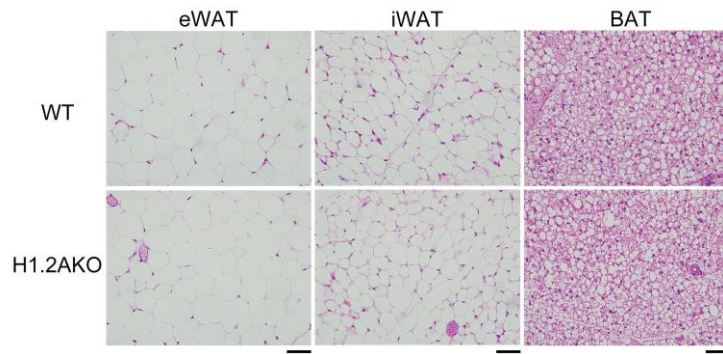

Supplementary Fig. 4. Normal adipocyte morphology in young H1.2AKO mouse under normal chow-feeding. Representative H&E staining of eWAT/iWAT/BAT of normal chow-fed WT and H1.2AKO male mice at 10-week-old (n = 5 per group). Scale bar = 50 μ m.

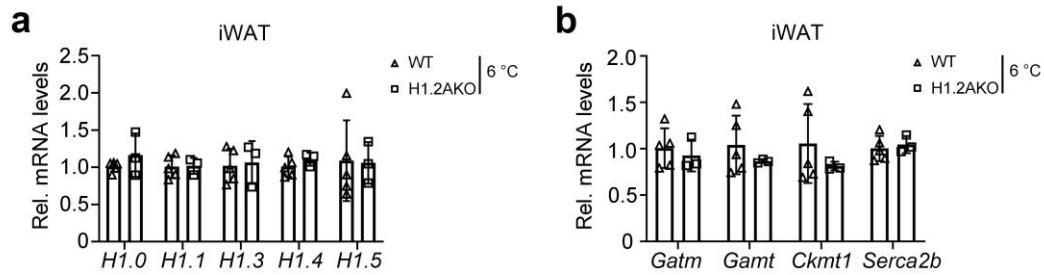

Supplementary Fig. 5. No alteration in transcriptional levels of other somatic H1 variants and Ucp1-independent thermogenic genes in H1.2AKO mice after cold exposure. 10-week-old male mice were used in this figure. **a** Relative mRNA levels of other somatic H1 variants in iWAT of WT and H1.2AKO mice after cold exposure (6 °C for 3 days; WT mice, n = 5; H1.2AKO mice, n = 3; unpaired two-tailed Student's t-test). **b** qPCR of Ca²⁺ and creatine cycling related genes of WT and H1.2AKO mice after cold exposure (6 °C for 3 days; WT mice, n = 5; H1.2AKO mice, n = 3; unpaired two-tailed Student's t-test). Data are mean ± S.D.. Source data and exact *P* values are provided in a Source data file.

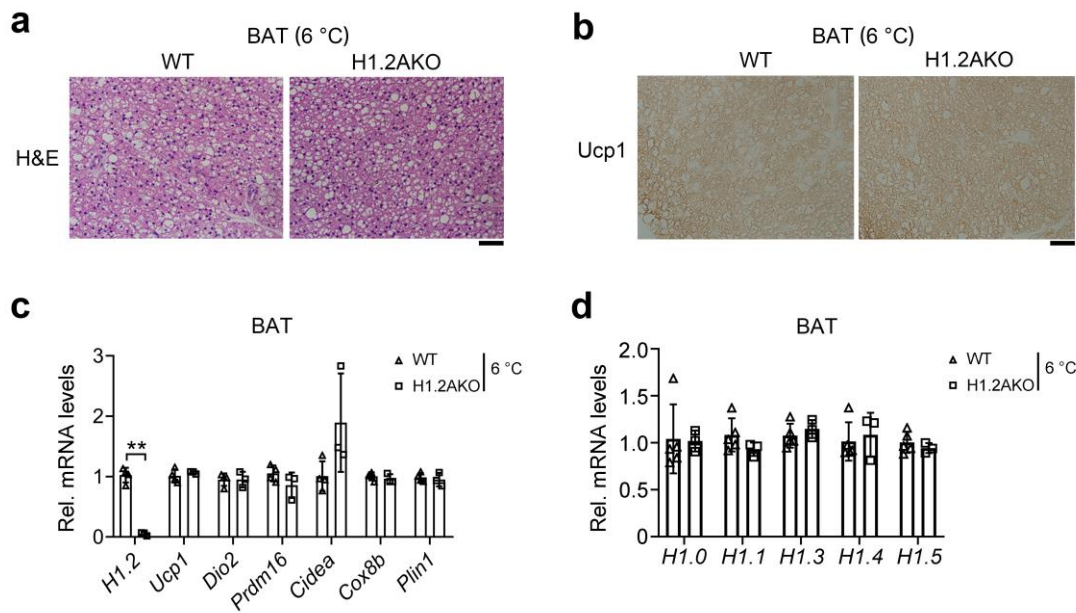

Supplementary Fig. 6. No alteration in BAT of WT and H1.2AKO mice after cold exposure.

10-week-old male mice were used in this figure. **a-b** Representative H&E (a) and Ucp1 staining (b) in BAT of WT and H1.2AKO mice after cold exposure at 6 °C for 3 days (WT mice, n = 4; H1.2AKO mice, n = 3). Scale bar = 50 μ m. **c** *H1.2* and thermogenic gene levels in BAT of H1.2AKO mice after cold exposure (WT mice, n = 4; H1.2AKO mice, n = 3; unpaired two-tailed Student's t-test). **d** Relative mRNA levels of other somatic H1 variants in BAT of WT and H1.2AKO mice after cold exposure (WT mice, n = 5; H1.2AKO mice, n = 3; unpaired two-tailed Student's t-test). Data are mean $\pm$ S.D.. ** $P < 0.01$. Source data and exact P values are provided in a Source data file.

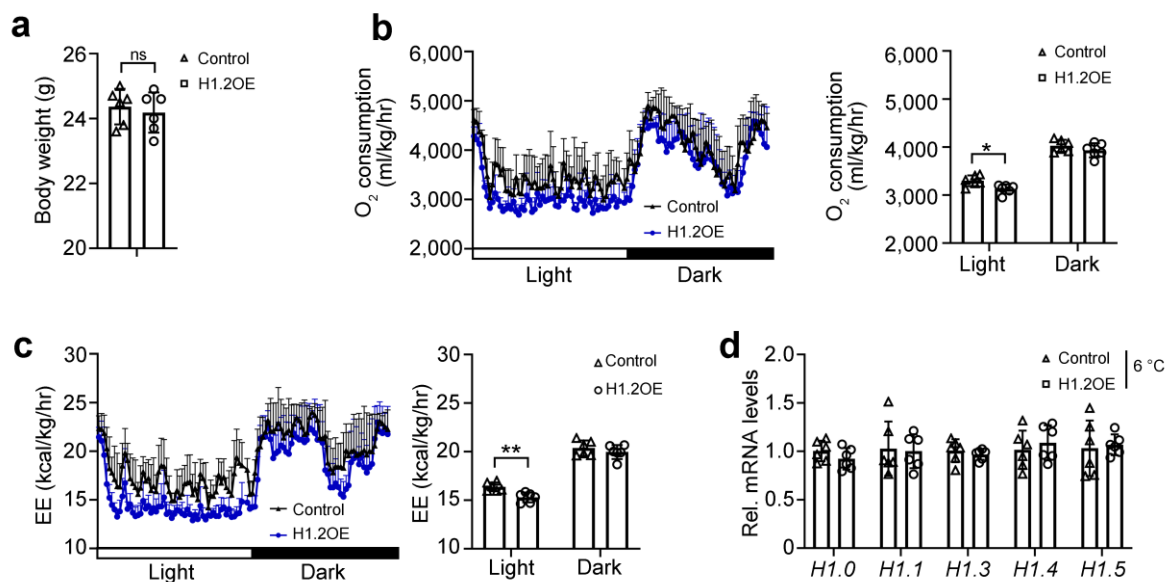

Supplementary Fig. 7. Normal chow-fed mice with H1.2 overexpression in beige adipocytes show reduced energy expenditure. 10-week-old male mice were used in this figure. **a** Body weight of C57BL/6 mice at 3 weeks after injected with AAV-Vehicle (Control) or AAV-H1.2 (H1.2OE) (n = 6; unpaired two-tailed Student's t-test). **b** Oxygen consumption with quantitative results of control and H1.2OE mice (n = 6 per group; two-tailed ANCOVA with body weight as a covariate). **c** energy expenditure (EE) with quantitative results of control and H1.2OE mice (n = 6 per group; two-tailed ANCOVA with body weight as a covariate). **d** Relative mRNA levels of other somatic H1 variants in iWAT of control and H1.2OE mice under cold exposure (6 °C for 3 days; n = 6 per group; unpaired two-tailed Student's t-test). Data are mean $\pm$ S.D.. * P < 0.05, ** P < 0.01; ns, not significant. Source data and exact P values are provided in a Source data file.

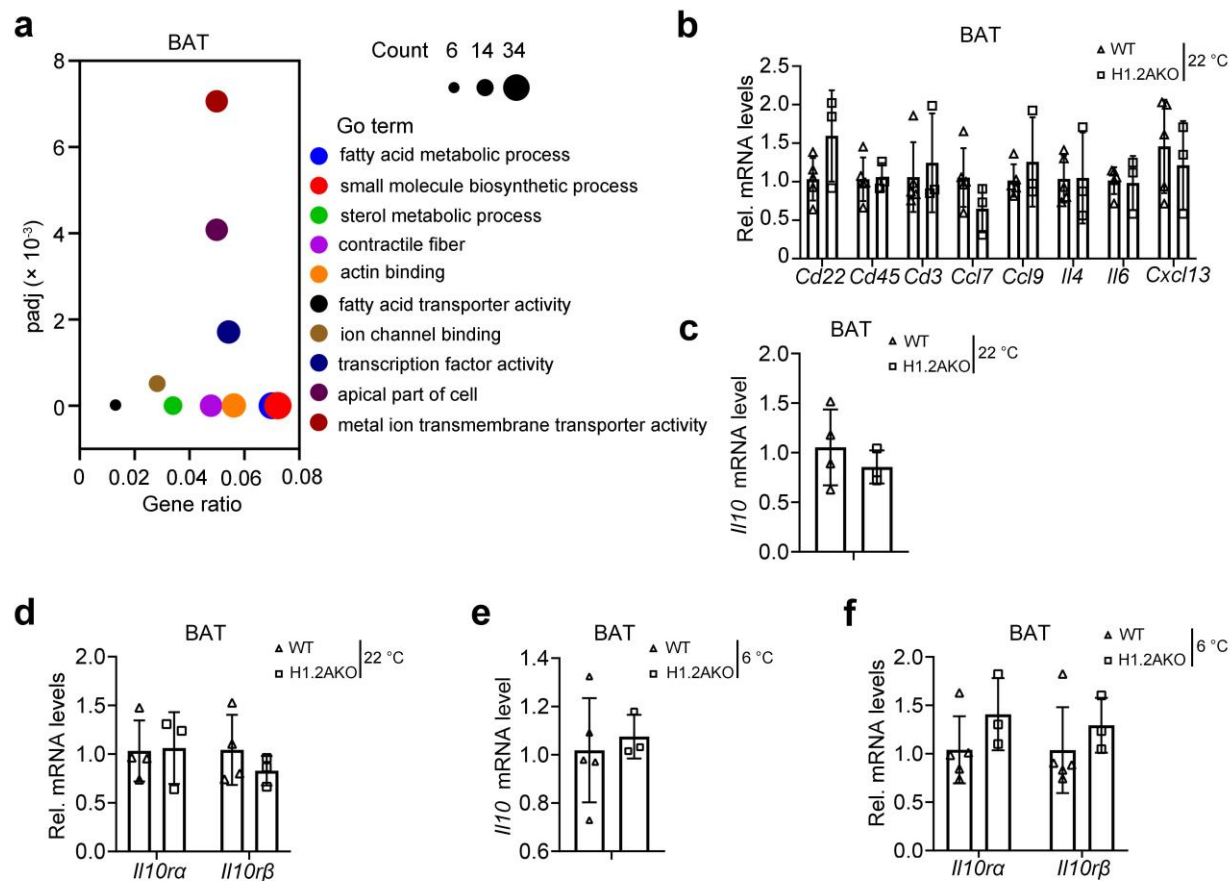

Supplementary Fig. 8. Similar *Il10ra* expression level in BAT of WT and H1.2AKO mice.

10-week-old male mice were used in this figure. **a** GO (Gene Ontology) analysis of differential expressed genes in BAT of WT and H1.2AKO mice. **b** mRNA levels of genes related to immune response in BAT of WT and H1.2AKO mice (WT mice, $n = 5$; H1.2AKO mice, $n = 3$; unpaired two-tailed Student's t-test). **c-d** *Il10* (c), *Il10ra* and *Il10rb* (d) mRNA levels in BAT of WT and H1.2AKO mice under normal conditions (WT mice, $n = 4$; H1.2AKO mice, $n = 3$; unpaired two-tailed Student's t-test). **e-f** *Il10* (e), *Il10ra* and *Il10rb* (f) mRNA levels in BAT of WT and H1.2AKO mice under cold stimuli (6 °C for 3 days) (WT mice, $n = 5$; H1.2AKO mice, $n = 3$; unpaired two-tailed Student's t-test). Data are mean $\pm$ S.D.. Source data and exact P values are provided in a Source data file.

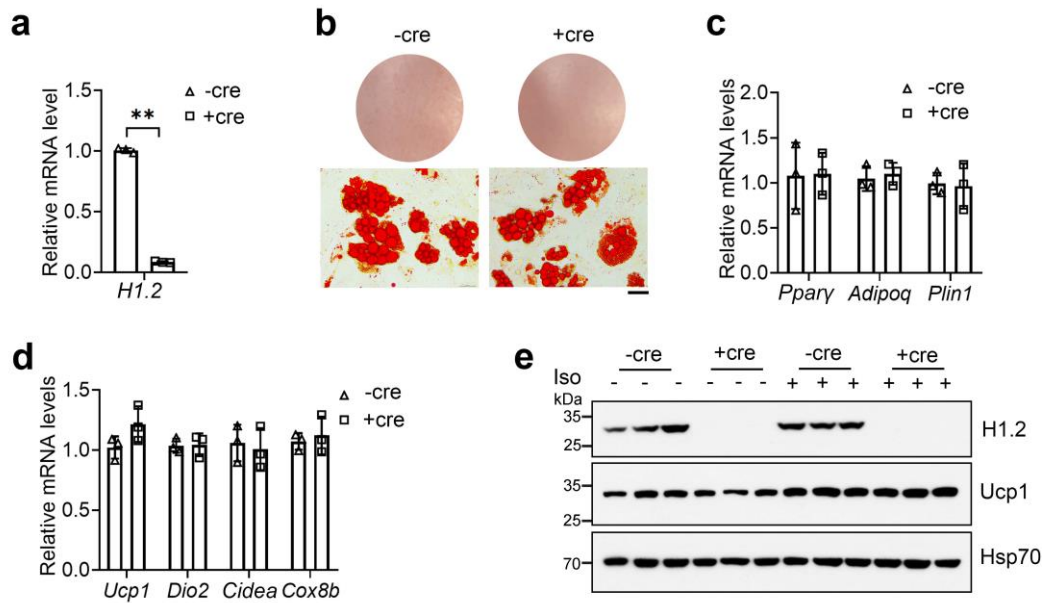

Supplementary Fig. 9. H1.2 knockout does not affect brown adipocyte thermogenesis *in vitro*. **a** *H1.2* level of differentiated brown adipocytes isolated from *H1.2^{flox/flox}* mice treated with AAV-packed Cre recombinase (+Cre) or vehicle (-Cre) (n = 3; unpaired two-tailed Student's t-test; repeated three times independently with similar results obtained). **b** Representative Oil red O staining of differentiated brown adipocytes isolated from *H1.2^{flox/flox}* mice treated with or without Cre (repeated three times independently with similar results obtained). Scale bar = 50 μ m. **c-d** qPCR of genes related to adipogenesis (c) or thermogenesis (d) of differentiated brown adipocytes isolated from *H1.2^{flox/flox}* mice treated with or without Cre (n = 3; unpaired two-tailed Student's t-test; repeated three times independently with similar results obtained). **e** H1.2 and Ucp1 protein levels of differentiated brown adipocytes isolated from *H1.2^{flox/flox}* mice treated with or without Cre (n = 3; repeated three times independently with similar results obtained). Data are mean $\pm$ S.D.. ** $P < 0.01$. Source data and exact P values are provided in a Source data file.

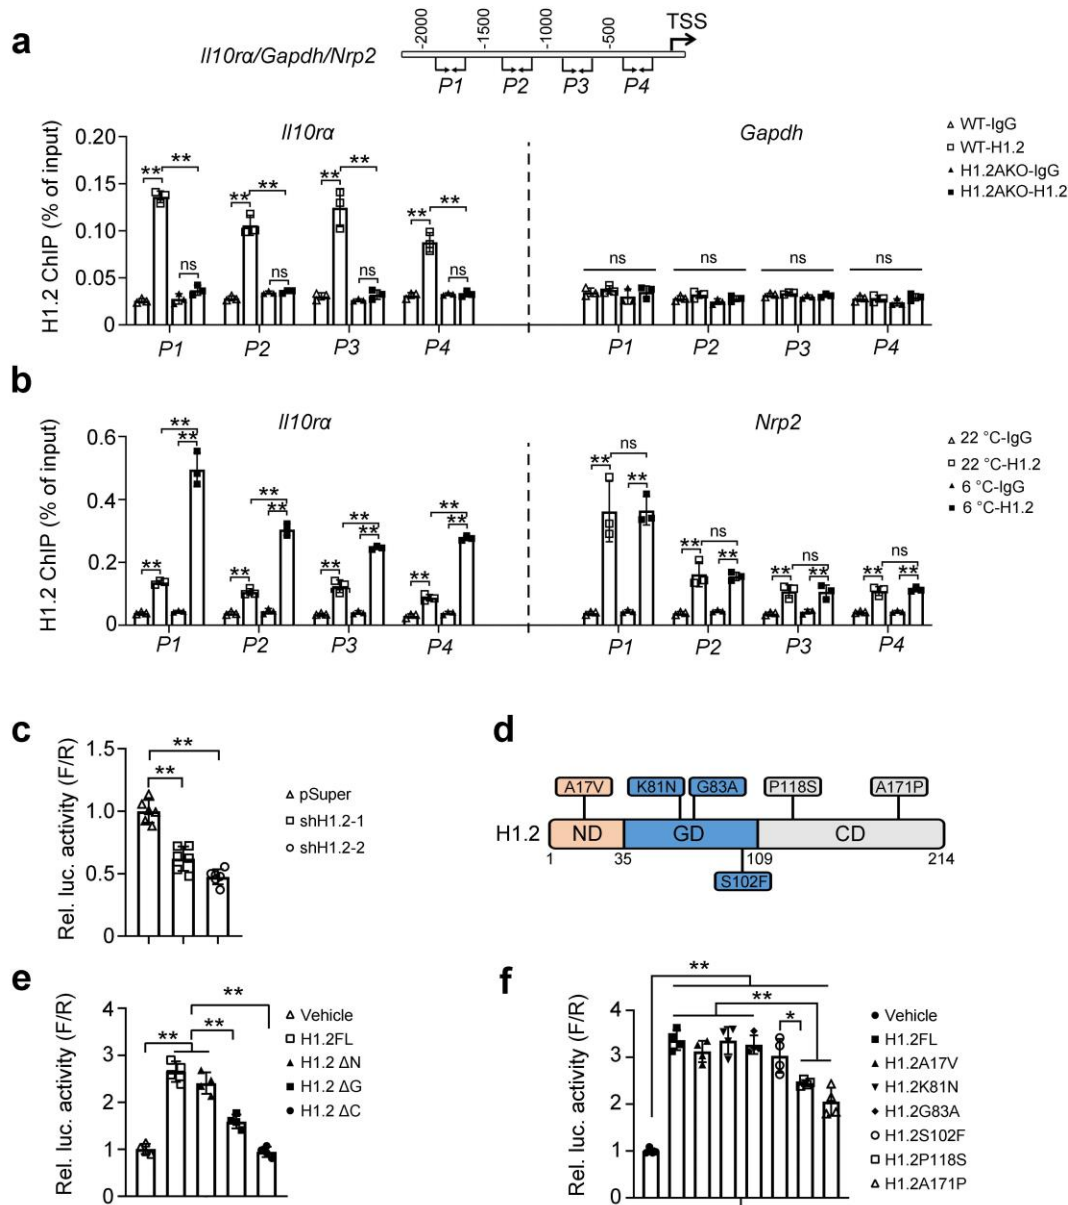

Supplementary Fig. 10. H1.2 binds to *Il10ra* promoter and promotes *Il10ra* transcription. **a** ChIP assay of H1.2 binding on different regions of the *Il10ra* promoter in iWAT of WT and H1.2AKO mice. Regions of *Gapdh* promoter are used as negative control (n = 3). $P_{Il10ra-P1/P2/P3/P4}$ (WT-IgG vs WT-H1.2) < 0.0001, $P_{Il10ra-P1/P2/P3/P4}$ (WT-H1.2 vs H1.2AKO-H1.2) < 0.0001, $P_{Il10ra-P1}$ (H1.2AKO-IgG vs H1.2AKO-H1.2) = 0.1967, $P_{Il10ra-P2}$ (H1.2AKO-IgG vs H1.2AKO-H1.2) = 0.9966, $P_{Il10ra-P3}$ (H1.2AKO-IgG vs H1.2AKO-H1.2) = 0.905, $P_{Il10ra-P4}$ (H1.2AKO-IgG vs H1.2AKO-H1.2) = 0.9966.

vs H1.2AKO-H1.2) > 0.999. **b** ChIP assay of H1.2 binding on different regions of the *Il10ra* promoter in iWAT of WT mice under normal conditions or cold stimuli (6 °C for 3 days). Regions of *Nrp2* promoter are used as negative control (n = 3). $P_{Il10ra-P1}$ (22 °C-IgG vs 22 °C-H1.2) = 0.0095, $P_{Il10ra-P2}$ (22 °C-IgG vs 22 °C-H1.2) = 0.0005, $P_{Il10ra-P3/P4}$ (22 °C-IgG vs 22 °C-H1.2) < 0.0001, $P_{Il10ra-P1/P2/P3/P4}$ (6 °C-IgG vs 6 °C-H1.2) < 0.0001, $P_{Il10ra-P1/P2/P3/P4}$ (22 °C-H1.2 vs 6 °C-H1.2) < 0.0001, $P_{Nrp2-P1}$ (22 °C-IgG vs 22 °C-H1.2) = 0.0003, $P_{Nrp2-P2}$ (22 °C-IgG vs 22 °C-H1.2) = 0.0004, $P_{Nrp2-P3}$ (22 °C-IgG vs 22 °C-H1.2) = 0.0026, $P_{Nrp2-P4}$ (22 °C-IgG vs 22 °C-H1.2) < 0.0001, $P_{Nrp2-P1}$ (6 °C-IgG vs 6 °C-H1.2) = 0.0004, $P_{Nrp2-P2}$ (6 °C-IgG vs 6 °C-H1.2) = 0.001, $P_{Nrp2-P3}$ (6 °C-IgG vs 6 °C-H1.2) = 0.0054, $P_{Nrp2-P4}$ (6 °C-IgG vs 6 °C-H1.2) < 0.0001, $P_{Nrp2-P1}$ (22 °C-H1.2 vs 6 °C-H1.2) = 0.9999, $P_{Nrp2-P2}$ (22 °C-H1.2 vs 6 °C-H1.2) = 0.9805, $P_{Nrp2-P3}$ (22 °C-H1.2 vs 6 °C-H1.2) = 0.9991, $P_{Nrp2-P4}$ (22 °C-H1.2 vs 6 °C-H1.2) = 0.8597. **c** Luciferase reporter assay of the effects of H1.2 knockdown on *Il10ra* level in HEK293T cells (n = 6 per group for each time; repeated three times independently with similar results obtained). P_{pSuper} vs shH1.2-1 < 0.0001, P_{pSuper} vs shH1.2-2 < 0.0001. **d** Structure and mutation sites of H1.2. **e-f** Luciferase reporter assay of the effects of H1.2 domain truncations (e) and different clinical H1.2 mutations (f) on *Il10ra* level in HEK293T cells (n = 4 per group for each time; repeated three times independently with similar results obtained). In **e**: $P_{Vehicle}$ vs H1.2FL < 0.0001, $P_{Vehicle}$ vs H1.2ΔN < 0.0001, $P_{H1.2FL}$ vs H1.2ΔG < 0.0001, $P_{H1.2FL}$ vs H1.2ΔC < 0.0001, $P_{H1.2ΔN}$ vs H1.2ΔG = 0.0006, $P_{H1.2ΔN}$ vs H1.2ΔC = 0.0005; in **f**: $P_{Vehicle}$ vs H1.2FL/H1.2A17V/H1.2K81N/H1.2G83A/H1.2S102F/H1.2P118S/H1.2A171P < 0.0001, $P_{H1.2FL}$ vs H1.2P118S = 0.0003, $P_{H1.2A17V}$ vs H1.2P118S = 0.01, $P_{H1.2K81N}$ vs H1.2P118S = 0.0003, $P_{H1.2G83A}$ vs H1.2P118S = 0.0013, $P_{H1.2S102F}$ vs H1.2P118S = 0.0351, $P_{H1.2FL/H1.2A17V/H1.2K81N/H1.2G83A}$ vs H1.2A171P < 0.0001. Data are mean ± S.D.. One-way ANOVA with Tukey's multiple comparisons test in **a-c** and **e-f**. * P < 0.05, ** P < 0.01; ns, not significant. Source data and exact P values are provided in a Source data file.

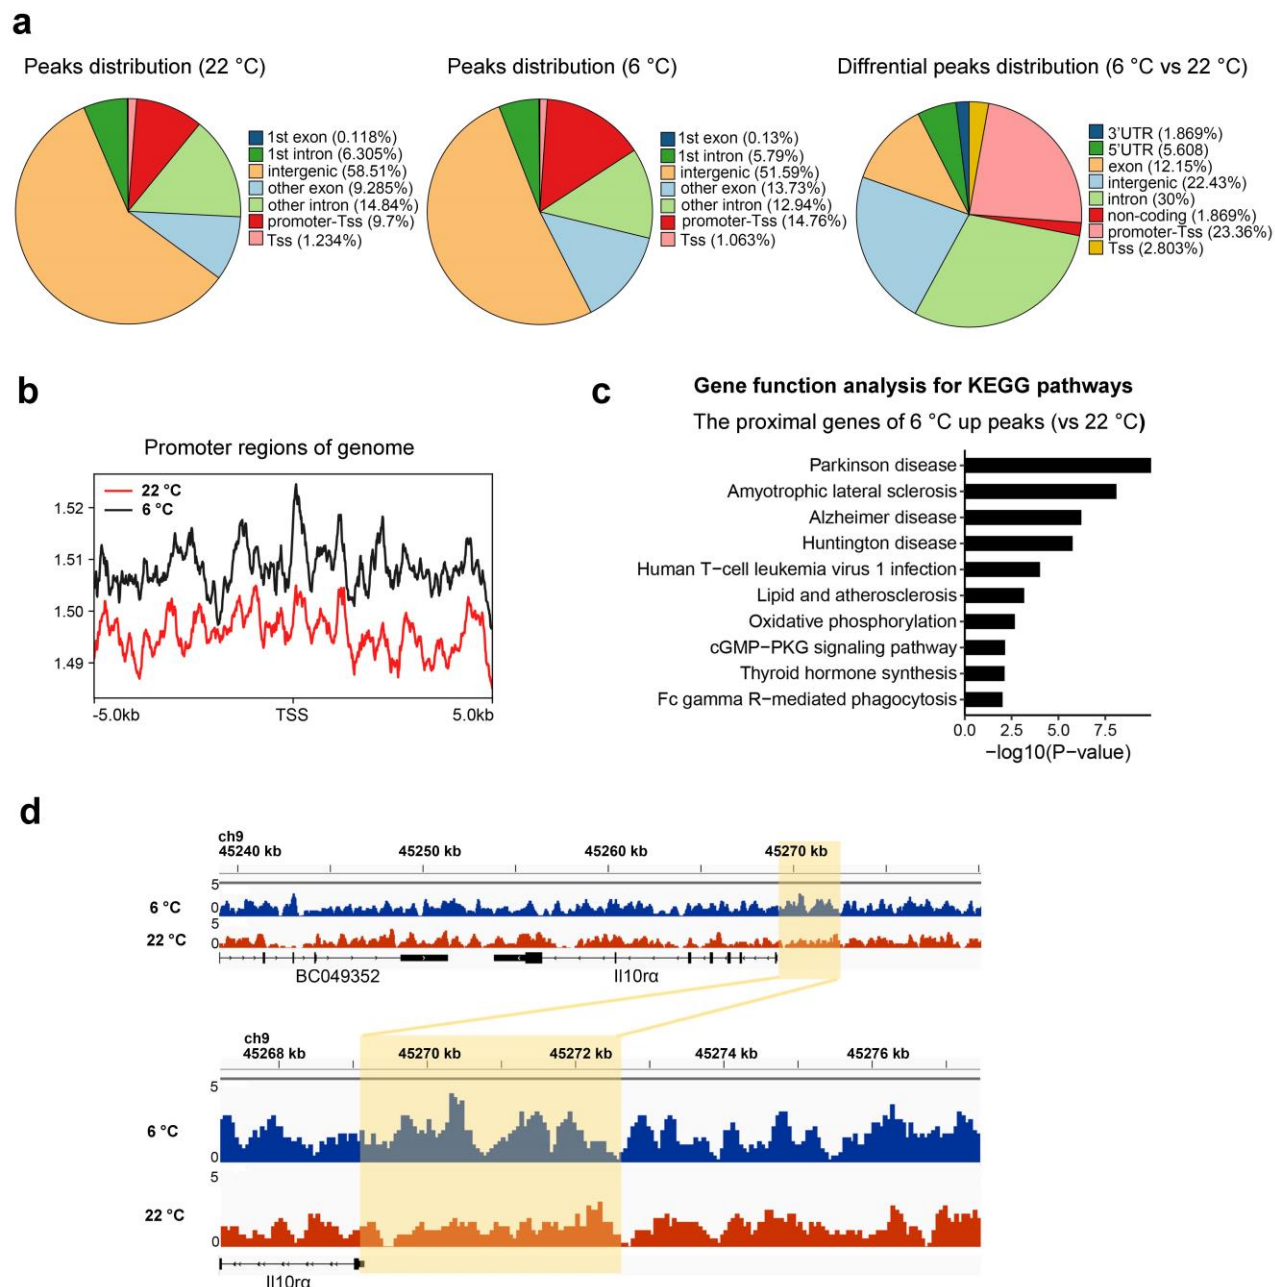

Supplementary Fig. 11. Identification of whole-genome DNA-binding sites for H1.2 by ChIP-seq. a Pie diagram showing the distribution of H1.2 binding sites in the genome including intergenic, 1st intron, 1st exon, promoter, transcription start site (TSS), other introns, and other exons in iWAT of WT mice under normal conditions, cold exposure (6 °C for 3 days), or differential binding sites under these two conditions. **b** The intensity of H1.2 peaks distributed on two sides of the TSS in iWAT of WT mice

under normal conditions and cold exposure. **c** KEGG pathway analysis of cold-induced differential peak-related genes enriched with H1.2. **d** ChIP-seq peaks of H1.2 enrichments at the promoter region of *Il10ra* under normal conditions and cold exposure.

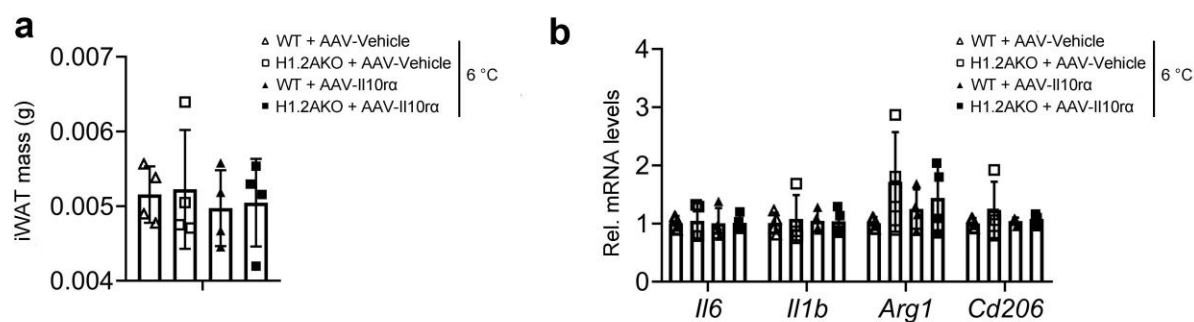

Supplementary Fig. 12. AAV-II10ra treatment does not affect iWAT weights or inflammation under cold exposure. **a** Weights of iWAT of WT and H1.2AKO mice injected with AAV-II10ra or AAV-Vehicle under cold exposure for 3 days (n = 4 per group; one-way ANOVA with Tukey's test). **b** mRNA levels of inflammation related genes in iWAT of WT and H1.2AKO mice injected with AAV-II10ra or AAV-Vehicle under cold exposure (n = 4 per group; one-way ANOVA with Tukey's test). Data are mean $\pm$ S.D.. Source data and exact *P* values are provided in a Source data file.

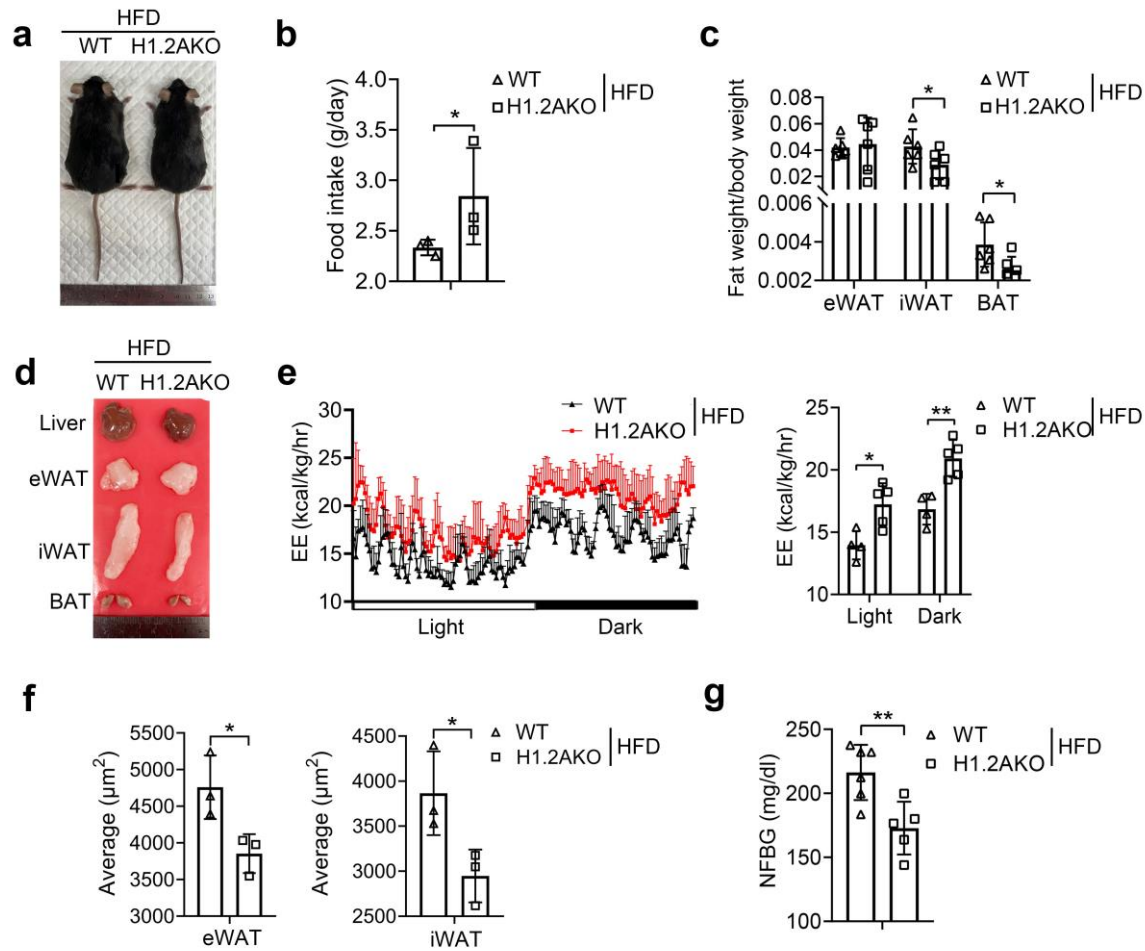

Supplementary Fig. 13. H1.2AKO mice show improved metabolic status under HFD feeding.

21-week HFD-fed WT and H1.2AKO male mice were used in this figure. **a** Representative view of HFD-fed WT and H1.2AKO mice (WT mice, $n = 6$; H1.2AKO mice, $n = 5$). **b** Food intake of HFD-fed WT and H1.2AKO mice ($n = 3$; unpaired two-tailed Student's t -test). **c-d** eWAT/iWAT/BAT mass (c) and abdominal view (d) of HFD-fed WT and H1.2AKO mice (WT mice, $n = 6$; H1.2AKO mice, $n = 5$; unpaired two-tailed Student's t -test). **e** Energy expenditure (EE) of HFD-fed WT and H1.2AKO mice (WT mice, $n = 4$; H1.2AKO mice, $n = 5$; two-tailed ANCOVA with body weight as a covariate). **f** Average adipocyte area of eWAT and iWAT in HFD-fed WT and H1.2AKO mice ($n = 3$; unpaired two-tailed Student's t -test). **g** Blood glucose of HFD-fed WT and H1.2AKO mice (WT mice, $n = 6$;

H1.2AKO mice, $n = 5$; unpaired two-tailed Student's t -test). Data are mean $\pm$ S.D.. $*P < 0.05$, $**P < 0.01$. Source data and exact P values are provided in a Source data file.

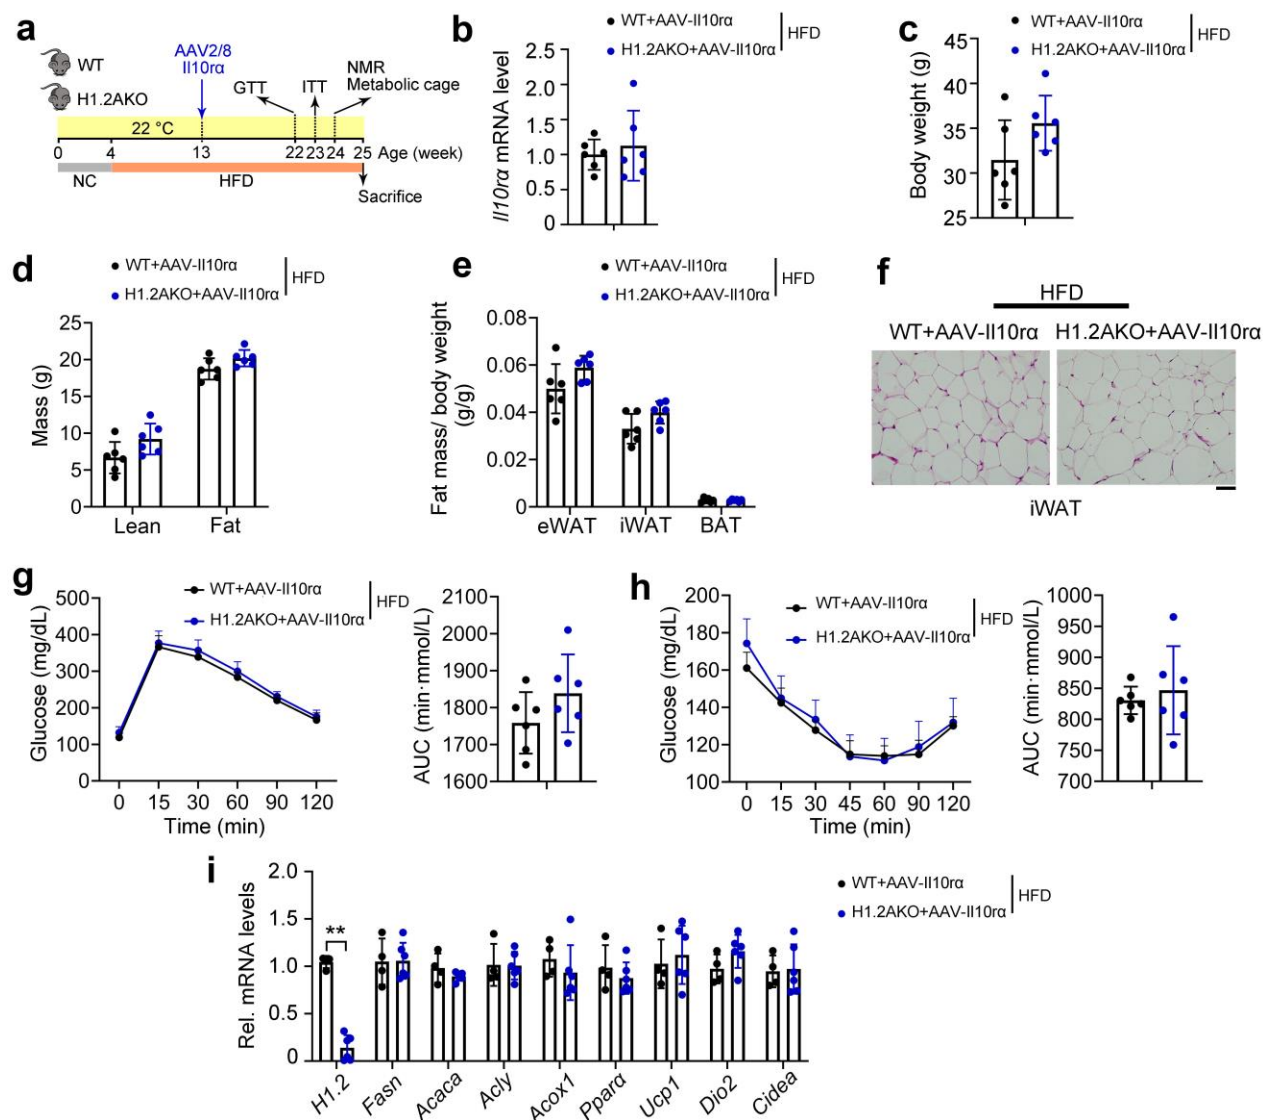

Supplementary Fig. 14. Overexpression of *Il10ra* abolishes the metabolic improvement in HFD-fed H1.2AKO mice. **a** Experimental design. HFD-fed WT and H1.2AKO mice were injected with AAV-Il10 α in both sides of iWAT at 13-week-old, and maintained on HFD-fed conditions until 25-week-old. **b** mRNA level of *Il10ra* in iWAT of AAV-Il10 α injected HFD-fed WT and H1.2AKO mice (n = 6 per group). **c-e** Body weight (c), fat mass (d), and tissue weights (e) of AAV-Il10 α injected HFD-fed WT and H1.2AKO mice (n = 6 per group). **f** Representative H&E staining of iWAT of WT and H1.2AKO mice (n = 6 per group). Scale bar = 50 μ m. **g-h** GTT (g) and ITT (h) of AAV-Il10 α

injected HFD-fed WT and H1.2AKO mice (n = 6 per group). **i** qPCR of genes related to thermogenesis and lipid β -oxidation in iWAT of AAV-Il10 α injected HFD-fed WT and H1.2AKO mice (WT mice, n = 4; H1.2AKO mice, n = 6; unpaired two-tailed Student's t-test). Data are mean $\pm$ S.D.. ** $P < 0.01$. Source data and exact P values are provided in a Source data file.

# Supplementary material for: Linker histone variant H1.2 is a brake on white adipose tissue browning
**Source:** Nat Commun. 2023 Jul 6;14:3982. doi: 10.1038/s41467-023-39713-w
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Data collection for metabolic study: Oxymax (USA);
Data filtration for ChIP-seq: Trimmomatic version 0.36 (USA)

Data analysis

Image analysis for super-resolution immunofluorescence: Image J version 1.53 (USA);
analysis for western blots: Quantity One version 4.6.2 (USA)
Graphs: Graphpad Prism version 8 (USA);
Reads of ChIP-seq mapping to mouse genome : STAR version 2.5.3a (USA);
Reads distribution analysis for ChIP-seq results: RSeQC version 2.6 (USA);
Peak calling for ChIP-seq results: MACS2 version 2.1.1 (USA) ;
Peaks annotation and peak distribution analysis for ChIP-seq results: The bedtools version 2.25.0 (USA);
Visualization of mapping results for DNA sequencing data: IGV version 2.16.1 (USA)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data described in this work is available in NCBI GEO database under accession code GSE215412. ChIP-seq data generated in this study are accessible in NCBI GEO database through accession code GSE232530. Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	Sex and/or gender was not considered in the study design due to limited number of participants.
Reporting on race, ethnicity, or other socially relevant groupings	Asian (Chinese)
Population characteristics	40-70 years old subjects underwent surgery for benign or malignant lung tumor.
Recruitment	Human subcutaneous fat depots from both genders were obtained during surgery for lung tumor in Affiliated Tongji Hospital of Tongji Medical College (Wuhan, China). No self-selection bias was existed.
Ethics oversight	All performed procedures are approved by the ethics committee of Tongji Medical College in accordance with the principle of the Helsinki Declaration, and informed consent was obtained from all subjects.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Samples sizes were determined based on previous experience (doi: 10.1038/s41467-022-31476-0;doi: 10.2337/db20-0437;doi: 10.1002/mnfr.202100417), literature standards, or pilot data to ensure the possibility of statistical analysis and to minimize the use of experimental animals based on the 3R principles. Additional details regarding sample size are described in figure legends and can be found in Source Data.
Data exclusions	No data was excluded.
Replication	All experiments using animals were performed with at least three biological replicates; all experiments using cultured cells were independently performed for three times and similar results were obtained. Relevant information of replication was mentioned in indicated figure legends.
Randomization	Randomization was done to cell cultures. For animal studies, WT mice were randomly allocated to groups for cold, CL, or AAV treatment. Randomization was not done to other mice that were grouped based on genotypes (such as HFD vs. chow diet groups, or cold groups).
Blinding	Blinding was done for RNA-seq and ChIP-seq analysis. For the other animal studies and cell cultures, blinding was not done since the experimental design requires the investigators to know genotype information for each mouse or the treatment for cells. Most of the experiments were designed, performed and analyzed by the same person. However, no data was excluded in this study, all results were analyzed in unbiased ways.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

All antibodies used in this study were listed in Supplementary table 2.

Primary Antibodies:

Rabbit anti-H1.2 (ab181973, Abcam) EPR12690; dilution 1:500 for IHC/IF; 2 ug/sample for ChIP

Rabbit anti-H1.2 (A0646, Abclonal) ARC1836; dilution 1:1000 for WB;

Rabbit anti-Ucp1 (ab10983, Abcam); dilution 1:1000-10000 for WB/IHC;

Rabbit anti-PPAR α (2435, Cell Signaling Technology) C26H12; dilution 1:1000 for WB;

Rabbit anti-IL10 α (ab225820, Abcam); dilution 1:1000 for WB/IF;

Goat anti-Perilipin 1 (ab61682, Abcam); dilution 1:2000 for IF;

Rabbit anti-Fabp4 (2120, Cell Signaling Technology) ; dilution 1:5000 for WB;

Rabbit anti-a-Tubulin (AF0001, Beyotime Biotechnology); dilution 1:10000 for WB;

Mouse anti-Hsp70 (610607, BD Pharmingen) dilution 1:10000 for WB.

Secondary antibodies:

Goat anti-rabbit IgG:HRP (Bio-Rad ,1706515); dilution 1:5000 for WB

Goat anti-mouse IgG:HRP (Bio-Rad,1706516); dilution 1:10000 for WB

Goat Anti-Rabbit IgG Antibody (H+L), Biotinylated (vector laboratories, BA-1000); dilution 1:1000 for IHC

Rabbit anti-Goat IgG (H+L) Alexa Fluor™ 488 (Thermo fisher, A11078); dilution 1:1000 for IF

Goat anti-Rabbit IgG (H+L) Alexa Fluor™ 594 (Thermo fisher, A11012); dilution 1:1000 for IF

Validation

These antibodies were selected carefully upon reviewing published papers and purchased from commercial vendors that have validated with over-expression and/or knockdown in cell lines. Their validation statements are available on the manufacturer's website.

Rabbit anti-H1.2 (ab181973, Abcam) EPR12690

validated for WB/IHC/ChIP in mouse and human cell lines

<https://www.abcam.cn/products/primary-antibodies/histone-h12-antibody-epr12690-ab181973.html>

Rabbit anti-H1.2 (A0646, Abclonal) ARC1836

validated for WB in mouse and human cell lines

<https://abclonal.com.cn/catalog/A0646>

Rabbit anti-Ucp1 (ab10983, Abcam)

validated for WB/IHC in mouse adipose tissue

<https://www.abcam.cn/products/primary-antibodies/ucp1-antibody-ab10983.html>

Rabbit anti-PPAR α (2435, Cell Signaling Technology) C26H12

validated for WB in mouse cell lines

https://www.cellsignal.cn/products/primary-antibodies/pparg-c26h12-rabbit-mab/2435?site-search-type=Products&N=4294956287&Ntt=2435&fromPage=plp&_requestid=377958

Rabbit anti-IL10 α (ab225820, Abcam);

validated for WB in mouse and human cell lines

<https://www.abcam.cn/products/primary-antibodies/il-10ra-antibody-ab225820.html>

Goat anti-Perilipin 1 (ab61682, Abcam)

validated for WB /IHC/IF in mouse and human adipocytes

<https://www.abcam.cn/products/primary-antibodies/perilipin-1-antibody-ab61682.html>

Rabbit anti-Fabp4 (2120, Cell Signaling Technology)

validated for WB /IHC/IF in mouse adipocytes

https://www.cellsignal.cn/products/primary-antibodies/fabp4-antibody/2120?site-search-type=Products&N=4294956287&Ntt=2120&fromPage=plp&_requestid=380630

Rabbit anti-a-Tubulin (AF0001, Beyotime Biotechnology)

validated for WB /IHC/IF in mouse and human cell lines

<https://www.beyotime.com/product/AF0001.htm>

Mouse anti-Hsp70 (610607, BD Pharmingen)

validated for WB in mouse and human cell lines

<https://www.bdbiosciences.com/zh-cn/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-hsp70.610607>

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	HEK293T was obtained from Procell Biotech (CL-0005, Wuhan, China)
Authentication	Authentication was done by Procell Biotech with morphology and STR profiling provided on https://www.procell.com.cn/view/471.html
Mycoplasma contamination	Cell lines were routinely monitored for mycoplasma contamination and negative results were obtained.
Commonly misidentified lines (See ICLAC register)	No commonly misidentified cell lines were used.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	LoxP-flanked H1.2 (H1.2flox/flox) mice, constructed by Saiye Inc. (Suzhou, China), and adiponectin-Cre mice (JAX, No.010803) were used to generate adipocyte-specific H1.2 knockout (H1.2AKO) mice. Male H1.2AKO and wildtype controls on C57BL/6 background ranging from 8-25 weeks age were used in this study with details of specific experiments mentioned in indicated figure legends and Methods section. 8-10 weeks wildtype C57BL/6 male mice were purchased from Hubei Provincial Center for Disease Control and Prevention. Unless noted otherwise, all mice were maintained in a specific-pathogen-free, temperature-controlled (22 °C ± 2 °C) animal facility with 50-60% humidity, a 12-h light/dark cycle, and free access to water and normal chow (#1025; HFK Bio., Beijing, China).
Wild animals	No wild animals were included in this study
Reporting on sex	Male mice of H1.2AKO and WT controls were used in this study; while female mice were used for breeding. This detail has also been described in Methods.
Field-collected samples	No field-collected samples included.
Ethics oversight	All performed procedures on animals have been approved by the Institutional Animal Care and Use Committee at the Institute of College of Life Science at Wuhan University

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>
Authentication	<i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232530
Files in database submission	iWAT6_1.R1.fq.gz<br>iWAT22_1.R1.fq.gz<br>iWAT6_2.R1.fq.gz<br>iWAT6_1_IP.R1.fq.gz<br>iWAT22_2.R1.fq.gz

iWAT6_3.R1.fq.gz
 iWAT6_2_IP.R1.fq.gz
 iWAT22_1_IP.R1.fq.gz
 iWAT6_3_IP.R1.fq.gz
 iWAT22_2_IP.R1.fq.gz
 iWAT6_1.R2.fq.gz
 iWAT22_1.R2.fq.gz
 iWAT6_2.R2.fq.gz
 iWAT6_1_IP.R2.fq.gz
 iWAT22_2.R2.fq.gz
 iWAT6_3.R2.fq.gz
 iWAT6_2_IP.R2.fq.gz
 iWAT22_1_IP.R2.fq.gz
 iWAT6_3_IP.R2.fq.gz
 iWAT22_2_IP.R2.fq.gz
 iWAT6_1.bw
 iWAT22_1.bw
 iWAT6_2.bw
 iWAT6_1_IP.bw
 iWAT22_2.bw
 iWAT6_3.bw
 iWAT6_2_IP.bw
 iWAT22_1_IP.bw
 iWAT6_3_IP.bw
 iWAT22_2_IP.bw

Genome browser session
(e.g. [UCSC](#))

All bigwig files have been deposited to GEO dataset as processed files.

Methodology

Replicates	For 22°C group, data are from biological duplicates; for 6 °C group, data are from biological triplicates.
Sequencing depth	Each library contains at least 90 million reads, with more than 90% of total reads are mapped and 80% of total reads are uniquely mapped. 200-500 bps, paired ended reads are enriched.
Antibodies	Rabbit anti-H1.2 (181973, Abcam)
Peak calling parameters	The MACS2 software (Version 2.1.1) was used for peak calling. <code>epic --treatment {ip_beds} --control {input_beds} --number-cores {threads} --outfile {output} --bed {bbedd} --chromsizes {genome_size} --false-discovery-rate-cutoff 0.00001 --effective-genome-fraction 1 --log {log_file}</code> .
Data quality	FastQC (Version v0.11.5) was used for quality check of sequencing reads
Software	The RSeQC (version 2.6) was used for reads distribution analysis. The MACS2 software (Version 2.1.1) was used for peak calling. The bedtools (Version 2.25.0) was used for peaks annotation and peak distribution analysis.

How the deposited data were processed for this re-analysis (not part of the article)

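RNA from iWAT and BAT of WT and H1.2AKO mice was measured in 8 libraries, 2 per tissue and genotype, each a pool of several mice. The sources do not state whether pools of the 2 tissues came from the same mice. The authors deposited FPKM values per gene and library, with gene lengths and coordinates. The submitters' processing notes name HISAT2 2.0.5 and the builds mm10 and GRCm38.p6, and the paper states that a sequencing company performed sequencing and data analysis. The read counter, the annotation release, the FPKM tool and the test behind the paper's gene lists are not given in the sources used here. The table lists 44422 genes, of which 42462 have an identifier in GENCODE vM21. For 27 genes a spreadsheet had turned the symbol into a date, and 798 had no symbol. 28 symbols were taken from GENCODE by identifier, and 157 genes that share a symbol were kept apart by identifier.

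The deposited FPKM values were analysed on the log2 scale after adding 0.5, with R 4.3.3 and limma 3.58.1. One mean was fitted per tissue and genotype over all 8 libraries, with limma's trended empirical Bayes moderation (4 residual and 2.57 prior degrees of freedom). A gene was tested in a tissue with a mean of at least 0.5 FPKM over its 4 libraries. Benjamini-Hochberg adjustment was made within a tissue, and the threshold was an adjusted p under 0.05. The tissue by genotype interaction was tested over the 14945 genes tested in either tissue. The design, 35 gene lists, the rule for named genes and most alternatives were fixed before the data were examined. Lists with at least 3 tested genes were compared with all other genes by limma's camera with a preset correlation of 0.01, adjusted over 68 tests of a list in a tissue. Of these, 27 passed with the preset correlation and 0 with an estimated correlation (3 had an unadjusted p under 0.05). Those 3 were the clock in iWAT and BAT and immunoglobulin genes in iWAT. The estimate is made over the residuals of all 8 libraries, so spread in 1 tissue enters the tests of the other. With it camera also uses only the 4 residual degrees of freedom, so the 2 settings differ in more than the correlation. For the clock in iWAT the estimate, -0.0283, lay below the preset. Its camera p still went from 9.13e-07 to 0.00632. By fry, which tests whether a list's genes move one way and makes no comparison with other genes, 1 passed, the clock in iWAT (adjusted p = 0.0399). Named genes are the 37 genes the paper names, the 4 genes with the smallest p in each described list and the 5 with the smallest p for the interaction. The rule's part on genes past the threshold named 0 genes. Any other gene named was chosen after its values were seen.

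Depth lay between 16118634 and 17480325 reads per library over the listed genes, recovered from the deposited values and the gene lengths. In every library 100% of the values above 0 came to whole reads within 0.01. The FPKM totals differ in makeup by tissue. Mitochondrially encoded genes took 11.1% to 13.5% of the FPKM in iWAT and 31.4% to 34.3% in BAT. Replicate libraries differed by far more than sampling noise (chi-square per gene from 11.2 to 47.6), so no 2 columns hold the same library. Groups of 2 libraries were not tested for outlying libraries, and splits of 2 against 2 are too few for a share under 0.05. Libraries were left out in turn instead.

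The analysis was tested on simulated values with 200 changed genes, drawn from the means of the real libraries and the fitted spread. Of 66 genes changed 2-fold, limma called 38 in simulated iWAT (14372 genes tested, 16 false calls over all sizes of change) and 37 in simulated BAT (13231 tested, 17 false calls). A simulated change of the sterol synthesis list was called in both tissues with 0 other lists called. Genes vary independently in that simulation, whereas real libraries share variation such as the amount of muscle RNA. With 200 changed genes the adjusted threshold is also easier to pass, so these shares do not carry over to data with 0 calls. Of 67 genes changed by 3 on the log2 scale, 65 were called in simulated iWAT. In the real iWAT libraries Hist1h1c, with a log2 fold change of -3.30, was not called.

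Alternatives were pseudocounts of 0.1 and 1, no filter on low values, a mean of at least 1 FPKM, each tissue fitted alone, the replicate number as a block, median-ratio scaling and quantile normalization within a tissue, robust moderation, protein-coding genes, limma-voom on the recovered reads, each library left out in turn, other thresholds, camera with an estimated correlation and fry. Where a library is left out, the lone library of its group is assumed to vary like the other groups. A crossed pairing of the replicate numbers in iWAT, the skeletal muscle level as a covariate and camera on the interaction, over all genes and over those tested in both tissues, were added after the data were examined. The covariate is the mean log2 value of the muscle list per library, with 1 slope over all 8 libraries. What becomes of the muscle lists under it is therefore set in advance. In BAT it was lower in both H1.2AKO libraries, so a BAT call that ends with it cannot tell muscle from genotype. Its slope is set by differences between libraries of the same group, which were large only in iWAT WT and BAT H1.2AKO.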

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

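Of the tests in this part, camera on the interaction, the within-genotype comparison of muscle genes and both clock tests were chosen after the results were seen. The tests of lymph node share, of bordering muscle and of single libraries for immunoglobulin and muscle genes were written before, when only the values of Ucp1, Il10ra and the H1 genes had been seen. The clock was singled out by a rule set after the results were seen, that a list passed in both tissues in 1 direction and the paper does not discuss it.

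Lists were singled out where the change in iWAT differed from that in BAT by camera on the interaction (adjusted p under 0.05 for 14 of 35 lists, and for 0 with an estimated correlation). The median difference, iWAT minus BAT, was 3.91 for skeletal muscle, 0.69 for red blood cells, 0.30 for thermogenic genes, 0.24 for adipocyte progenitors and fibroblasts, 0.17 for T cells and 0.16 for interferon response. It was -0.60 for immunoglobulin genes, -0.65 for neutrophils and monocytes, -0.33 for mitochondrially encoded genes, -0.29 for B cells, -0.28 for canonical histones, -0.24 for branched-chain amino acid degradation, -0.23 for lymph node stroma and -0.18 for oxidative phosphorylation. These medians include genes near 0 FPKM in 1 of the tissues. Over genes tested in both tissues, 9 of 33 lists passed and 0 with an estimated correlation. Of the 9, 4 did not pass when 1 of several libraries was left out. Oxidative phosphorylation did not without iWAT WT replicate 1 (median -0.04, adjusted p = 0.257) or BAT WT replicate 2 (-0.06, 0.341). Mitochondrially encoded genes did not without iWAT WT replicate 1 (-0.05, 0.570), BAT WT replicate 2 (-0.19, 0.203) or BAT H1.2AKO replicate 2 (-0.29, 0.162). Interferon response did not without iWAT WT replicate 2 (0.05, 0.488), iWAT H1.2AKO replicate 1 (0.07, 0.329), BAT WT replicate 2 (0.11, 0.252) or BAT H1.2AKO replicate 1 (0.13, 0.477). Progenitors and fibroblasts did not without iWAT WT replicate 1 (0.16, 0.161), iWAT H1.2AKO replicate 2 (0.04, 0.290), BAT WT replicate 2 (-0.08, 0.997) or BAT H1.2AKO replicate 1 (-0.08, 0.994). The other 5 kept their direction without each library, but moved in size. Immunoglobulin genes went from -0.81 to -0.61 without BAT WT replicate 2 and to -1.13 without BAT WT replicate 1. Their short segments near the low-value filter in BAT rest on few reads. Skeletal muscle went from 4.29 over its 25 genes tested in both tissues to 2.27 without iWAT WT replicate 1, 2.52 without BAT H1.2AKO replicate 1 and 6.51 without iWAT WT replicate 2. Branched-chain amino acid degradation went from -0.24 to -0.15 without iWAT WT replicate 1 or BAT WT replicate 2 and to -0.37 without iWAT WT replicate 2. Red blood cells went from 0.69 to 0.35 without BAT H1.2AKO replicate 1, and thermogenic genes from 0.30 to 0.18 without iWAT WT replicate 2. With all libraries, the immunoglobulin median was -0.81 over the 79 genes tested in both tissues (adjusted p = 8.33e-10), while T cells (adjusted p = 0.338), neutrophils and monocytes (0.398), lymph node stroma (0.291) and canonical histones (0.114) did not pass, and too few B cell genes were left to test. The list of red blood cells had 5 of 5 genes higher in iWAT (median 0.36, camera adjusted p = 0.000742, or 0.735 as the adjusted p with an estimated correlation).

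Lower immunoglobulin genes in iWAT were weighed against a different share of inguinal lymph node in the pools. A smaller share would lower B and T cell genes alike, but the T cell list had a median log2 fold change of 0.27 while the immunoglobulin median was -0.52. The test asked for an immunoglobulin median beyond 0.5, which this barely exceeds. The change in the mean T cell level minus that in the mean immunoglobulin level was 0.76 with a standard error of 0.14, which argues against lymph node share as the whole cause. Other lists went the way of a smaller share. Lower were 18 of 18 B cell genes (median -0.17) and 12 of 14 lymph node stroma genes (median -0.18). Glycam1 was among the latter, at 42.8 FPKM in WT and 27.3 in H1.2AKO. The 2 lists share Fcer2a, so they are not independent. A part played by lymph node share stays open. Leaving out 1 library did not end the call, since the highest camera p without 1 iWAT library was 0.000160, though the median was -0.34 without WT replicate 2, and the list did not pass with an estimated correlation (adjusted p = 0.476). A node that differs in its B cell content, different immunoglobulin repertoires of the pooled mice and an effect of genotype remain open and untested.

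Lower skeletal muscle genes in BAT were weighed against muscle that borders the depot. With 100% of the 30 tested genes lower, the pattern is that of a different amount of a whole tissue, consistent with bordering muscle. The 2 H1.2AKO pools differed by a median of 3.60 (log2) over these genes, which argues against genotype alone setting the level. Leaving out each BAT library kept the list below the threshold (highest p from limma's camera 9.36e-06) and the direction the same, but the size rests on 1 library. Without H1.2AKO replicate 1 the median went from -2.86 to -1.04, and without H1.2AKO replicate 2 to -4.70. That p also assumes a correlation of 0.01 between genes, where the estimate for this list is 0.851, and with an estimated correlation the list did not pass (adjusted p = 0.778). How much of the difference is dissection and how much genotype was not separable beyond this. Oxidative phosphorylation, complement, progenitor and lipogenesis calls in BAT ended with the muscle level as a covariate. That level was lower in both H1.2AKO BAT libraries, so the ended calls cannot tell muscle from genotype. For oxidative phosphorylation and lipogenesis the covariate's slope also leans on the iWAT WT pair. There, from replicate 1 to 2, muscle rose from 1.63 to 4.67 and these lists fell from 6.28 to 6.10 and from 7.30 to 6.64. In the BAT H1.2AKO pair muscle rose from 1.56 to 4.94, but they went from 8.04 to 8.06 and from 7.56 to 7.77.

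Clock genes, which the paper does not discuss, passed camera in both tissues, with median log2 fold changes of -0.43 in iWAT and -0.35 in BAT. They did not pass with an estimated correlation (adjusted p = 0.430 and 0.484). That estimate was -0.0283 for this list, and the camera p with it was 0.00632 and 0.0213 before adjustment. By fry the adjusted p was 0.0399 in iWAT and 0.124 in BAT. Arntl had a log2 fold change of 0.76 in iWAT, opposite to Dbp, Tef and Hlf in both tissues, as a shift in phase would give. Because the paper's text gives no collection times, a different time of day at collection and an effect of genotype on the clock cannot be told apart. With the preset correlation the clock list passed without each library of its tissue (highest camera p 0.0204), though the BAT median was -0.22 without H1.2AKO replicate 1. The pattern may follow feeding or light as well as genotype, which was not tested.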

How the results depend on the processing

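The crossed pairing and the muscle covariate were chosen after the data were examined, as was the rule that a value past no threshold counts as reversed only if it moved by at least 1 standard error. Causes were not tested, except that leaving out a library removes part of the data. Called genes in iWAT were 0 in the main analysis, 11 with no low-value filter and 5 with limma-voom on recovered reads, and 855 at an unadjusted p under 0.05. In BAT they were 0, and 6 with pseudocount 0.1, 2 with pseudocount 1, 3 with quantile normalization, 6 over protein-coding genes, 20 with limma-voom, 24 at an adjusted p under 0.1 and 1654 at an unadjusted p under 0.05. In both tissues they were 0, 2 with limma-voom and 238 at an unadjusted p under 0.05. The interaction called 0, 3 with pseudocount 0.1 and 5 with no low-value filter. Shared genes with 1 direction were 210 of 238, and 137 of 284 without iWAT WT replicate 2 and 123 of 199 with the muscle covariate. Unadjusted counts of 855 in iWAT and 238 in both became 1489 in iWAT with no low-value filter and 393 in both with the crossed replicate block. Of 27 list calls, 0 held with an estimated correlation and 1 with fry. Of these 27, 18 kept their direction and call with the muscle covariate, 8 ended and the BAT muscle list turned to 0.39, and 5 other lists passed, complement and coagulation and progenitors and fibroblasts in iWAT and immunoglobulin genes, canonical histones and beta-oxidation in BAT. The covariate is the mean of the muscle list itself, so the turn in BAT and the end of the iWAT muscle call were set in advance. Scaling by median ratio or quantiles kept all 27. PPAR signaling held 3 of the shared genes with no low-value filter (Fisher's exact test, p = 0.0853) and 3 with median-ratio scaling (p = 0.0830), against 4. Immunoglobulin genes among calls were 0, and 39 in iWAT at an unadjusted p under 0.05, 1 in iWAT with no low-value filter (Igkv18-36), 1 in BAT with pseudocount 0.1 and 2 in BAT at an adjusted p under 0.1.

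Leaving out 1 library gave ranges of 1 to 9 called genes in iWAT, 0 to 20 in BAT, 0 to 1 in both and 0 to 2 for the interaction. Unadjusted counts ranged from 525 to 994 in iWAT and from 116 to 328 in both tissues. PPAR signaling held 3 to 8 shared genes, and immunoglobulin genes among calls numbered 0 to 3 in iWAT and 0 to 1 in BAT. 9 of the 27 list calls held without each library of their tissue. List medians ranged from -0.27 to 0.0242 for beta-oxidation, -0.00889 to 0.78 for lipogenesis, -0.54 to 3.72 for skeletal muscle and -0.47 to 0.12 for mitochondrially encoded genes in iWAT, and from -0.0647 to 0.0558 for thermogenic genes in BAT. Of 178 pairs of a named gene and a tissue, 163 kept their direction under every alternative set beforehand, by the rule above. The others ranged, in log2 fold change, in BAT from -0.12 to 0.35 for Cd3e, -0.0710 to 0.42 for Cox8b, -0.57 to 0.30 for Cxcl13, -0.33 to 0.53 for Gamt, -0.60 to 0.29 for Gatm and -0.59 to 0.50 for Hist1h1e, and in iWAT from -0.47 to 0.72 for Acot1, -0.49 to 4.29 for Atp2a1, -0.45 to 0.36 for Cidea, -0.25 to 0.36 for Cox8b, -0.16 to 0.50 for Il10, -0.40 to 2.56 for Myl1, -0.51 to 4.15 for Myoz1, -0.22 to 0.0833 for Plin1 and -0.15 to 0.18 for Prdm16. With the muscle covariate, 4 of these BAT genes reversed, Cox8b to -0.17, Cxcl13 to 0.26, Gatm to 0.31 and Hist1h1e to 0.49.

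With the replicate number as a replicate block, 0 genes were called in iWAT, BAT, both and the interaction, and 791 iWAT and 1519 BAT genes had an unadjusted p under 0.05. 2 of the 27 list calls ended, mitochondrially encoded genes and immediate early and heat shock genes in iWAT, and 4 other lists passed, complement and coagulation (adjusted p = 0.0358) and progenitors and fibroblasts (0.0172) in iWAT and macrophages (0.00551) and red blood cells (0.0195) in BAT. Same-numbered libraries deviated with a correlation over genes of -0.13 in iWAT and 0.08 in BAT, and nothing in the sources pairs them. The crossed pairing in iWAT called 0 genes in either tissue.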

Differences from the paper's values

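The paper's methods name P < 0.05 as significant in general, and give no tool for the lists of altered genes and no word on whether their p was adjusted, so the counts below may not be at a shared threshold. Over iWAT, the paper's count of altered genes is 731 and limma called 0 at an adjusted p under 0.05. Of the alternatives set before the data were examined, an unadjusted p under 0.05 gave 855, within 1.5 times the paper's, and those at an adjusted threshold gave 0 to 11 genes. Over BAT, the paper's count is 987 and limma called 0. An unadjusted p under 0.05 gave 1654, over 1.5 times the paper's, and alternatives at an adjusted threshold gave 0 to 24. With 2 choices changed at once, an unadjusted p under 0.05 came within 1.5 times of 987 with each tissue fitted alone (1303), limma-voom (1477), a mean of at least 1 FPKM (1451), without BAT WT replicate 2 (1183), BAT H1.2AKO replicate 2 (1476) or iWAT H1.2AKO replicate 1 (1342) or 2 (1340), and with the muscle covariate, chosen after the data were examined (1290). For genes altered in both tissues, the paper's count is 201 and limma called 0. An unadjusted p under 0.05 gave 238, and those at an adjusted threshold gave 0 to 2.

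The paper reports a strong enrichment of PPARα signaling among the common genes (Fig. 2e). Among the 238 genes at an unadjusted p under 0.05 in both tissues, sterol synthesis had 7 genes with 0.472 expected, the clock 6 with 0.283 expected, immunoglobulin genes 10 with 1.49 expected and PPAR signaling 4 with 1.04 expected.

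In iWAT of H1.2AKO mice the paper found Il10ra lower and Ucp1 higher by quantitative PCR and blots, and Il10 lower by quantitative PCR. It also found lower Il10ra by staining and in isolated mature adipocytes, whereas these libraries hold RNA of whole iWAT. In them the log2 fold change of Il10ra was -0.12 (standard error 0.16, adjusted p = 0.993 from limma), with both H1.2AKO libraries below both WT. That of Ucp1 was 1.04 (standard error 0.38, adjusted p = 0.767), with both H1.2AKO libraries above both WT. Il10 lay between 0.319 and 0.829 FPKM with overlapping values (log2 fold change 0.17, standard error 0.31, adjusted p = 0.996).

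By quantitative PCR the paper found lipogenic genes lower and beta-oxidation genes higher in iWAT of 28-week-old and of high-fat-fed H1.2AKO mice (Fig. 7j and 9l), in other mice than those sequenced. In the 10-week-old iWAT libraries the directions were opposite, with 23 of 27 lipogenesis genes higher (median 0.37, camera adjusted p = 1.19e-05, or 0.798 as the adjusted p with an estimated correlation) and 25 of 32 beta-oxidation genes lower (median -0.12, adjusted p = 0.00863, or 0.798 as the adjusted p with an estimated correlation). Neither direction held without each iWAT library, with medians of -0.01 for lipogenesis without WT replicate 2 and 0.02 for beta-oxidation without WT replicate 1. Whether age, diet or the pools account for this was not tested.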

Other observations

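In H1.2AKO iWAT, 15 of 19 adipocyte identity genes were lower (median log2 fold change -0.17, camera adjusted p = 0.000996, or 0.735 as the adjusted p with an estimated correlation), and without WT replicate 1 the adjusted p was 0.169. Car3, carbonic anhydrase 3, was at 2815 ± 50.8 FPKM (SD, n = 2 pools) in WT and 1900 ± 146 in H1.2AKO iWAT, and Cidec, a lipid droplet protein, at 815 ± 13.7 and 543 ± 71.9. Mitochondrially encoded genes were lower in 24 of 33 (median -0.13, adjusted p = 0.0294) and immediate early and heat shock genes higher in 13 of 16 (median 0.43, adjusted p = 0.0332) in iWAT. The adjusted p with an estimated correlation was 0.804 and 0.798. The first call ended without WT replicate 1 (adjusted p = 0.238) and H1.2AKO replicate 1 (0.173), and the second without WT replicate 2 (0.656) and H1.2AKO replicate 2 (0.158). Both ended with the skeletal muscle level as a covariate (0.182 and 0.0876).

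Of the paper's other somatic H1 variants, only Hist1h1e was tested, with log2 fold changes of 0.47 in iWAT (standard error 0.47, adjusted p = 0.984 from limma) and -0.04 in BAT (standard error 0.47, adjusted p = 0.983) and overlapping values in both tissues. H1f0, which encodes H1.0 and lies outside that set, was at 51.1 ± 1.56 FPKM in WT and 72.0 ± 10.1 in H1.2AKO iWAT, and at 74.5 ± 14.8 and 99.9 ± 16.6 in BAT. Its log2 fold changes were 0.49 (standard error 0.18, adjusted p = 0.766 from limma) and 0.43 (standard error 0.18, adjusted p = 0.400). Hist1h1a, Hist1h1b and Hist1h1d lay below 0.5 FPKM on average in both tissues and were not tested. The paper measured humoral immune and IL-10 genes in BAT by quantitative PCR. In the BAT libraries, Il10ra had a log2 fold change of 0.27 (adjusted p = 0.537) and Il10rb one of -0.33 (adjusted p = 0.285), and the chemokine Ccl7 was at 15.6 ± 2.77 FPKM in WT and 3.71 ± 2.94 in H1.2AKO BAT (log2 fold change -2.12, adjusted p = 0.248, from 0.183 to 0.539 over all alternatives). Cxcl13 had overlapping values (log2 fold change -0.13, adjusted p = 0.894), and the list of humoral chemokines and cytokines did not pass in BAT (4 of 9 higher, camera adjusted p = 0.425).

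Gapdh, a common reference gene, was at 1.09 and 1.97 FPKM in iWAT WT, 39.8 and 28.5 in iWAT H1.2AKO, 2.62 and 7.42 in BAT WT, and 82.4 and 4.04 in BAT H1.2AKO. Gapdh has many processed pseudogenes that can share its reads, so these values are uncertain. In iWAT it is also among the 4 glycolysis genes with the smallest p.

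By limma-voom on the recovered reads, the 5 genes called in iWAT were Hist1h1c, Svep1, Celsr2, the macrophage receptor gene Marco and the chemokine gene Ccl8, named here after their values were seen. In BAT, Svep1 had a log2 fold change of -1.53 and Ccl2, another chemokine gene, one of -1.88 in the main limma fit (adjusted p = 0.0590 and 0.0966).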
